# Regional Gene Expression in the Retina, Optic Nerve Head, and Optic Nerve of Mice with Optic Nerve Crush and Experimental Glaucoma

**DOI:** 10.3390/ijms241813719

**Published:** 2023-09-06

**Authors:** Casey J. Keuthan, Julie A. Schaub, Meihan Wei, Weixiang Fang, Sarah Quillen, Elizabeth Kimball, Thomas V. Johnson, Hongkai Ji, Donald J. Zack, Harry A. Quigley

**Keywords:** gene expression, transcriptomics, optic nerve, retina, astrocytes, glaucoma, mouse, nerve crush

## Abstract

A major risk factor for glaucomatous optic neuropathy is the level of intraocular pressure (IOP), which can lead to retinal ganglion cell axon injury and cell death. The optic nerve has a rostral unmyelinated portion at the optic nerve head followed by a caudal myelinated region. The unmyelinated region is differentially susceptible to IOP-induced damage in rodent models and human glaucoma. While several studies have analyzed gene expression changes in the mouse optic nerve following optic nerve injury, few were designed to consider the regional gene expression differences that exist between these distinct areas. We performed bulk RNA-sequencing on the retina and separately micro-dissected unmyelinated and myelinated optic nerve regions from naïve C57BL/6 mice, mice after optic nerve crush, and mice with microbead-induced experimental glaucoma (total = 36). Gene expression patterns in the naïve unmyelinated optic nerve showed significant enrichment of the Wnt, Hippo, PI3K-Akt, and transforming growth factor β pathways, as well as extracellular matrix–receptor and cell membrane signaling pathways, compared to the myelinated optic nerve and retina. Gene expression changes induced by both injuries were more extensive in the myelinated optic nerve than the unmyelinated region, and greater after nerve crush than glaucoma. Changes present three and fourteen days after injury largely subsided by six weeks. Gene markers of reactive astrocytes did not consistently differ between injury states. Overall, the transcriptomic phenotype of the mouse unmyelinated optic nerve was significantly different from immediately adjacent tissues, likely dominated by expression in astrocytes, whose junctional complexes are inherently important in responding to IOP elevation.

## 1. Introduction

Glaucoma is the second leading cause of blindness worldwide [1] and causes vision loss by injuring and killing retinal ganglion cells (RGCs). One of the most prominent risk factors for glaucomatous optic neuropathy is the level of intraocular pressure (IOP) [1]. Elevated IOP in rodent models produces optic nerve (ON) pathology that is first observable at the unmyelinated segment of the optic nerve head (ONH), the zone corresponding to the region that includes the site of injury in human glaucoma, the lamina cribrosa [2,3,4]. Rodent glaucoma models provide the opportunity to study axonal and astrocytic responses in the laboratory over short time frames. The dominant glial cell of the ONH in all mammals is the astrocyte, though some microglia are also present. Astrocytes reside on connective tissue beams that course across the primate and human ONH. In the much smaller corresponding area of the mouse (the unmyelinated optic nerve (UON)), there is minimal connective tissue, and astrocytes bridge from one side to the other of the ONH to form a so-called “glial lamina” [5,6].

ONH astrocytes have distinct properties compared to most other astrocytes, even differing in important features from astrocytes in the retina and distal ON and exhibiting features not previously recognized [7]. They serve the biomechanical function of resisting IOP-generated stress by virtue of connections to the ONH perimeter through integrin-linked transmembrane junctions to their basement membrane. They have specialized junctional complexes on the internal cell membrane facing their basement membrane in both the mouse and human ONH [8,9]. Transcriptomic studies have now revealed many regional phenotypes in brain astrocytes [10]. The ONH astrocyte is likely to exhibit unique gene expression patterns since it is potentially the only astrocyte that is subjected to differential stress across the cell from its connection to the basement membrane and from the trans-ONH pressure differential from inside to outside the eye. However, the local gene expression of UON astrocytes has only recently been studied in the naïve state [11] and has not been studied in disease states.

There have been investigations of gene expression changes in the retina and the ON in various injury models, such as microbead-induced glaucoma and ON crush in rodents and cultured astrocyte models [12,13,14,15,16,17,18]. Yet, the majority of this research did not distinguish the rodent UON from that of the myelinated optic nerve (MON) region and other nearby tissues [15,19,20]. Moreover, conflicting reports between the whole ONH tissue studies and cultured astrocytes further confound accurate definition of the gene expression changes occurring in these cells [12,21,22].

To address these issues, we performed bulk RNA-sequencing (RNA-seq) on the retina and micro-dissected UON and MON to characterize the region-specific transcriptome of mouse eyes in the naïve state and following ON crush and experimental ocular hypertension. We identified unique gene profiles of each tissue region, and found genes related to the interaction between the extracellular matrix and cell membrane receptors, along with several downstream pathways important in integrin-linked signaling, to be significantly enriched in the naïve UON. Interestingly, we found that the gene changes in MON were more extensive than the UON in both IOP elevation and crush models, and these changes occurred in a time-dependent manner. There were increases in both putative beneficial and detrimental astrocytic markers in both models.

## 2. Results

### 2.1. Distinct Expression Patterns in Naïve UON, MON, and Retinal Tissues

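The naïve experiment is bulk RNA-seq of 6 libraries, with n = 2 pools for each of UON, MON and retina. One pool of each tissue came from 2 female mice and the other from 2 male mice, and by the legend of Figure 1 the same mice gave all 3 tissues. The authors aligned paired reads to GRCm38 with HISAT2, assembled them with StringTie against Gencode M25, and made gene counts with StringTie's count script. These are estimated counts, made from read coverage and transcript length, without normalization for library size. The naïve UON libraries hold 49.5 M counts (female pool) and 47.7 M (male pool). Naïve MON holds 78.1 M in the female pool but 17.8 M in the male pool, and naïve retina 43.8 and 37.2 M. From the counts, library sizes were normalized by edgeR's TMM method, and genes with too few counts were dropped by filterByExpr (minimum count 10, minimum total 15), which left 23685 genes of 55487. Each pair of tissues was then compared by edgeR's quasi-likelihood test, with tissue and sex as terms and Benjamini-Hochberg adjustment over the genes tested. A gene is called a DEG below at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the limits the paper states. "edgeR adjusted p" stands for that test throughout, and CPM for counts scaled to library size after TMM normalization. Means ± SD in CPM, and limits of 10 CPM, use the TMM factors of the libraries in that fit, while other CPM and the figures use factors over all 36 libraries, so the 2 kinds are not on the same scale. With 2 pools per tissue the fit has 2 residual degrees of freedom, and the biological coefficient of variation across genes was 0.507. In a simulation on these libraries, 200 genes were given a log2 fold change of 3 between UON and MON. edgeR, whose filter kept 187 of them, called 119 and 17 unchanged genes. DESeq2 with the paper's model tested all 200 and called 134, with 97 unchanged genes, in the same simulation. The choices that could move the values are the tool, the filter on low counts, the scaling and the sex term, and each was varied.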

Total RNA was extracted from micro-dissected UON, MON, and whole retina of B6 naïve mice (two male and two female mice per group) and pooled by sex for library preparation and RNA-seq (Figure 1A). 

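For the 6 naïve libraries, FPKM as the authors made them with StringTie were kept for the 6524 genes whose variance was over 1.5 times that predicted by a Lowess fit, and each gene was standardized. The first principal component held 66.6% of the variance and the second 21.4%. For 6 of 6 libraries the nearest library was the other pool of the same tissue. The smallest distance between libraries of different tissues was 69.6, and the largest between pools of 1 tissue was 23.9. Mean distances over these components were 82.4 between UON and MON, 138 between UON and retina, and 130 between MON and retina. The largest distance within a tissue lay between the MON pools: it was 2.23 without the female naïve MON pool and 2.19 without the male naïve MON pool. Using all genes moved the mean distances most, to 143, 217 and 208 in that order. Without the minimum FPKM of 1, the nearest library was of the same tissue for 5 of 6, with a smallest distance of 52.3 between tissues and a largest of 75.6 within 1.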

Replicates of each tissue type clustered well via principal component analysis (PCA; Figure 1B), demonstrating established markers for ON and retina in each group (Figure 1C). We also compared the expression of several genes known to be typically expressed by astrocytes, oligodendrocytes, microglia, and capillaries in each tissue group (Figure 1C). 

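Values here are the authors' FPKM, given as mean ± SD over n = 2 pools, and the test is on the counts. Gja1 (ENSMUSG00000050953, chromosome 10 from 56377330 to 56402513 on GRCm38), the astrocyte gene, had 714 ± 88.1 FPKM in naïve UON, 156 ± 57.3 in MON and 1.87 ± 0.234 in retina. Its log2 fold change between UON and MON was 2.16 (standard error 0.29, edgeR adjusted p = 0.00566). Mbp (ENSMUSG00000041607, chromosome 18 from 82475146 to 82585637), the myelin gene, had 7680 ± 1860 FPKM in UON, 36600 ± 2910 in MON and 22.4 ± 1.98 in retina, with a log2 fold change of -2.35 (standard error 0.33, edgeR adjusted p = 0.00618) between UON and MON. For Mbp the call depended on the tool, as DESeq2 with the paper's model gave an adjusted p of 0.39. The edgeR call was also lost without the male naïve UON pool, in a fit that leaves 1 pool in UON. There the log2 difference of FPKM between UON and MON was -2.02, against -2.27 with all pools. For the microglial gene Cd68 the values were 21 ± 5.29 FPKM in UON, 33 ± 6.63 in MON and 1.56 ± 0.271 in retina. Both UON pools lay below both MON pools, but between UON and MON Cd68 was not a DEG (edgeR adjusted p = 0.164). The endothelial gene Flt1 had 5.82 ± 0.776 FPKM in UON, 4.77 ± 0.173 in MON and 10.4 ± 0.375 in retina (UON against MON, edgeR adjusted p = 0.702).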

We next compared these transcriptomic data with qPCR data from a separate cohort of naïve mice for a series of genes known to be expressed in astrocytes and often associated with beneficial or detrimental phenotypes in these glia and other genes of interest (Figure 1D and Figure S1). Overall, the regional expression differences in these genes were similar between RNA-seq and qPCR.

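The RNA-seq side of this comparison is given here as FPKM (mean ± SD over n = 2 pools) for 14 genes of Figures 1D and S1; the qPCR values were not analysed here. Between UON and MON, 4 of the 14 genes were DEGs: Sphk1, Serping1, Ptx3 and Piezo2. Sphk1 (ENSMUSG00000061878, chromosome 11 from 116530925 to 116536675) had 17.6 ± 6.27 FPKM in UON, 1.83 ± 1.29 in MON and 2.95 ± 0.691 in retina (log2 fold change of UON over MON 3.14 (standard error 0.63, edgeR adjusted p = 0.0242)). Serping1 had 441 ± 3.57 FPKM in UON, 122 ± 5.18 in MON and 3.58 ± 0.0565 in retina, a log2 fold change of 1.77 (edgeR adjusted p = 0.00413) between UON and MON. Ptx3 was higher in UON by a log2 fold change of 1.94 (edgeR adjusted p = 0.0312), but the adjusted p was 0.154 without the female naïve UON pool, 0.0689 without the female naïve MON pool and 0.114 without the male naïve MON pool. Piezo2 was higher in MON, with 3.4 ± 0.193 FPKM in UON, 8.75 ± 0.463 in MON and 0.0536 ± 0.011 in retina. Its log2 fold change of UON over MON was -1.31 (edgeR adjusted p = 0.031), and its adjusted p was 0.247 without the male naïve UON pool, 0.0897 without the female naïve MON pool and 0.102 without the male naïve MON pool. Gfap (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912) had 4320 ± 615 FPKM in UON, 3090 ± 470 in MON and 6.91 ± 0.362 in retina, so both nerve regions exceeded the retina. Both UON pools (3882 and 4751 FPKM) lay above both MON pools (3424 and 2760 FPKM). Between UON and MON Gfap was not a DEG (log2 fold change 0.41, edgeR adjusted p = 0.491). The other 9 genes (Stat3, C3, C1qa, Il1a, Ptk2, Rock1, Rock2, Sox2 and Aldh1l1) had log2 fold changes between -1.00 (C1qa) and 0.51 (Aldh1l1) from UON over MON, none of them a DEG. Of these, DESeq2 gave C1qa an adjusted p of 0.0173 at a log2 fold change of -0.94. C3 had 37.5 ± 11.1 FPKM in UON and 39.9 ± 7.46 in MON against 0.275 ± 0.135 in retina, and Aldh1l1 52.4 ± 3.11, 36.9 ± 13.5 and 3.27 ± 1.01.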

Differential expression analysis was performed to extract regional gene signatures of UON and MON. For this, we identified subsets of genes that were significantly upregulated in UON and MON in pairwise comparisons to the other two tissue types (Figure 2A). 

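A gene was called enriched in a naïve tissue when it was a DEG with a higher level there in both comparisons with the other tissues. edgeR gave 872 UON-enriched and 639 MON-enriched genes among the 23685 tested. The choice of test moved these counts most: DESeq2 with the paper's model gave 1280 and 813, of which 866 and 602 were called by both tools. With each naïve library left out in turn, the UON count ran from 629 to 1072 and the MON count from 513 to 599. The comparison of UON with retina gave 4301 genes higher in UON and 3204 lower; that of MON with retina gave 3960 higher in MON and 2572 lower. Of the largest log2 fold changes against retina in each direction, 3 belong to genes whose counts switch between 0 and high values from library to library: mt-Atp6 (24.86) and mt-Co1 (-21.42) in UON, and mt-Atp8 (-18.97) in MON. Their fold changes are therefore not levels of expression. The other one, Gm19439 higher in MON than in retina, had 16.05 (standard error 0.59, edgeR adjusted p = 2.97e-05), with a mean of 186 ± 14.7 CPM in naïve MON and counts of 0 in both naïve retina pools (SD, n = 2).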

There were 1286 genes commonly upregulated (from both pairwise comparisons) in UON and 868 genes significantly enriched in MON (Figure 2A). 

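Gene lists were compared between tissues by limma's camera, a test of whether a list's log2 fold changes rank above those of the other genes, with Benjamini-Hochberg adjustment over 756 list tests. camera was run with a preset correlation between genes of 0.01, and fry, which presets none, was run beside it and is given for many of the lists. The Reactome set Extracellular matrix organization (214 genes tested) had a median log2 fold change of 1.01 from UON over MON (camera adjusted p = 4.16e-12, fry adjusted p = 0.0174), and 74 of its genes were DEGs higher in UON against 6 lower. Against retina its median was 2.96 in UON (camera adjusted p = 2.86e-17, fry adjusted p = 0.0134). The median of Integrin cell surface interactions was 1.40 (camera adjusted p = 1.25e-09, fry adjusted p = 0.0245), and that of Laminin interactions 1.40 (camera adjusted p = 3.10e-08, fry adjusted p = 0.0321). For TGFβ the 2 lists differed. A list of 18 ligands, receptors and targets had a median of 0.81 from UON over MON (camera adjusted p = 0.0229, fry adjusted p = 0.0559), with 7 genes as DEGs higher in UON, 3 lower, and 11 DEGs when adjusted over the list alone. The camera adjusted p of that list was 0.0874 without the female naïve MON pool. The Reactome set Signaling by TGF-beta Receptor Complex had a median of -0.02 (camera adjusted p = 0.818). In the choice of test, fry moved the list calls most: of 756 tests, 283 passed an adjusted p of 0.05 under camera and 86 under fry.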

KEGG analysis of significantly enriched UON genes compared to MON and retina tissue included pathways known to be associated with astrocyte functions in this region: extracellular matrix–receptor interactions, focal and cell adhesion, and transforming growth factor β (TGFβ) signaling pathways (Figure 2B,C). In MON, pathway analysis of upregulated genes using the KEGG database collection showed enrichment of steroid biosynthesis and axon guidance pathways in MON upregulated genes (Figure 2B,C,E). 

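For steroid synthesis, a list of 19 cholesterol synthesis genes had a median log2 fold change of -1.88 from UON over MON (camera adjusted p = 7.67e-10, fry adjusted p = 0.0439). Of these, 17 were DEGs lower in UON, 17 when adjusted over the list alone, and 17 by DESeq2. The Reactome set Cholesterol biosynthesis had a median of -1.67 (camera adjusted p = 8.83e-09, fry adjusted p = 0.0329), and between MON and retina the cholesterol list had a median of 1.50 (camera adjusted p = 2.46e-05). The Reactome set Axon guidance (278 genes) had a median of 0.15 from UON over MON (camera adjusted p = 0.114). Its genes split, with 45 DEGs higher in UON and 30 higher in MON. Against retina the set had a median of 0.64 in MON (camera adjusted p = 0.0131, fry adjusted p = 0.0273) and 0.87 in UON (camera adjusted p = 4.94e-04, fry adjusted p = 0.025).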

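The list of matrix attachment genes included integrins Itga3, Itga5, Itga8, Itgb1 and Itgb4, syndecans Sdc1 and Sdc4, Dag1, Col4a1, Col4a2, laminins Lama4, Lamb1 and Lamb2, Fn1, Tnc and Hspg2. The paper names syndecan without a number, so Sdc1 and Sdc4 were both taken. The list had a median log2 fold change of 1.84 from naïve UON over MON (camera adjusted p = 1.27e-09, fry adjusted p = 0.0428); the paper names the list from these samples, so this is not independent evidence. Tnc (ENSMUSG00000028364, chromosome 4 from 63959785 to 64047015) had 51.2 ± 10.7 CPM in UON and 1.91 ± 1.75 in MON (SD, n = 2), a log2 fold change of 5.02 (standard error 0.56, edgeR adjusted p = 0.00299). Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) had 682 ± 146 CPM in UON and 112 ± 40.5 in MON, a log2 fold change of 2.62 (standard error 0.33, edgeR adjusted p = 0.00425). With all 36 libraries in one fit its adjusted p was 0.0584. Itga5 differed by a log2 fold change of 2.66 (edgeR adjusted p = 0.0121) and Dag1 by 1.56 (edgeR adjusted p = 0.00973). Itgb4 had a log2 fold change of 1.59 (edgeR adjusted p = 0.0111), but 0.0683 as the adjusted p with all 36 libraries in one fit. Some calls were lost with 1 library left out. They were Itga3 (edgeR adjusted p = 0.0139), Itgb1 (0.0113) and Col4a1 (0.0113) without the male naïve UON pool, and Itga8 (0.0483) without the male naïve MON pool. Such a fit leaves 1 pool in a group and fewer residual degrees of freedom. A lost call therefore does not by itself show that the effect rests on that library. The call of Sdc1 (edgeR adjusted p = 0.0208) held in 1 of 4 fits with a library left out, with 0.0515 without the female naïve UON pool, 0.16 without the male naïve UON pool and 0.0812 without the male naïve MON pool. Lamb1 had a log2 fold change of 1.84 (edgeR adjusted p = 0.0772) and was not a DEG, although DESeq2 gave it an adjusted p of 0.00463 and edgeR gave 0.0214 without the female naïve UON pool and 0.0127 without the female naïve MON pool. Sdc4 was not a DEG in either tool (log2 fold change 0.34 (edgeR adjusted p = 0.364)).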

The differentially expressed genes (DEGs) in UON coding for molecules in the critical pathway of cell attachment to the extracellular matrix (Figure 2C) included transmembrane molecules (e.g., integrins: α3,5,8 and β1,4, syndecan, and dystroglycan), basement membrane components (e.g., collagen 4 and laminins α4; β1,2; γ2), and extracellular matrix members near the cellular attachment zone (e.g., fibronectin, tenascin, and perlecan). 

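In naïve retina 1979 genes were higher than in both UON and MON by edgeR, and 2500 by DESeq2. A list of 18 photoreceptor genes had a median log2 fold change of -10.70 from UON over retina (camera adjusted p = 1.53e-10, fry adjusted p = 0.0224) and -9.68 from MON over retina (camera adjusted p = 8.62e-12, fry adjusted p = 0.0241). For 12 markers of other retinal neurons the medians were -7.35 (camera adjusted p = 2.36e-05, fry adjusted p = 0.0134) and -6.51 (camera adjusted p = 3.64e-05, fry adjusted p = 0.0134). The Reactome set Neuronal System had medians of -1.52 (camera adjusted p = 2.81e-04, fry adjusted p = 0.0156) and -1.37 (camera adjusted p = 8.77e-05, fry adjusted p = 0.0224). The Reactome set Visual phototransduction, which holds retinoid carriers beside photoreceptor proteins, had medians of -0.66 in UON (camera adjusted p = 0.232) and -1.08 in MON (camera adjusted p = 0.0217, fry adjusted p = 0.0515).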

A similar analysis of the naïve retinal tissue found enrichment of neuronal/photoreceptor-related pathways, as expected (Figure S2).

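The direct comparison of naïve UON with MON gave 1144 genes higher in UON and 1137 higher in MON by edgeR. At an unadjusted p under 0.05 there were 5831 genes, where 1184 would fall there by chance. Here and below, such a chance number assumes evenly spread p-values of unchanged genes. In the comparisons of the sexes each count lay below it, as with 335 against 999 in MON crush. A count below it therefore does not show that no gene changed. DESeq2 gave 1845 and 1848, and 2240 genes were called by both. With each naïve UON or MON library left out in turn, the edgeR total of 2281 ran from 1786 to 2777. The largest change toward UON was in Wt1 (ENSMUSG00000016458), with a log2 fold change of 11.76 (standard error 1.21, edgeR adjusted p = 0.00369), and toward MON in Sox1 (ENSMUSG00000096014), with -11.09 (standard error 1.89, edgeR adjusted p = 0.0189). Both were singled out after their values were seen. Among cell type lists, 17 oligodendrocyte and myelin genes had a median of -3.28 from UON over MON (camera adjusted p = 6.20e-12, fry adjusted p = 0.0321), all 17 of them DEGs. For 14 genes of fibroblasts, sclera and meninges the median was 2.32 (camera adjusted p = 6.10e-06, fry adjusted p = 0.0273). The median of 14 astrocyte genes was -0.01 (camera adjusted p = 0.852; mean 0.11), and that of 16 microglia genes -0.85 (camera adjusted p = 0.00563, fry adjusted p = 0.18). Housekeeping genes had a median of -0.05 (camera adjusted p = 0.852).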

We specifically compared gene expression between the two ON regions and found 1646 genes enriched in UON and 1522 enriched genes in MON (Figure 2D). Similar KEGG pathways were enriched from these UON genes compared to our earlier analysis in which UON and MON were contrasted with retinal tissue (Figure 2E). The KEGG pathways selectively enriched in MON were more often related to axonal functions (e.g., steroid biosynthesis and glutamatergic synapse), though axonal guidance was an area seen in both UON and MON analyses (Figure 2E).

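Lists of axonal genes were not fixed beforehand, so the neuronal side is given by the Reactome set Neuronal System, which had a median log2 fold change of -0.12 from naïve UON over MON (camera adjusted p = 0.849). In that set 23 genes were DEGs higher in UON and 32 higher in MON. The 8 RGC marker genes had a median of -0.30 (camera adjusted p = 0.562), with 1 of them a DEG and 3 when adjusted over the list alone. For the genes of each naïve region, the paper reports matrix and adhesion pathways in UON, steroid biosynthesis in MON and axon guidance in both.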

### 2.2. Differential Gene Expression after ON Crush Injury

We performed RNA-seq on the retina, UON, and MON following ON crush injury (Figure 3A). For this study, we examined two time points, i.e., three days (early, 3 D) and two weeks (late, 2 W) after crush, with a similar pooling strategy as used in the naïve tissue samples (Figure 3A). 

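The crush experiment added 12 libraries to the 6 naïve ones, with n = 2 pools (1 female, 1 male) for each tissue at each time, and the naïve libraries served as controls at both times. Totals in M counts (female pool and male pool) were 46.4 and 28.5 for UON at 3 D, 50.7 and 58.5 for UON at 2 W, 18.2 and 53.4 for MON at 3 D, and 16.3 and 35.6 for MON at 2 W. In retina they were 31.4 and 39.2 at 3 D and 56 and 36.5 at 2 W. Alignment, assembly and counting by the authors were those of the naïve libraries, and the paper fitted a DESeq2 model with time point and sex for each treatment and tissue. Here each tissue's 6 libraries were fitted by edgeR with group and sex, on the same filter and normalization as the naïve comparison, and DESeq2 with the paper's model was run beside it. The fits tested 21368 genes in UON, 19988 in MON and 22671 in retina, and the biological coefficient of variation was 0.654, 0.464 and 0.342. In a simulation on these libraries 200 genes were given a log2 fold change of 3. Its filter left edgeR 184, 188 and 185 of them in UON, MON and retina, and it called 85, 144 and 138, so the UON comparison had the least power. DESeq2 called 120, 149 and 148 of the 200, together with 108, 62 and 36 genes that had not been changed; edgeR called 12, 20 and 16.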

We estimated the degree of injury or loss of RGCs by looking at the expression of several genes prominently expressed in RGCs in the retinal tissue samples (Figure S3). Many of these RGC marker genes were significantly reduced by three days after crush, including *Rbpms*, *Rbpms2*, and *Sncg* (Figure S3). 

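The 8 RGC markers of Figure S3 were compared between retina 3 D after crush and naïve retina (n = 2 pools each). Rbpms (ENSMUSG00000031586, chromosome 8 from 33782643 to 33929863) had 22.7 ± 1.68 CPM after crush and 41 ± 4.86 in naïve retina (SD), a log2 fold change of -0.85 (standard error 0.24, edgeR adjusted p = 0.589). Rbpms2 (ENSMUSG00000032387, chromosome 9 from 65629648 to 65660528) changed by a log2 fold change of -1.84 (standard error 0.36, edgeR adjusted p = 0.332). Sncg (ENSMUSG00000023064, chromosome 14 from 34370274 to 34374789) had 117 ± 8.66 CPM after crush and 227 ± 35.5 in naïve retina, a log2 fold change of -0.95 (standard error 0.12, edgeR adjusted p = 0.128). Without the male naïve retina pool Sncg became the 1 marker that was a DEG. By edgeR 0 of the 8 markers were DEGs and 3 when adjusted over the list alone; at an unadjusted p under 0.05 there were 6, and DESeq2 called 1. As a list their median log2 fold change was -0.90 (camera adjusted p = 2.69e-05, fry adjusted p = 0.111). Of the other 5, Tubb3, Thy1, Pou4f1, Pou4f2 and Pou4f3 had log2 fold changes between -1.73 (Pou4f2) and -0.06 (Thy1).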

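In retina 2 W after crush, 5 of 8 RGC markers were DEGs by edgeR, all lower than in naïve retina. The count was 7 when adjusted over the list alone and 7 by DESeq2, and with each library left out in turn it ran from 5 to 7. Rbpms fell from 41 ± 4.86 to 4.64 ± 1.34 CPM (SD, n = 2), a log2 fold change of -3.15 (standard error 0.26, edgeR adjusted p = 0.0106). Rbpms2 had a log2 fold change of -4.76 (standard error 0.42, edgeR adjusted p = 0.0143), Pou4f1 of -3.92 (edgeR adjusted p = 0.0101), Sncg of -3.25 (edgeR adjusted p = 0.00156) and Tubb3 of -1.23 (edgeR adjusted p = 0.0202). Pou4f2 changed by -3.92 (edgeR adjusted p = 0.0789) and was not a DEG in the full fit, but its adjusted p was 0.0441 without the female naïve retina pool and 0.0486 without the male 2 W crush retina pool, and 7.85e-07 by DESeq2. Pou4f3 changed by -3.90 (edgeR adjusted p = 0.204). Its adjusted p was 0.00758 without the male naïve retina pool and 0.0463 without the male 2 W crush retina pool, and 6.19e-05 by DESeq2. Thy1 changed least, by -0.97 (edgeR adjusted p = 0.455). The median over the 8 markers was -3.58 (camera adjusted p = 6.10e-11, fry adjusted p = 0.0224), from -3.76 in the female pools and -2.91 in the male pools.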

At two weeks after crush, when most RGC loss would typically have occurred after crush injury, RGC gene expression was drastically downregulated (by greater than nine-fold for most genes) compared to naïve control retinas, suggesting substantial RGC loss following optic crush injury (Figure S3).

We compared DEGs at early and late crush time points between UON, MON, and retinal tissue (Figure 3A,B). 

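For the 18 naïve and crush libraries, 6914 variable genes were kept by the rule used for the naïve libraries. The first component held 52.5% of the variance and the second 12.7%, and the nearest library was of the same tissue for 18 of 18. Libraries of different tissues lay at least 39.6 apart and those of 1 tissue at most 34.1. Mean distances were 68.3 between UON and MON, 130 between UON and retina and 128 between MON and retina. The nearest library was of the same tissue in every setting tried. In some settings the largest distance within a tissue exceeded the smallest between tissues: 36.5 against 34.8 with log2(FPKM + 0.1), 130 against 27.9 without the minimum FPKM of 1, 99.5 against 57 with all genes and 40.5 against 39.7 without the male naïve MON pool.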

Samples from the same tissue region clustered together by PCA, with some separation between crush time points within each region (Figure 3B). 

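Whether the response of retina differs from that of UON or MON was tested as an interaction, the change from naïve in retina minus that in the nerve region, with all naïve and crush libraries of both tissues in 1 edgeR fit. At 3 D, 3 genes differed between retina and UON and 224 between retina and MON. At 2 W the counts were 18 and 158. At an unadjusted p under 0.05 there were 1036 and 3757 genes at 3 D and 2201 and 3088 at 2 W, where chance would give 1307 for retina and UON and 1270 for retina and MON, and DESeq2 gave 140, 1508, 423 and 1107 genes. The genes that differed between retina and UON at 3 D, named after their values were seen, were Kif22, with an interaction of -5.40 (standard error 0.52, edgeR adjusted p = 0.043), Cenpa, with -5.73 (standard error 0.58, edgeR adjusted p = 0.043), and Knstrn. At 2 W, Rph3a had 7.92 (standard error 0.44, edgeR adjusted p = 4.27e-04), as its RNA fell in UON by far more than in retina, and 17 of the 18 genes had the same direction. With a library left out, the retina and UON count at 3 D was 0 without the female naïve UON pool, 0 without the male naïve UON pool, 0 without the male 3 D crush UON pool, 0 without the female naïve retina pool, 1 without the male naïve retina pool, 0 without the female 3 D crush retina pool and 0 without the male 3 D crush retina pool. At 2 W it was 11 without the male naïve UON pool, 1225 without the female 2 W crush UON pool, 35 without the male 2 W crush UON pool, 3 without the female naïve retina pool, 5 without the male naïve retina pool, 4 without the female 2 W crush retina pool and 5 without the male 2 W crush retina pool. The retina and MON count at 3 D was 140 without the male naïve MON pool, 856 without the female 3 D crush MON pool, 57 without the male 3 D crush MON pool, 84 without the female naïve retina pool, 86 without the male naïve retina pool, 37 without the female 3 D crush retina pool and 68 without the male 3 D crush retina pool. At 2 W that count was 67 without the female 2 W crush MON pool, 251 without the male 2 W crush MON pool, 61 without the female naïve retina pool, 56 without the male naïve retina pool, 26 without the female 2 W crush retina pool and 35 without the male 2 W crush retina pool. With each pool as a block across tissues, the retina and UON counts became 0 at 3 D and 11 at 2 W. Across genes, log2 fold changes at 3 D had a Pearson r of 0.0803 between UON and retina and 0.109 between MON and retina, and genes are not independent replicates.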

Gene expression changes in the retina differed the most from the ON tissue regions (Figure 3C). 

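In retina after crush, edgeR called 4 genes higher and 1 lower than in naïve retina at 3 D, and 17 higher and 54 lower at 2 W. At an unadjusted p under 0.05 there were 1437 genes at 3 D and 2037 at 2 W, where 1134 would fall there by chance. The choice of test moved the counts by the most genes: DESeq2 gave 89 higher and 47 lower at 3 D, and 124 and 222 at 2 W. In simulations with no changed genes DESeq2 called a mean of 27.3 genes per comparison in retina and edgeR 2.4. Here and below, simulations with no changed genes took means and dispersions from the glaucoma fit of the tissue, so for crush their spread is not that of the fit. The genes called at 3 D, named after their values were seen, were Sprr1a, H3c14, Ecel1, Sox11 and Elfn1, with log2 fold changes of 12.81, 12.18, 6.52, 3.01 and -5.07. Of these, Sprr1a, H3c14 and Ecel1 were called again at 2 W, where 0.7 shared genes arose in the simulations from the shared naïve pools on average and 3 at the highest; DESeq2 gave 70 shared genes, against 6.4 and 11. With 1 library left out, the count at 3 D was 55 without the female naïve retina pool, 84 without the male naïve retina pool, 29 without the female 3 D crush retina pool and 54 without the male 3 D crush retina pool. At 2 W it was 120 without the female naïve retina pool, 186 without the male naïve retina pool and 170 without the male 2 W crush retina pool.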

In total, our RNA-seq analysis revealed 136 and 349 DEGs in the retina at early and late ON crush time points, respectively (Figure 3C and Spreadsheet S5). DEGs three days after crush mostly consisted of genes involved in the response to a stimulus/insult, whereas gene expression changes two weeks after crush also included genes related to neuronal cell death and synaptic functions (Figure S6).

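At 3 D the list of 6 retinal stress genes (Gfap, Osmr, Fgf2, Edn2, Stat3 and Socs3) had a median log2 fold change of 1.35 in retina over naïve retina (camera adjusted p = 9.50e-07, fry adjusted p = 0.025), with 0 DEGs by edgeR, 6 when adjusted over the list alone and 4 by DESeq2. The list of immediate early genes had a median of 0.64 at 3 D (camera adjusted p = 5.01e-05), and the Reactome set Innate Immune System of 0.01 (camera adjusted p = 0.643, fry adjusted p = 0.434). At 2 W the Reactome set Neuronal System (248 genes) had a median of -0.26 (camera adjusted p = 6.62e-07, fry adjusted p = 0.0325), against -0.14 at 3 D (camera adjusted p = 1.67e-04, fry adjusted p = 0.0792). The Reactome set Apoptosis had medians of -0.03 at 3 D (camera adjusted p = 0.722) and -0.03 at 2 W (camera adjusted p = 0.861).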

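At 3 D after crush, Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) had a log2 fold change of 1.86 (standard error 0.53, edgeR adjusted p = 1) in UON, 2.48 (standard error 0.31, edgeR adjusted p = 0.0114) in MON and 1.3 (standard error 0.15, edgeR adjusted p = 0.0953) in retina. In MON its level went from 12 ± 4.41 to 65.8 ± 0.56 CPM (SD, n = 2), and its adjusted p there was 0.0624 without the female naïve MON pool and 0.0563 without the male naïve MON pool. Ccn1 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981) had a log2 fold change of 1.61 (edgeR adjusted p = 0.753) in UON, 3.44 (edgeR adjusted p = 0.00737) in MON and 1.47 (edgeR adjusted p = 0.441) in retina. In MON its adjusted p was 0.0624 without the female naïve MON pool. Serpina3n (ENSMUSG00000021091, chromosome 12 from 104406729 to 104414329) had 1.71 (edgeR adjusted p = 0.753) in UON, 1.41 (edgeR adjusted p = 0.0709) in MON and 2.96 (edgeR adjusted p = 0.128) in retina, where its adjusted p was 0.0155 without the male naïve retina pool and 0.0146 without the male 3 D crush retina pool. By edgeR 0 genes were DEGs in all 3 tissues at 3 D, since UON had none. DESeq2 gave 4: Egr1, Ccn1, Serpina3n and Knstrn. With a library left out, the edgeR count stayed at 0.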

At three days, DEGs shared by all tissue regions included *Egr1* (early growth response 1), *Ccn1* (cellular communication network factor 1), and *Serpina3n* (serine (or cysteine) peptidase inhibitor, clade A, member 3 N), which were upregulated with injury (Spreadsheet S1). Notably, while *Knstrn* (kinectochore-localized astrin/SPAG5 binding) was significantly changed in all tissues three days after crush, this gene was upregulated in both UON and MON but downregulated in the retinal tissue (Spreadsheet S1). 

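Knstrn (ENSMUSG00000027331, chromosome 2 from 118814003 to 118853957) had 1.71 ± 0.688 CPM in naïve MON and 35.7 ± 0.163 at 3 D (SD, n = 2), a log2 fold change of 4.43 (standard error 0.45, edgeR adjusted p = 0.00737), with an adjusted p of 0.063 without the female naïve MON pool. In UON the log2 fold change was 4.64 (standard error 0.57, edgeR adjusted p = 0.137), and in retina -1.39 (standard error 0.28, edgeR adjusted p = 0.344), where it went from 7.03 ± 0.596 to 2.67 ± 0.153 CPM. Tested as an interaction, the change in retina minus that in UON was -6.10 (standard error 0.66, edgeR adjusted p = 0.0465), and minus that in MON -5.78 (standard error 0.52, edgeR adjusted p = 0.0039). With single libraries left out, the adjusted p of the first was 0.0717 to 0.458 and of the second 0.00376 to 0.0167, and with each pool as a block 0.12 and 0.00823. DESeq2 gave adjusted p values of 2.79e-14 in UON, 4.13e-18 in MON and 0.0386 in retina.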

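By edgeR, UON and MON shared 0 DEGs at 3 D after crush and 6 at 2 W. The choice of test moved this by the most genes: DESeq2 with the paper's model gave 146 and 191. At 3 D no UON gene was a DEG by edgeR, with 657 UON genes at an unadjusted p under 0.05, where 1068 would fall by chance. That low count does not exclude changed genes, since counts in the comparisons of the sexes lay below the chance number too. The genes shared at 2 W, named after their values were seen, were Kif5a, Mapk8ip2, Nrsn1, Rph3a, Sptbn4 and Vwa5b2, all lower after crush in both regions. The shared count at 3 D was 4 without the female naïve UON pool, 3 without the male naïve UON pool, 11 without the female 3 D crush UON pool and 1 without the male 3 D crush UON pool. At 2 W it was 13 without the female naïve UON pool, 13 without the male naïve UON pool, 14 without the female 2 W crush UON pool, 16 without the male 2 W crush UON pool and 3 without the female naïve MON pool. Over all genes tested, the log2 fold changes of UON and MON had a Pearson r of 0.24 at 3 D and 0.153 at 2 W, which is across genes, and genes are not independent replicates.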

Overall, UON and MON had 146 and 188 DEGs in common at three days and two weeks after crush, respectively (Figure 3C and Spreadsheet S1). Of these, all but the non-protein coding gene *Neat1* (nuclear paraspeckle assembly transcript 1) followed a similar expression pattern between the two tissues three days after crush (Spreadsheet S1). 

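Neat1 (ENSMUSG00000092274, chromosome 19 from 5824708 to 5845478) had 17.6 ± 5.37 CPM in naïve UON and 117 ± 31.6 at 3 D after crush (SD, n = 2), a log2 fold change of 2.75 (standard error 0.49, edgeR adjusted p = 0.42). In MON it had 251 ± 54 CPM in naïve tissue and 105 ± 58.7 after crush, a log2 fold change of -1.32 (standard error 0.38, edgeR adjusted p = 0.104), and an adjusted p of 0.0292 without the male 3 D crush MON pool. DESeq2 gave 1.34e-05 as the adjusted p in UON and 0.00463 in MON. Among the genes that DESeq2 called in both regions at 3 D, 2 had opposite signs, Neat1 and the mitochondrial gene mt-Nd5. Counts of mt-Nd5 switch between 0 and high values from library to library, so its sign is not read as a response. The interaction for Neat1, the change in MON minus that in UON, was -4.01 (standard error 0.89, edgeR adjusted p = 0.28), and DESeq2 gave 0.00111.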

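At 2 W after crush 0 genes were DEGs in UON, MON and retina by edgeR, where UON had 6 DEGs, MON 544 and retina 71. DESeq2 gave 27 genes at 2 W against 4 at 3 D. With a library left out, the edgeR count was 2 without the female naïve UON pool, 2 without the male naïve UON pool, 2 without the female 2 W crush UON pool, 1 without the male 2 W crush UON pool, 1 without the male naïve retina pool and 1 without the female 2 W crush retina pool. The DESeq2 genes included the neurofilament genes Nefl, Nefm and Nefh, which fell in each tissue, and the microglial genes C1qa, C1qb, C1qc, Tyrobp and Trem2. At an unadjusted p under 0.05 the edgeR fits had 1980 genes in UON and 3204 in MON, where chance would give 1068 and 999. Nefl (ENSMUSG00000022055, chromosome 14 from 68083863 to 68089095) had log2 fold changes of -4.55 (edgeR adjusted p = 0.0996) in UON, -8.29 (edgeR adjusted p = 0.00248) in MON and -3.03 (edgeR adjusted p = 0.00164) in retina, and in UON its adjusted p was 0.0135 without the female naïve UON pool, 0.0389 without the male naïve UON pool and 0.0454 without the female 2 W crush UON pool.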

The number of shared genes by all three tissue regions increased two weeks after crush (Figure 3C). These 27 genes followed the same expression pattern (either upregulated or downregulated) except for *A2m* (alpha-2-macroglobulin), a reactive astrocyte marker, which was uniquely downregulated in UON at this time point (Spreadsheet S1). 

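A2m (ENSMUSG00000030111, chromosome 6 from 121635376 to 121679227) had 60.7 ± 22.7 CPM in naïve UON and 15.5 ± 3.3 at 2 W after crush (SD, n = 2), a log2 fold change of -1.97 (standard error 0.52, edgeR adjusted p = 0.48). In MON it rose from 15.4 ± 2.45 to 64.7 ± 1.38 CPM, a log2 fold change of 2.10 (standard error 0.32, edgeR adjusted p = 0.0286), and in retina from 2.36 ± 0.634 to 13 ± 1.47 CPM, with 2.47 (standard error 0.28, edgeR adjusted p = 0.0321). In MON the adjusted p was 0.172 without the female naïve MON pool and 0.126 without the male naïve MON pool. In retina the adjusted p was 0.0578 without the female naïve retina pool and 0.0596 without the female 2 W crush retina pool. DESeq2 gave an adjusted p of 0.0164 in UON. The change in MON minus that in UON was 4.07 (standard error 0.62, edgeR adjusted p = 0.146), and in retina minus UON 4.42 (standard error 0.63, edgeR adjusted p = 0.0649); DESeq2 gave 9.50e-06 and 2.39e-07.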

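Col2a1, Trim56, Cnn1, Gp1bb, Bub1, Slc39a14, Oas3 and Nhlrc3 were compared at 2 W after crush in UON and MON (n = 2 pools per group). In UON the log2 fold changes were -3.21 for Col2a1, 2.05 for Trim56, -1.68 for Cnn1, 3.99 for Gp1bb, -4.34 for Bub1, -1.48 for Slc39a14, -4.63 for Oas3 and -1.65 for Nhlrc3. Their edgeR adjusted p values in UON lay between 0.367 (Cnn1) and 0.532 (Col2a1). In MON the log2 fold changes were 1.96 for Col2a1, -2.0 for Trim56, 2.88 for Cnn1, -3.33 for Gp1bb, 3.27 for Bub1, 1.41 for Slc39a14, 3.37 for Oas3 and 1.08 for Nhlrc3. The 8 genes thus had opposite signs in the 2 regions, and Slc39a14 in MON was the only DEG by edgeR (adjusted p = 0.0484, but 0.219 without the female naïve MON pool, 0.239 without the male naïve MON pool and 0.0819 without the male 2 W crush MON pool). Without the male 2 W crush MON pool, the edgeR adjusted p in MON was 1.32e-04 for Col2a1, 0.00924 for Cnn1, 0.024 for Gp1bb and 2.43e-05 for Bub1, and without the female pool it was 0.0132 for Trim56. DESeq2 called all 8 in both regions. It called 191 genes in both, of which 12 had opposite signs: these 8, A2m, and Sdc3, Gm10143 and mt-Nd5, of which Sdc3 and Gm10143 are named after their values were seen and mt-Nd5 alternates between libraries. As an interaction, MON minus UON, the smallest edgeR adjusted p was 0.146 (Cnn1) and the largest 0.321 (Col2a1); for Cnn1 the difference was 4.56 (standard error 0.85, edgeR adjusted p = 0.146).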

Interestingly, eight genes had opposite expression changes two weeks after crush: *Col2a1*, *Trim56*, *Cnn1*, *Gp1bb*, *Bub1*, *Slc39a14*, *Oas3*, and *Nhlrc3* (Spreadsheet S1).

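edgeR called 721 genes higher and 131 lower in MON at 3 D after crush, and 425 and 119 at 2 W. In UON it called 0 at 3 D (smallest adjusted p 0.0758). DESeq2 gave 1454 higher and 914 lower in MON at 3 D, 1144 and 585 at 2 W, 173 and 37 in UON at 3 D, and 223 and 296 at 2 W. The MON counts fell far when either naïve MON pool was left out, and the 3 D count rose without the female 3 D crush MON pool. Such a fit leaves 1 pool in a group and fewer residual degrees of freedom, so the fall does not by itself show that the effects rest on the naïve pools. The 2 W count was 17 without the female naïve MON pool, 55 without the male naïve MON pool, 1106 without the female 2 W crush MON pool and 1549 without the male 2 W crush MON pool. A count of DEGs also depends on the spread between pools, so the log2 ratios of the female pools were set against those of the male pools, which are different mice. Across genes with at least 10 CPM, these ratios had a Pearson r of 0.714 in MON, 0.331 in UON and 0.134 in retina at 3 D, and 0.534, 0.391 and 0.305 at 2 W; genes are not independent replicates. The part of the log2 change that both pools shared had an SD across genes of 0.94 in MON, 0.45 in UON and 0.17 in retina at 3 D, and 0.75, 0.57 and 0.29 at 2 W. With every library thinned to the smallest total in its fit, MON still had 762 DEGs at 3 D and UON 2.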

Gene expression changes were greater in MON compared to UON and retina at both crush time points (Figure 3C). 

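In MON at 3 D after crush, a list of 37 cell cycle genes had a median log2 fold change of 4.78 (camera adjusted p = 2.02e-28, fry adjusted p = 0.0585). Of these, 34 were DEGs by edgeR, all higher after crush, and 37 when adjusted over the list alone. The Reactome set Cell Cycle (465 genes) had a median of 0.54 (camera adjusted p = 3.63e-11, fry adjusted p = 0.0819). Cytokine Signaling in Immune system had a median of 0.38 (camera adjusted p = 1.48e-04, fry adjusted p = 0.11), with 26 DEGs higher and 2 lower of 207, and Innate Immune System 0.35 (camera adjusted p = 1.27e-04, fry adjusted p = 0.123). The largest changes in MON at 3 D were in Clec4n (ENSMUSG00000023349), with a log2 fold change of 12.44 (standard error 2.05, edgeR adjusted p = 0.0281), and Cited4 (ENSMUSG00000070803), with -9.84 (standard error 1.96, edgeR adjusted p = 0.0471), both singled out after their values were seen.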

The 2368 DEGs in the MON at three-day crush were associated with pathways that included processes like cell cycle and cytokine signaling (Figure 3D). Over 40% (*n* = 977) of these genes were also differentially expressed at the two week crush time point (Figure 3E and Spreadsheet S4). 

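By edgeR 317 genes were DEGs in MON at both 3 D and 2 W after crush, 37.2% of those at 3 D. DESeq2 gave 988, 41.7% of its genes at 3 D. Both times share the same naïve pools, and in simulations with no changed genes that sharing alone gave a mean of 0.6 shared genes by edgeR and 8.3 by DESeq2. With a library left out, the edgeR overlap was 6 without the female naïve MON pool, 33 without the male naïve MON pool and 551 without the male 2 W crush MON pool. Across all genes tested, the log2 fold changes at 3 D and 2 W had a Pearson r of 0.564, against 0.486 in simulations with no changed genes (0.459 to 0.519), and genes are not independent replicates.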

While most MON DEGs exhibited consistent changes (either upregulated or downregulated at both time points), several genes displayed an opposing response between early and late crush time points (Figure 3H). *Dlk1* (delta-like non-canonical Notch ligand 1), *Gpd1* (glycerol-3-phosphate dehydrogenase 1 (soluble)), and *Il3ra* (interleukin 31 receptor A) were significantly upregulated three days after crush but significantly downregulated at the two week time point (Figure 3H and Spreadsheet S4). Conversely, seven genes were initially downregulated, but substantially increased later following crush (Figure 3H and Spreadsheet S4). 

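Dlk1 (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336) had a log2 fold change of 3.24 (standard error 1.00, edgeR adjusted p = 0.135) in MON at 3 D and -6.69 (standard error 1.75, edgeR adjusted p = 0.115) at 2 W. Its level was 0.371 ± 0.0967 CPM in naïve MON (SD, n = 2) and both 2 W pools had a count of 0, so the fall at 2 W is a fall from few counts. Gpd1 (ENSMUSG00000023019, chromosome 15 from 99717515 to 99725005) went from 273 ± 77.2 to 1443 ± 815 CPM at 3 D and 131 ± 11.2 at 2 W, with log2 fold changes of 2.32 (standard error 0.48, edgeR adjusted p = 0.0423) and -1.10 (standard error 0.45, edgeR adjusted p = 0.292). The 3 D call of Gpd1 was lost with 1 library left out, with adjusted p of 0.0945 without the female naïve MON pool, 0.257 without the male naïve MON pool and 0.103 without the male 3 D crush MON pool. The symbol in the text is Il3ra but the name given with it, interleukin 31 receptor A, is that of Il31ra (ENSMUSG00000050377, chromosome 13 from 112519898 to 112594360), so Il31ra was taken. Il31ra had log2 fold changes of 3.26 (standard error 0.76, edgeR adjusted p = 0.0723) at 3 D and -7.67 (standard error 1.43, edgeR adjusted p = 0.0504) at 2 W, when both pools had a count of 0. Its adjusted p was 0.0404 without the female 3 D crush MON pool at 3 D, and 0.00447 without the female 2 W crush MON pool and 0.0166 without the male 2 W crush MON pool at 2 W. DESeq2 called all 3 genes at both times, with adjusted p values at 2 W of 0.024 for Dlk1, 0.0462 for Gpd1 and 0.00177 for Il31ra.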

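Among the 317 genes that edgeR called in MON at both times, 0 had opposite signs, and among the 988 of DESeq2 there were 10. Of the latter, 7 fell at 3 D and rose at 2 W: Cpxm2, Fndc1, Fzd10, Gjb2, Scara3, Serping1 and Timp2. By edgeR, Cpxm2 had log2 fold changes of -1.34 and 1.71 at 3 D and 2 W, Fndc1 -1.43 and 1.48, Fzd10 -1.96 and 1.68, and Gjb2 -2.52 and 1.97. Scara3 had -1.00 and 1.38, Serping1 -1.23 and 1.57, and Timp2 -1.09 and 1.3. None of the 7 was a DEG by edgeR at either time. For Serping1 the edgeR adjusted p was 0.27 at 3 D but 0.00729 without the female 3 D crush MON pool, and 0.221 at 2 W but 9.14e-06 without the female 2 W crush MON pool.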

DEG analysis of the two week crush samples yielded 1693 significantly changed genes in the MON (Figure 3E,F). While pathways such as phagocytosis and NF-kappa beta signaling were still among the enriched KEGG pathways at two weeks, other processes like extracellular matrix–receptor interactions and complement and coagulation cascades were also significantly upregulated (Figure 3D).

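In MON at 2 W, 462 genes of the Reactome set Innate Immune System had a median log2 fold change of 0.29 (camera adjusted p = 7.05e-04, fry adjusted p = 0.152), and those of Cytokine Signaling 0.58 (camera adjusted p = 4.73e-07, fry adjusted p = 0.0964). Extracellular matrix organization had a median of 0.94 (camera adjusted p = 6.67e-12, fry adjusted p = 0.0156), with 35 DEGs higher and 0 lower of 213; at 3 D its median was 0.55 (camera adjusted p = 4.56e-04, fry adjusted p = 0.028). The attachment genes named for naïve UON had a median of 1.43 at 2 W (camera adjusted p = 1.12e-06, fry adjusted p = 0.0572), with 3 DEGs, 12 when adjusted over the list alone. The Complement cascade set (21 genes) had a median of 1.21 at 2 W (camera adjusted p = 0.0095, fry adjusted p = 0.215; camera 0.0649 without the female 2 W crush MON pool) and -0.34 at 3 D (camera adjusted p = 0.723). The largest changes at 2 W were in Atp6v0d2 (ENSMUSG00000028238), with a log2 fold change of 11.01 (standard error 1.89, edgeR adjusted p = 0.0353, singled out after its value was seen), and in Purb, whose counts switch between 0 and high values from library to library.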

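In UON after crush, edgeR called 0 genes higher and 6 lower than in naïve UON at 2 W. Without 1 library the 3 D count was 10 without the female naïve UON pool, 13 without the male naïve UON pool, 22 without the female 3 D crush UON pool and 4 without the male 3 D crush UON pool, and the 2 W count 16 without the female naïve UON pool, 19 without the male naïve UON pool, 42 without the female 2 W crush UON pool and 29 without the male 2 W crush UON pool. The log2 ratios of the 2 UON pools over their naïve pools had the same sign for 55.6% of 10168 genes at 3 D and 65.5% at 2 W, against 74.5% and 63% in MON. In simulations with no changed genes, DESeq2 called a mean of 46.9 genes per UON comparison and edgeR 2.1. These simulations had the spread of the UON glaucoma fit, with a biological coefficient of variation of 0.561 against 0.654 in the crush fit. Whether the responses of MON and UON differ was tested gene by gene as an interaction. At 3 D 3 genes differed by edgeR, with 1733 at an unadjusted p under 0.05 and 300 by DESeq2. They were Esm1, with a difference of 4.37 (standard error 0.49, edgeR adjusted p = 0.0253), Gm3226, with -7.44 (standard error 0.86, edgeR adjusted p = 0.0253), and Igf2, with -6.39 (standard error 0.74, edgeR adjusted p = 0.0253), all named after their values were seen. At 2 W there were 0, with 2728 at an unadjusted p under 0.05 and 617 by DESeq2; chance would put 1251 under that limit at either time. With a library left out, the interaction count at 3 D was 5 without the female naïve UON pool, 5 without the male naïve UON pool, 5 without the female 3 D crush UON pool, 12 without the male 3 D crush UON pool, 11 without the female naïve MON pool, 5 without the male naïve MON pool, 17 without the female 3 D crush MON pool and 0 without the male 3 D crush MON pool, and at 2 W 1287 without the female 2 W crush UON pool, 30 without the male 2 W crush UON pool, 1 without the female naïve MON pool, 18 without the female 2 W crush MON pool and 7 without the male 2 W crush MON pool. With each pool as a block across tissues the counts were 10 and 23.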

There was a weaker response to crush in the UON (as compared to MON) (Figure 3C,F). Notably, these UON genes were largely different between crush time points. Of the 210 UON DEGs at three days, only 25.7% were significantly changed at both time points (Figure 3E and Spreadsheet S3). 

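By edgeR 0 genes were DEGs in UON at both times after crush. DESeq2 gave 54, 25.7% of its 210 genes at 3 D, where the shared naïve pools alone gave a mean of 12 and at most 18 in 10 simulations with no changed genes. Among the 54 was Krt15, a gene of surface epithelium. A list of such genes lay below naïve UON in both pools at both times, and whether the naïve pools held such cells was not tested. The edgeR overlap was 2 without the female naïve UON pool and 6 without the male naïve UON pool. The Pearson r of log2 fold changes at 3 D and 2 W was 0.408 across 21368 genes that are not independent replicates, against 0.494 (0.477 to 0.504) in those simulations.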

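In UON, Ccnf (ENSMUSG00000072082, chromosome 17 from 24222198 to 24251484) had 2.01 ± 2.1 CPM in naïve tissue, 15.1 ± 2.85 at 3 D and 0.0486 ± 0.0688 at 2 W after crush (SD, n = 2). Its log2 fold change was 3.58 (standard error 0.96, edgeR adjusted p = 1) at 3 D and -5.28 (standard error 1.10, edgeR adjusted p = 0.378) at 2 W. Bub1 (ENSMUSG00000027379, chromosome 2 from 127801122 to 127831865) had 0.96 ± 0.865 CPM in naïve tissue, 11.1 ± 2.02 at 3 D and 0.0486 ± 0.0688 at 2 W, with 4.01 (standard error 1.01, edgeR adjusted p = 0.955) at 3 D and an adjusted p of 0.48 at 2 W. DESeq2 gave Ccnf adjusted p values of 6.57e-04 and 1.03e-04, and Bub1 1.36e-04 and 0.00454. Among its shared UON genes 2 had opposite signs, these 2.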

Like the MON tissue following crush, these common genes showed consistent expression at both time points except for *Ccnf* (cyclin F) and *Bub1* (BUB1, mitotic checkpoint serine/threonine kinase) (Figure 3G and Spreadsheet S3). Generally, the UON expression changes early after crush occured for upregulated genes involved in cell cycle regulation and cell division (Figure 3D,E). 

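In UON at 3 D after crush, the cell cycle list had a median log2 fold change of 4.35 (camera adjusted p = 3.38e-41, fry adjusted p = 0.033), 3.80 in the female and 4.59 in the male pools. By edgeR 0 of its 37 genes were DEGs over all genes tested, 33 when adjusted over the list alone, and DESeq2 called 28. At 2 W the median was 0.13 (camera adjusted p = 0.362; mean -0.15). The Reactome set Cell Cycle had a median of 0.26 at 3 D (camera adjusted p = 4.88e-08, fry adjusted p = 0.0224). Between MON and UON the list's response at 3 D differed by a median of 0.66 (camera adjusted p = 0.112, fry adjusted p = 0.777). Against retina, where the list's median was 0.28, the difference in response was -4.21 for retina minus UON (camera adjusted p = 3.53e-34, fry adjusted p = 0.0166). Of the 210 genes DESeq2 called, 82.4% were higher after crush.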

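In UON at 2 W after crush, the Reactome set Apoptosis (143 genes) had a median log2 fold change of 0.22 (camera adjusted p = 0.00494, fry adjusted p = 0.191), with 0 DEGs by edgeR and 1 higher and 1 lower by DESeq2. The camera adjusted p was 0.0801 without the male 2 W crush UON pool. The 6 edgeR DEGs at 2 W were the genes named as shared with MON. Rph3a (ENSMUSG00000029608, chromosome 5 from 120940499 to 121010092) went from 589.5 ± 134 to 1.47 ± 0.404 CPM (SD, n = 2), a log2 fold change of -8.69 (standard error 0.53, edgeR adjusted p = 0.0166). Kif5a, which encodes a kinesin, fell by a log2 fold change of 7.90, from 14310 and 18480 CPM in the female and male naïve pools to 106 and 47.6 CPM. The naïve retina had a mean of 141 CPM of Kif5a.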

Despite 501 DEGs observed in the UON two weeks after crush, these genes were not associated with specific KEGG pathways, aside from an enrichment in apoptosis (Figure 3D). Taken together, these data suggest that there is a differential response to crush within ON tissue regions.

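As lists, the crush responses of MON and UON at 2 W differed for Extracellular matrix organization, with a median difference of 1.06 for MON minus UON (camera adjusted p = 3.53e-10, fry adjusted p = 0.0166), and for the attachment genes, with 1.72 (camera adjusted p = 3.32e-06, fry adjusted p = 0.0323). At 3 D the A2 list differed by 1.34 (camera adjusted p = 2.77e-05, fry adjusted p = 0.0276). Kif5a and Rph3a fell in MON as well by 2 W: Kif5a went from 12600 and 6636 CPM in the naïve pools to 93.3 and 108, and the log2 fold change of Rph3a was -7.92 (edgeR adjusted p = 0.00276). The paper proposes that the regions of the ON respond differently to crush.

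**Figure D1:**
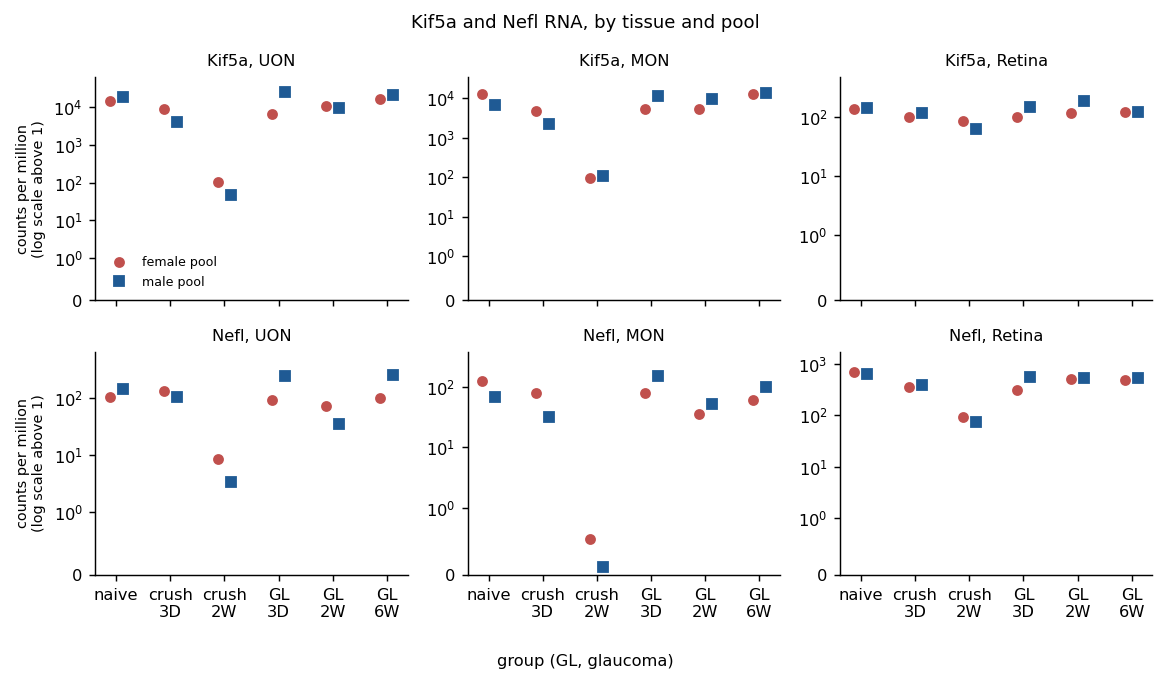
CPM of Kif5a (top) and Nefl (bottom) in UON, MON and retina, on a log scale above 1, with 1 point per pool and groups along the horizontal axis (GL, glaucoma). In UON and MON the 2 W crush pools sit far below the naïve pools, with Kif5a in UON at 106 and 47.6 CPM.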

### 2.3. Differential Gene Expression in the Glaucoma Model

The injection of microbeads into the anterior chamber produces IOP elevation known to cause RGC death that is maximal by six weeks [23] (Figure 4A and Figure S4, Table S1). Mice exposed to elevated IOP followed prior experience with bead injection [23,24], having significant mean IOP elevation at three days, decreasing at two weeks, and with minimal difference from baseline at six weeks (Figure S4, Table S1). Micro-dissected UON, MON, and retinal tissues were collected at three days (early, 3 D), two weeks (middle, 2 W), and six weeks (late, 6 W) post-injection to characterize gene expression changes spanning the time course of this model (Figure 4A). 

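The glaucoma experiment has 18 libraries from eyes injected with microbeads, which block outflow and raise IOP, with n = 2 pools (1 female, 1 male) per tissue and time, and the same 6 naïve libraries as controls. Totals in M counts (female pool and male pool) for UON were 19.5 and 51.5 at 3 D, 42.9 and 16.2 at 2 W and 53 and 48.3 at 6 W. For MON they were 53.5 and 76.7, 23.3 and 47.7 and 50.9 and 63.6, and for retina 19.9 and 46.9, 32.5 and 40.9 and 34.2 and 26.6. The authors' steps were those of the other libraries. Here the 8 libraries of a tissue were fitted by edgeR with group and sex, which tested 22438 genes in UON, 22960 in MON and 23301 in retina. The biological coefficient of variation was 0.561, 0.545 and 0.363, with 3 residual degrees of freedom. Of 200 genes given a simulated log2 fold change of 3, edgeR called 99 in UON, 98 in MON and 127 in retina, having tested 189, 187 and 197, and DESeq2 called 122, 125 and 141. DESeq2 also called 68, 95 and 26 genes that had not been changed, and edgeR 5, 7 and 6. The paper's controls are eyes of naïve mice and not the contralateral eyes, so the effect of an injection as such is part of each comparison.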

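At 3 D after bead injection, the retinal list of Gfap, Osmr, Fgf2, Edn2, Stat3 and Socs3 had a median log2 fold change of 1.80 over naïve retina (camera adjusted p = 1.03e-09, fry adjusted p = 0.0153). By edgeR 0 of the 6 were DEGs over all genes tested, all 6 when adjusted over the list alone and 6 by DESeq2; the paper chose them on these samples, so the count over the list alone is not independent evidence. At an unadjusted p under 0.05 there were 6. Gfap went from 21.6 ± 1.15 to 52.5 ± 12.4 CPM (SD, n = 2), a log2 fold change of 1.26 (standard error 0.17, edgeR adjusted p = 0.202). Edn2 (ENSMUSG00000028635, chromosome 4 from 120161206 to 120167360) had 3.88 (standard error 0.50, edgeR adjusted p = 0.202), and Fgf2 (ENSMUSG00000037225, chromosome 3 from 37348346 to 37410108) 5.01 (standard error 0.96, edgeR adjusted p = 0.464). Osmr had 2.03 (edgeR adjusted p = 0.386), Stat3 1.12 (edgeR adjusted p = 0.464) and Socs3 1.57 (edgeR adjusted p = 0.484).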

There was a clear upregulation of inflammatory/immune response genes in the retina detectable at the earliest glaucoma time point, including *Gfap*, *Osmr*, *Fgf2*, *Edn2*, *Stat3*, and *Socs3* (Figure S6B). This stress response was generally sustained in the retina at least two weeks after IOP elevation before falling back to baseline expression levels (Figure S6B). 

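At 2 W the same list had a median log2 fold change of 1.37 in retina (camera adjusted p = 1.06e-08, fry adjusted p = 0.0153), with 6 genes past the limits when adjusted over the list alone and 5 by DESeq2. At 6 W its median was 0.80 (camera adjusted p = 3.01e-05, fry adjusted p = 0.025), with 2 genes and 1 by DESeq2. Over all genes tested, edgeR called 0 of the 6 at 2 W and 0 at 6 W. The log2 fold change of Edn2 was 4.52 (edgeR adjusted p = 0.212) at 2 W and 3.79 (edgeR adjusted p = 0.211) at 6 W, and that of Fgf2 6.14 (edgeR adjusted p = 0.362) and 4.01 (edgeR adjusted p = 0.703). For Gfap it was 1.31 (edgeR adjusted p = 0.29) at 2 W and 0.70 (edgeR adjusted p = 0.703) at 6 W, for Stat3 1.07 and 0.47, and for Socs3 1.14 and 0.48. The difference between 3 D and 6 W was not tested.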

We estimated the degree of RGC injury from the retinal expression of RGC-enriched genes in the glaucoma retinal tissue, as was carried out in the crush samples. There was an immediate reduction in expression at three days in several RGC-specific genes, including *Rbpms* and *Tubb3*, that remained similarly downregulated at six weeks (Figure S3).

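In glaucoma retina Rbpms had log2 fold changes of -0.95 (standard error 0.40, edgeR adjusted p = 0.809) at 3 D, -0.18 (edgeR adjusted p = 0.953) at 2 W and -0.97 (edgeR adjusted p = 0.865) at 6 W. Tubb3 (ENSMUSG00000062380, chromosome 8 from 123411424 to 123422015) had -0.51 (standard error 0.18, edgeR adjusted p = 0.746) at 3 D, -0.36 (edgeR adjusted p = 0.793) at 2 W and -0.41 (edgeR adjusted p = 0.865) at 6 W. By edgeR 0 of the 8 RGC markers were DEGs at 3 D, 0 at 2 W and 0 at 6 W, with 4, 0 and 1 at an unadjusted p under 0.05; DESeq2 called 0, 0 and 0. Adjusted over the list alone, the counts were 0, 0 and 0. As a list the markers had a median of -0.63 at 3 D (camera adjusted p = 0.00333, fry adjusted p = 0.286), -0.18 at 2 W (camera adjusted p = 0.438) and -0.29 at 6 W (camera adjusted p = 0.185). The camera adjusted p at 3 D was 0.113 without the female naïve retina pool and 0.291 without the female 3 D glaucoma retina pool. At 3 D the median was -1.55 in the female pools and -0.24 in the male pools.

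**Figure D2:**
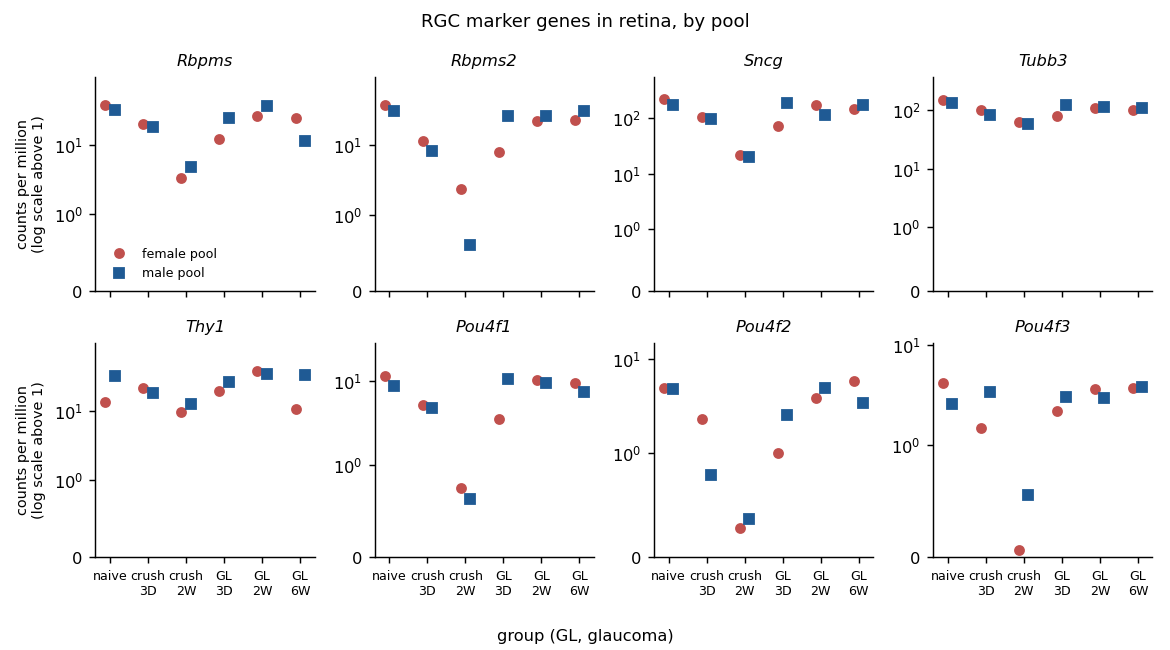
CPM of the 8 RGC markers of Figure S3 in retina, on a log scale above 1, with 1 point per pool and groups along the horizontal axis (GL, glaucoma). The 2 W crush pools sit lowest, with Rbpms at 3.35 and 4.74 CPM (TMM factors over all 36 libraries), and the glaucoma pools nearer the naïve ones.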

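For the 24 naïve and glaucoma libraries, 7191 variable genes were kept, and the first component held 56.5% of the variance and the second 12.8%. The nearest library was of the same tissue for all 24. Libraries of different tissues lay at least 38.6 apart and those of 1 tissue at most 31.7, with mean distances of 71 between UON and MON, 140 between UON and retina and 134 between MON and retina. In some settings the largest distance within a tissue exceeded the smallest between tissues: 125 against 32.7 without the minimum FPKM of 1 and 68.2 against 54.6 with all genes.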

PCA showed a clear separation of samples by tissue region (Figure 4B). As in crush injury, gene expression changes differed greatly between UON, MON, and retina (Figure 4B). 

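Tested as interactions, 0 genes differed in their glaucoma response between any pair of tissues at any time by edgeR. At an unadjusted p under 0.05 the counts for MON minus UON were 1511, 1595 and 799 at 3 D, 2 W and 6 W, for retina minus UON 1392, 1142 and 1105, and for retina minus MON 1647, 1910 and 2245, where chance would give 1290, 1337 and 1328 per comparison. DESeq2 gave 62, 119 and 31 for MON minus UON, 109, 61 and 56 for retina minus UON, and 116, 175 and 244 for retina minus MON. Single libraries moved these counts when left out. MON minus UON at 3 D gave 1 without the female 3 D glaucoma UON pool, 47 without the male 3 D glaucoma UON pool, 2 without the female naïve MON pool, 1 without the male naïve MON pool and 8 without the male 3 D glaucoma MON pool. Retina minus UON at 3 D gave 1 without the female naïve UON pool, 1 without the male naïve UON pool, 2 without the female 3 D glaucoma UON pool, 11 without the male 3 D glaucoma UON pool, 1 without the female naïve retina pool, 1 without the male naïve retina pool and 1 without the male 3 D glaucoma retina pool. Retina minus MON at 3 D gave 24 without the female naïve MON pool, 4 without the female 3 D glaucoma MON pool, 15 without the male 3 D glaucoma MON pool, 3 without the female naïve retina pool and 3 without the male naïve retina pool. MON minus UON at 2 W gave 2 without the female naïve MON pool and 1 without the male naïve MON pool. Retina minus UON at 2 W gave 3 without the male naïve UON pool, 2 without the female naïve retina pool and 3 without the male 2 W glaucoma retina pool. Retina minus MON at 2 W gave 29 without the female naïve MON pool, 3 without the male naïve MON pool, 3 without the female 2 W glaucoma MON pool, 2 without the female naïve retina pool, 2 without the male naïve retina pool, 2 without the female 2 W glaucoma retina pool and 1 without the male 2 W glaucoma retina pool. MON minus UON at 6 W gave 3 without the female naïve MON pool, 1 without the male naïve MON pool and 2 without the male 6 W glaucoma MON pool. Retina minus UON at 6 W gave 2 without the male naïve UON pool, 2 without the female naïve retina pool, 2 without the female 6 W glaucoma retina pool and 2 without the male 6 W glaucoma retina pool. Retina minus MON at 6 W gave 54 without the female naïve MON pool, 1 without the male naïve MON pool, 1 without the female 6 W glaucoma MON pool, 2 without the female naïve retina pool, 3 without the male naïve retina pool, 3 without the female 6 W glaucoma retina pool and 1 without the male 6 W glaucoma retina pool. With each pool as a block across tissues, MON minus UON at 2 W gave 1 gene and the others none. As a list, cell cycle genes differed at 3 D between retina and UON by a median of -3.28 (camera adjusted p = 2.36e-23, fry adjusted p = 0.0455), and the retinal stress genes between retina and MON by 1.01 (camera adjusted p = 1.77e-04, fry adjusted p = 0.0455). Across genes the log2 fold changes of UON and MON at 3 D had a Pearson r of 0.0401, and genes are not independent replicates.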

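At 3 D after bead injection, Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had log2 fold changes of 2.21 (standard error 0.28, edgeR adjusted p = 0.248) in UON, 3.06 (standard error 0.79, edgeR adjusted p = 0.416) in MON and 3.59 (standard error 0.75, edgeR adjusted p = 0.484) in retina. Fcgr3 (ENSMUSG00000059498, chromosome 1 from 171051174 to 171064935), the low affinity IgG receptor III, had 1.91 (edgeR adjusted p = 0.885) in UON, 1.11 (edgeR adjusted p = 0.371) in MON and 2.77 (edgeR adjusted p = 0.484) in retina. Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153) had 1.40 (edgeR adjusted p = 0.89) in UON, 1.84 (edgeR adjusted p = 0.357) in MON and 2.24 (edgeR adjusted p = 0.346) in retina. By edgeR 0 genes were DEGs in all 3 tissues, also with any 1 library left out, and DESeq2 gave 4: Timp1, Fcgr3, Cd68 and Fcrls. DESeq2 gave Timp1 adjusted p values of 9.13e-08 in UON, 4.30e-04 in MON and 8.80e-04 in retina. The edgeR fits had, at an unadjusted p under 0.05, 868 genes in UON, 1854 in MON and 1418 in retina, against 1122, 1148 and 1165 by chance.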

At three days, only three genes were significantly upregulated in all regions: (1) *Timp1* (tissue inhibitor of metalloproteinase), (2) *Fgcr* (Fc receptor, IgG, low affinity III), and (3) *Cd68* (CD68 antigen) (Spreadsheet S2). Yet, the expression patterns of these genes varied greatly between tissue regions across later time points, where upregulation in the retina typically persisted longer than increased expression in the ON tissues (Spreadsheet S2). 

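In retina the log2 fold change of Timp1 was 3.32 (edgeR adjusted p = 0.695) at 2 W and 2.91 (edgeR adjusted p = 0.769) at 6 W, that of Fcgr3 1.19 (edgeR adjusted p = 0.791) and 1.58 (edgeR adjusted p = 0.855), and that of Cd68 1.23 (edgeR adjusted p = 0.782) and 1.97 (edgeR adjusted p = 0.554). In UON the values at 2 W and 6 W were 1.55 and 0.26 for Timp1, 1.37 and 1.23 for Fcgr3, and 0.98 and 0.52 for Cd68. In MON they were 1.44 and 0.31, 0.90 and 0.46, and 1.72 and 0.33, none of them a DEG. The difference of retina minus MON at 6 W was 2.50 (standard error 1.13, edgeR adjusted p = 0.589) for Timp1 and 1.61 (standard error 0.50, edgeR adjusted p = 0.533) for Cd68, and of retina minus UON 2.63 (standard error 0.75, edgeR adjusted p = 1) and 1.38 (standard error 0.51, edgeR adjusted p = 1).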

Few to no DEGs were common at the later glaucoma time points (Figure 4C and Spreadsheet S2). 

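By edgeR 0 genes were shared by the 3 tissues at 2 W and 0 at 6 W, and by DESeq2 0 and 1. The 1 gene at 6 W was Gm29216, whose counts alternate with those of Gm28661 from library to library, so its change is not read as a response to injury. At 6 W, 451 genes in UON, 1127 in MON and 1321 in retina had an unadjusted p under 0.05 in the edgeR fits, where 1122, 1148 and 1165 would fall by chance.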

An additional 28 genes were commonly upregulated in the UON and MON regions at the early time point, but only four DEGs (*Fcrls*, *Pla2g3*, *Olig2*, and *Tsc22d3*) were shared by two weeks (Figure 4C and Spreadsheet S2).

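By edgeR 0 genes were DEGs in both nerve regions at 3 D and 0 at 2 W, with any 1 library left out as well. By DESeq2 there were 32 at 3 D, of which 1 (Rdh16f1) changed in opposite directions, and 5 at 2 W. At 2 W after bead injection Olig2 (ENSMUSG00000039830, chromosome 16 from 91225457 to 91228677) had log2 fold changes of -3.40 (standard error 0.74, edgeR adjusted p = 1) in UON and -1.44 (standard error 0.36, edgeR adjusted p = 0.347) in MON, with DESeq2 adjusted p values of 0.00768 and 0.0145. Pla2g3 had -2.94 (edgeR adjusted p = 1) in UON and -2.40 (edgeR adjusted p = 0.366) in MON, and Tsc22d3 -1.66 (edgeR adjusted p = 1) and -1.33 (edgeR adjusted p = 0.259), all lower. Fcrls (ENSMUSG00000015852, chromosome 3 from 87250758 to 87263738) was higher, with 1.90 (edgeR adjusted p = 1) in UON and 2.20 (edgeR adjusted p = 0.41) in MON, and the fifth gene past the limits in both by DESeq2 was Dock2, with 1.36 (edgeR adjusted p = 1) and 1.67 (edgeR adjusted p = 0.293). Olig2 stood at 3.56 ± 1.52 CPM in naïve UON and 40.8 ± 19.2 in naïve MON (SD, n = 2).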

Similar to ON crush, the number of DEGs at the three-day and two-week time points were greatest in MON (*n* = 427 at three days, *n* = 493 at two weeks) and fewest in UON tissues (*n* = 129 at three days, *n* = 69 at two weeks) (Figure 4C). 

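Over all genes tested, edgeR called 0, 0 and 0 DEGs in UON at 3 D, 2 W and 6 W, 0, 0 and 0 in MON and 1, 0 and 2 in retina. The choice of test moved these counts by the most genes, with DESeq2 giving 126, 75 and 33 in UON, 445, 513 and 68 in MON, and 161, 101 and 114 in retina. In simulations without changed genes DESeq2 called a mean of 46.9 genes per comparison in UON, 43.7 in MON and 27.3 in retina. Unadjusted p was under 0.05 for 801 genes in UON, 2017 in MON and 1465 in retina at 2 W, where 1122, 1148 and 1165 would fall by chance. The smallest edgeR adjusted p was 0.194 in UON and 0.117 in MON at 3 D, and 1 and 0.124 at 2 W. The retinal DEGs were Purb at 3 D and Ak4 and Grk1 at 6 W, all lower and named after their values were seen, and Purb is a gene whose counts alternate between libraries. In UON the count at 3 D was 1 without the female naïve UON pool, 5 without the female 3 D glaucoma UON pool and 4 without the male 3 D glaucoma UON pool; at 2 W it was 1 without the female naïve UON pool, 3 without the male naïve UON pool, 1 without the female 2 W glaucoma UON pool and 1 without the male 2 W glaucoma UON pool, and at 6 W 1 without the female naïve UON pool and 2 without the male naïve UON pool. In MON the count at 3 D was 1 without the female naïve MON pool, 3 without the male naïve MON pool and 23 without the male 3 D glaucoma MON pool. At 2 W it was 1 without the female naïve MON pool, 82 without the female 2 W glaucoma MON pool and 5 without the male 2 W glaucoma MON pool, and at 6 W 1 without the female naïve MON pool, 10 without the female 6 W glaucoma MON pool and 39 without the male 6 W glaucoma MON pool. For retina the count at 3 D was 3 without the female naïve retina pool, 9 without the male naïve retina pool, 8 without the female 3 D glaucoma retina pool and 13 without the male 3 D glaucoma retina pool, at 2 W 8 without the male naïve retina pool, 6 without the female 2 W glaucoma retina pool and 13 without the male 2 W glaucoma retina pool, and at 6 W 0 without the female naïve retina pool, 11 without the male naïve retina pool, 20 without the female 6 W glaucoma retina pool and 25 without the male 6 W glaucoma retina pool. Between the female and the male pools, the log2 ratios to naïve tissue had a Pearson r across genes with at least 10 CPM of -0.0481, 0.2 and 0.131 in UON at 3 D, 2 W and 6 W, 0.0115, 0.255 and -0.0532 in MON and 0.199, 0.183 and 0.194 in retina; genes are not independent replicates. The part that both pools shared had an SD of 0.30 in UON and 0.39 in MON at 2 W and 0.08 in MON at 3 D, and 0.23, 0.22 and 0.23 in retina at 3 D, 2 W and 6 W. In UON at 6 W it was 0.23. Its variance was estimated below 0 in UON at 3 D and in MON at 6 W, so these values do not rank UON and MON at 3 D. Genes of surface epithelium summed to 3508 CPM in the male 2 W and 4352 in the female 6 W glaucoma MON pool.

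**Figure D3:**
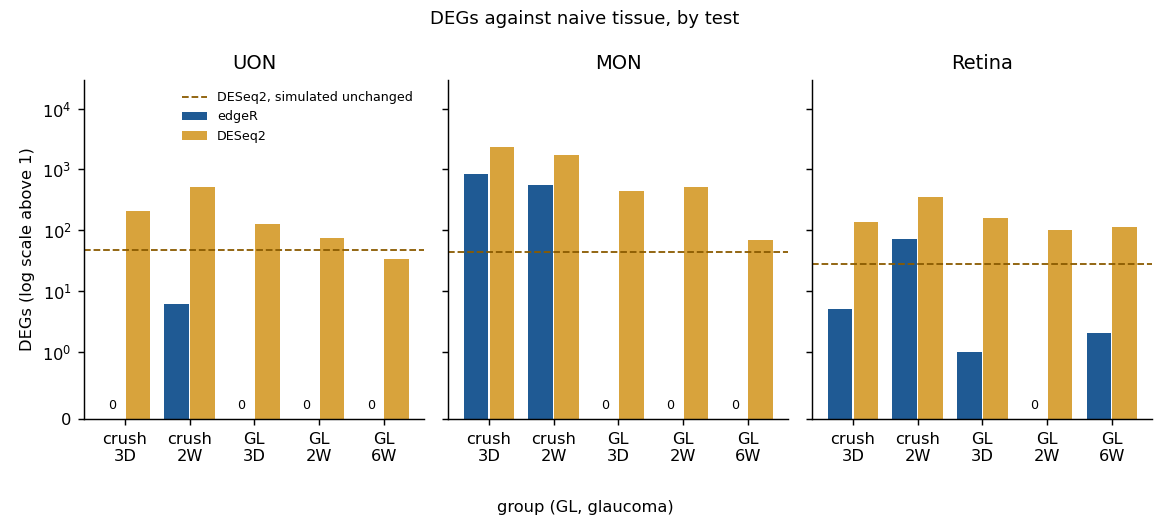
DEGs called by edgeR and by DESeq2 with the paper's model for each comparison with naïve tissue. The dashed line is the mean number DESeq2 called in simulated data without changed genes. The DESeq2 bar for glaucoma at 6 W lies below it in UON and above it in MON.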

Early response genes in the UON were primarily upregulated and related to cell proliferation pathways (Figure 4D,F). 

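In UON at 3 D after bead injection, DESeq2 called 103 genes higher and 23 lower. The cell cycle list (37 genes tested) had a median log2 fold change of 3.24 (camera adjusted p = 2.74e-32, fry adjusted p = 0.0585), 2.45 in the female pools and 3.92 in the male pools. Of its genes 0 were edgeR DEGs over all genes tested, 31 when adjusted over the list alone and 25 by DESeq2. The Reactome set Cell Cycle (476 genes) had a median of 0.14 and a mean of 0.56 (camera adjusted p = 4.94e-04, fry adjusted p = 0.0805). Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) went from 2.42 ± 2.41 to 29.5 ± 1.12 CPM (SD, n = 2), a log2 fold change of 4.18 (standard error 0.93, edgeR adjusted p = 0.885). At 2 W the list median was 0.03 (camera adjusted p = 0.874, fry adjusted p = 0.977) and at 6 W -0.15 (camera adjusted p = 0.633, fry adjusted p = 0.918). Leaving out 1 library, camera at 2 W gave 0.0205 without the female 2 W glaucoma UON pool and 0.0277 without the male 2 W glaucoma UON pool, with medians of -0.52 and 0.37.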

One noteworthy pathway upregulated in both UON and MON glaucoma at three days was the p53 pathway, which also increased in UON and MON three days after crush injury (Figure 3D and Figure 4D). In addition to the cell cycle-related pathways shared with UON three days after microbead injection, top MON responses also included phagocytosis and cytokine–cytokine receptor interactions (Figure 4D). 

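In MON at 3 D of glaucoma the cell cycle list had a median log2 fold change of 2.35 (camera adjusted p = 6.44e-16, fry adjusted p = 0.162), 3.58 in the female pools and 0.79 in the male pools. By edgeR 0 of its genes were DEGs over all genes, 22 when adjusted over the list alone and 17 by DESeq2. The MON minus UON difference of the list was -0.57 (camera adjusted p = 0.0264, fry adjusted p = 0.78). The Reactome set Cytokine Signaling in Immune system (214 genes) had 0.25 (camera adjusted p = 1.68e-05, fry adjusted p = 0.0699), and Innate Immune System 0.20 (camera adjusted p = 2.33e-04, fry adjusted p = 0.0818). Genes of neutrophils and monocytes had 3.03 (camera adjusted p = 0.00858, fry adjusted p = 0.362), with 3.96 in the female pools and 0.00 in the male pools. Immediate early genes had 1.05 (camera adjusted p = 6.51e-07, fry adjusted p = 0.0156), and the ECM attachment genes 0.99 (camera adjusted p = 1.37e-06, fry adjusted p = 0.028). No list of phagocytosis genes was tested.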

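In MON at 2 W after bead injection the Reactome set Cytokine Signaling in Immune system had a median log2 fold change of 0.45 (camera adjusted p = 7.47e-08, fry adjusted p = 0.0352), with 22 genes past the limits when adjusted over the set alone and 27 by DESeq2. Interferon Signaling had 0.67 (camera adjusted p = 2.70e-09, fry adjusted p = 0.0357), and Integrin cell surface interactions 0.59 (camera adjusted p = 1.93e-05, fry adjusted p = 0.102). By edgeR 0 genes of either immune set were DEGs over all genes tested. The cholesterol synthesis list had -0.58 (camera adjusted p = 8.56e-06, fry adjusted p = 0.169) and the myelin and oligodendrocyte list -0.71 (camera adjusted p = 3.65e-06, fry adjusted p = 0.0512); the camera adjusted p of the former was 0.0555 without the female naïve MON pool. PI3K-Akt and JAK-STAT gene sets were not tested, as the paper's KEGG annotation was not among the references used here.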

At two weeks, many stress response pathways like P13K-Akt and JAK-STAT signaling were also enriched among the MON genes (Figure 4D).

Although gene expression changes were far more subtle in the glaucoma model, UON and MON DEGs compared to naïve tissue still varied between each of the three time points akin to crush (Figure 4E). 

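By edgeR, 0 UON genes were DEGs at both 3 D and 2 W of glaucoma, and 0 at all 3 times. Leaving out single libraries, the count at both 3 D and 2 W was 1 without the female naïve UON pool. DESeq2 gave 19 at 3 D and 2 W, where simulated data without changed genes gave a mean of 6.6 (highest 13) because the naïve pools are shared. At all 3 times it gave 5 against 2.7 simulated (highest 6): Gm28439, Gm29216, Pilra, Pram1 and Zfp964. Of these, Gm28439 and Gm29216 alternate between libraries and are not read as a response to injury. The UON log2 fold changes at 3 D and 2 W had a Pearson r across 22438 genes of 0.408, against 0.476 in those simulations (0.459 to 0.497), with genes not independent replicates.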

Only 14 DEGs were shared between the three day and two week time points in UON; by six weeks, only four of these genes were significantly upregulated (Figure 4E and Spreadsheet S3). In MON, there was a robust response to IOP elevation that persisted for two weeks and few changes by six weeks (Figure 4E,F). 

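In MON, unadjusted p was under 0.05 for 1127 genes at 6 W, where 1148 would fall by chance, and the smallest edgeR adjusted p at 6 W was 0.639. By direction DESeq2 called 345 genes higher and 100 lower at 3 D, 375 and 138 at 2 W, and 35 and 33 at 6 W, against the 43.7 called without changed genes. Microglia genes had a median log2 fold change of 0.76 at 3 D (camera adjusted p = 5.16e-05, fry adjusted p = 0.169), 0.97 at 2 W (camera adjusted p = 4.63e-07, fry adjusted p = 0.0964) and 0.39 at 6 W (camera adjusted p = 3.76e-04, fry adjusted p = 0.24; camera 0.215 without the female naïve MON pool). Across 22960 genes the log2 fold changes of 3 D and 2 W had a Pearson r of 0.497, against 0.513 in simulations without changed genes (0.5 to 0.533), with genes not independent replicates.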

Only 18 MON DEGs were consistently changed among the three time points, and 131 genes had a sustained response (either upregulated or downregulated) for two weeks (Figure 4E and Spreadsheet S4). Of these, the response to stimulus and several integrin subunits were significantly elevated (Spreadsheet S4).

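Among MON genes edgeR called 0 at both 3 D and 2 W and 0 at all 3 times. Leaving out 1 library gave 1 without the female naïve MON pool for 3 D and 2 W, and 1 without the female naïve MON pool for all 3 times. By DESeq2 160 were shared by 3 D and 2 W against a simulated mean of 8.3 (highest 12), none in opposite directions, and 21 by all 3 times against 3.9 (highest 6). Subtracting these, 139 MON genes were called at 3 D and 2 W and not at 6 W. The genes at all 3 times include mt-Atp6 and mt-Nd1, whose counts alternate between libraries, so their calls are not read as a response to injury. They also include Krt78, Tmprss11d and Tmprss11g, genes of surface epithelium. A list of such genes was far above the naïve level in single MON pools at 2 W and 6 W. At 3 D its median log2 ratio to the naïve pool was -0.41 in the female and -2.6 in the male MON pool, which leaves the 3 D calls open.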

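Integrin subunit genes in MON (23 tested) had a median log2 fold change of 0.31 at 3 D (camera adjusted p = 0.00418, fry adjusted p = 0.0699) and 0.39 at 2 W (camera adjusted p = 0.00574, fry adjusted p = 0.0715). With 1 library left out, camera at 3 D gave 0.0937 without the female naïve MON pool, and at 2 W 0.0806 without the female naïve MON pool and 0.0877 without the female 2 W glaucoma MON pool. By edgeR 0 were DEGs at 3 D and 0 at 2 W over all genes tested, 3 and 4 when adjusted over the list alone, and 3 and 4 by DESeq2. Itga5 (ENSMUSG00000000555, chromosome 15 from 103344286 to 103366763) went from 9.6 ± 2.62 CPM to 60.3 ± 35.8 at 3 D (SD, n = 2), a log2 fold change of 2.55 (standard error 0.33, edgeR adjusted p = 0.261), and had 1.55 (edgeR adjusted p = 0.293) at 2 W. Itgam (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491) had 1.52 (standard error 0.33, edgeR adjusted p = 0.357) at 3 D and 1.14 (edgeR adjusted p = 0.386) at 2 W. DESeq2 gave adjusted p values of 4.14e-09 and 0.00189 for Itga5 and of 0.00205 and 0.0444 for Itgam. For Itgb1 the values were 0.72 (edgeR adjusted p = 0.487) at 3 D and 0.45 (edgeR adjusted p = 0.632) at 2 W.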

### 2.4. Injury-Specific Responses in ON Tissue Regions

We compared our ON crush and glaucoma RNA-seq datasets to determine whether there were gene expression changes in the different ON tissue regions that were unique to the glaucoma disease model. While 56% of glaucoma DEGs from our UON analysis (*n* = 112 out of 200 total DEGs) were uniquely changed in at least one of the glaucoma time points (Figure 5A), individual inspection of these genes showed many still elevated or reduced in ON crush (Figure 5B and Spreadsheet S3). In these cases, the genes did not meet our preset threshold for statistical significance in our crush analysis to be included as a DEG in the crush dataset. 

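Because edgeR called 0 UON genes in glaucoma at any time and 6 in crush, it gave 0 genes changed in glaucoma only. With 1 library left out the glaucoma count was 1 without the female naïve UON pool, 3 without the male naïve UON pool, 5 without the female 3 D glaucoma UON pool, 4 without the male 3 D glaucoma UON pool, 1 without the female 2 W glaucoma UON pool and 1 without the male 2 W glaucoma UON pool, and the count of glaucoma only 1 without the male naïve UON pool, 5 without the female 3 D glaucoma UON pool, 4 without the male 3 D glaucoma UON pool, 1 without the female 2 W glaucoma UON pool and 1 without the male 2 W glaucoma UON pool. DESeq2 called 203 UON genes in glaucoma, of which 113 (55.7%) were not called in crush at either time. Of these 80 had a crush log2 fold change beyond 1 the same way at 1 of the times at least, and 109 had the same sign at 1 of them at least. Crush and glaucoma are compared with the same naïve pools, which gives log2 fold changes of the same sign a share of their likeness.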

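By edgeR 0 UON genes were called in both models, and DESeq2 called 90 against a simulated mean of 18.6 (highest 30) that comes from the shared naïve pools. Leaving out 1 library, edgeR gave 1 without the female naïve UON pool and 2 without the male naïve UON pool. Cks2 (ENSMUSG00000062248, chromosome 13 from 51645232 to 51650660) was at 0.995 ± 0.669 CPM in naïve UON, 25 ± 5.64 at 3 D of crush, 4.42 ± 0.604 at 2 W of crush and 10.9 ± 2.82 at 3 D and 0.732 ± 0.697 at 2 W of glaucoma (SD, n = 2). Its log2 fold changes were 4.70 (standard error 0.69, edgeR adjusted p = 0.21) and 2.20 (standard error 0.63, edgeR adjusted p = 0.489) at 3 D and 2 W of crush, and 3.63 (standard error 0.66, edgeR adjusted p = 0.701) and -0.48 (standard error 0.63, edgeR adjusted p = 1) at those times of glaucoma. DESeq2 adjusted p values were 1.69e-11 and 0.0177 in crush and 1.08e-05 and 1 in glaucoma. A difference between the crush and glaucoma changes was not tested.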

Of the 88 common DEGs between the crush and glaucoma samples in the UON, we found a small subset, such as *Cks2*, that had uniquely significant expression patterns between the models (Figure 5B and Spreadsheet S3).

There were proportionally fewer unique DEGs in MON glaucoma samples compared to ON crush (22.2%, *n* = 105 out of 472 total DEGs) (Figure 5A). However, these differences in response were more apparent at the individual gene level than in UON, particularly in high-expressing DEGs (Figure 5C and Spreadsheet S4). 

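For MON edgeR called 0 genes in glaucoma at any time against 1079 in crush, so none in glaucoma only. The MON glaucoma count became 1 without the female naïve MON pool, 3 without the male naïve MON pool, 23 without the male 3 D glaucoma MON pool, 82 without the female 2 W glaucoma MON pool, 5 without the male 2 W glaucoma MON pool, 10 without the female 6 W glaucoma MON pool and 39 without the male 6 W glaucoma MON pool, and the count of glaucoma only 1 without the male naïve MON pool, 2 without the male 3 D glaucoma MON pool, 66 without the female 2 W glaucoma MON pool, 2 without the male 2 W glaucoma MON pool, 7 without the female 6 W glaucoma MON pool and 34 without the male 6 W glaucoma MON pool. By DESeq2 826 MON genes were called in glaucoma at any time, and 223 of them (27%) in neither crush time.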

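Of the MON genes DESeq2 called in glaucoma only, 144 had a crush log2 fold change beyond 1 the same way at 3 D or 2 W, and 204 the same sign at 3 D or 2 W. Across genes the crush and glaucoma log2 fold changes at 3 D had a Pearson r of 0.562 in UON (20597 genes), 0.654 in MON (19686) and 0.511 in retina (21944). At 2 W it was 0.366, 0.557 and 0.512. The naïve pools enter both sides of each pair, and simulations with no changed genes gave a mean r of 0.473, 0.492 and 0.486 at 3 D, with the highest 0.488, 0.524 and 0.502, and 0.477, 0.477 and 0.489 at 2 W, with the highest 0.488, 0.504 and 0.512, in UON, MON and retina. Genes are not independent replicates.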

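Both models called 603 MON genes at some time by DESeq2, against a simulated mean of 15.6 (highest 21), and 0 by edgeR. EdgeR without 1 library gave 1 without the female naïve MON pool, 2 without the male naïve MON pool, 21 without the male 3 D glaucoma MON pool, 16 without the female 2 W glaucoma MON pool, 3 without the male 2 W glaucoma MON pool, 3 without the female 6 W glaucoma MON pool and 5 without the male 6 W glaucoma MON pool. Of the 343 MON genes that DESeq2 called in crush and glaucoma at 3 D, 0 changed in opposite directions, and of the 347 at 2 W, 0. The corresponding UON counts were 70 shared with 0 opposite at 3 D, and 16 with 0 at 2 W.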

Interestingly, there were minimal examples of inversely shared gene expression among the 367 MON DEGs (Spreadsheet S4). 

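The paper proposes that a large part of the change in genes after injury is common to crush and raised IOP. In retina DESeq2 called 108 genes in both models, against a simulated mean of 9.4 (highest 17), and edgeR 0. The retinal genes it called in glaucoma at any time numbered 274, of which 166 were called in glaucoma only. Not 1 of the 38 retinal genes shared at 3 D or the 34 shared at 2 W changed in opposite directions.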

Overall, these data suggest that much of the injury response at the gene level is shared by the ON crush and ocular hypertensive injury models.

### 2.5. Astrocyte Responses to ON Injury

We examined our RNA-seq datasets for genes that are reported to be associated with either general (or PAN) astrocyte behavior (e.g., *Gfap*, *Ptx3*), detrimental (or A1-specific) astrocyte/microglial responses (e.g., *C3*, *Serping1*, *C1qa*, *Il1a*), or beneficial (or A2-specific) astrocyte/microglial responses (e.g., *Stat3*, *Sphk1*) (Figure 5D). 

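Lists of PAN-reactive (13 genes tested), A1 (13) and A2 (13) astrocyte genes were taken from the paper's heatmap of them and tested in each tissue. In MON the PAN-reactive list had a median log2 fold change of 0.73 at 3 D (camera adjusted p = 0.0147, fry adjusted p = 0.167) and 2.02 at 2 W of crush (camera adjusted p = 2.20e-05, fry adjusted p = 0.11); camera gave 0.175 without the female naïve MON pool and 0.241 without the female 3 D crush MON pool at 3 D. In glaucoma it was 0.61 at 3 D (camera adjusted p = 4.94e-04, fry adjusted p = 0.0964), 0.69 at 2 W (camera adjusted p = 1.23e-04, fry adjusted p = 0.0876) and 0.31 at 6 W (camera adjusted p = 0.342, fry adjusted p = 0.649). In UON it was 0.23 at 3 D (camera adjusted p = 0.285) and 0.82 at 2 W (camera adjusted p = 0.108) of crush, and 0.25 at 3 D (camera adjusted p = 0.0738) and -0.02 at 2 W (camera adjusted p = 0.975) of glaucoma. For UON, camera gave 0.0292 without the male 3 D crush UON pool at 3 D of crush, 0.0426 without the male naïve UON pool at 2 W of crush, and 0.0343 without the male naïve UON pool at 3 D of glaucoma. Ptx3 (ENSMUSG00000027832, chromosome 3 from 66219910 to 66225805) had 1.70 (edgeR adjusted p = 0.0265) in MON at 3 D of crush and 1.18 (edgeR adjusted p = 0.682) at 3 D of glaucoma, and its crush adjusted p was 0.155 without the female naïve MON pool and 0.146 without the male naïve MON pool.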

Astrocyte gene responses between crush and glaucoma samples were generally consistent (Figure 5D). There was no clear A1- or A2-specific phenotype in the UON samples or retinal samples with ON injury (Figure 5D and Figure S7). 

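In UON the A1 list had a median log2 fold change of 0.07 at 3 D (camera adjusted p = 0.939) and 0.33 at 2 W (camera adjusted p = 0.572) of crush, and the A2 list 0.15 (camera adjusted p = 0.451) and 0.34 (camera adjusted p = 0.103). In UON glaucoma the A1 medians were 0.18, -0.15 and -0.03 at 3 D, 2 W and 6 W (camera adjusted p = 0.756, 0.354 and 0.757), and the A2 medians 0.13, 0.02 and -0.07 (camera adjusted p = 0.338, 0.874 and 0.644). The mean of the A1 list at 3 D of glaucoma was -0.40, opposite in sign to its median. In retina the crush medians were 0.85 and 0.84 for A1 (camera adjusted p = 1.45e-04 and 0.00217) and 0.26 and 0.61 for A2 (camera adjusted p = 0.0902 and 0.14). For these retinal lists only camera is given, although fry passed far fewer of all list tests. The camera adjusted p of the A1 list in retina was 0.0796 without the female naïve retina pool and 0.105 without the female 3 D crush retina pool at 3 D of crush, and 0.134 without the female naïve retina pool and 0.0705 without the male 2 W crush retina pool at 2 W; the A2 value at 2 W was 0.00317 without the female 2 W crush retina pool. The retinal glaucoma medians at 3 D, 2 W and 6 W were 1.49, 0.86 and 0.60 for A1 (camera adjusted p = 7.60e-07, 0.00202 and 0.0311) and 0.57, -0.04 and 0.32 for A2 (camera adjusted p = 0.00887, 0.663 and 0.13). Leaving out 1 library, the A1 value was 0.142 without the female 2 W glaucoma retina pool at 2 W, and 0.175 without the female naïve retina pool, 0.071 without the male naïve retina pool and 0.171 without the female 6 W glaucoma retina pool at 6 W; the A2 value at 3 D was 0.261 without the male 3 D glaucoma retina pool.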

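In MON the A2 list had a median log2 fold change of 1.87 at 3 D of crush (camera adjusted p = 1.59e-06, fry adjusted p = 0.0329) and 1.01 at 2 W (camera adjusted p = 3.66e-04, fry adjusted p = 0.07), with 1.18 at 3 D of glaucoma (camera adjusted p = 1.38e-04, fry adjusted p = 0.0964) and 0.94 at 2 W (camera adjusted p = 0.0247, fry adjusted p = 0.256; camera 0.414 without the female naïve MON pool and 0.112 without the female 2 W glaucoma MON pool). The A1 list had -0.27 at 3 D of crush (camera adjusted p = 0.886, fry adjusted p = 0.518) and 1.03 at 2 W (camera adjusted p = 0.0127, fry adjusted p = 0.162), with 0.42 at 3 D of glaucoma (camera adjusted p = 0.252, fry adjusted p = 0.491) and 0.90 at 2 W (camera adjusted p = 0.0155, fry adjusted p = 0.167). Its camera adjusted p at 2 W was 0.0743 without the male naïve MON pool and 0.169 without the male 2 W crush MON pool in crush, and 0.0597 without the female naïve MON pool, 0.0676 without the male naïve MON pool and 0.126 without the male 2 W glaucoma MON pool in glaucoma. At 3 D of crush Ptgs2 had 1.73 (edgeR adjusted p = 0.0574), Slc10a6 2.30 (edgeR adjusted p = 0.487) and B3gnt5 1.88 (edgeR adjusted p = 0.152), and at 3 D of glaucoma 0.55 (edgeR adjusted p = 0.854), 1.94 (edgeR adjusted p = 0.678) and 0.52 (edgeR adjusted p = 0.934). At 2 W of crush Serping1 had 1.57 (edgeR adjusted p = 0.221), C3 2.59 (edgeR adjusted p = 0.119) and Fbln5 2.44 (edgeR adjusted p = 0.0403), and at 2 W of glaucoma 0.90 (edgeR adjusted p = 0.603), 1.35 (edgeR adjusted p = 0.433) and 0.83 (edgeR adjusted p = 0.662). With 1 library left out the edgeR adjusted p of Ptgs2 at 3 D of crush was 0.0433 without the male 3 D crush MON pool, that of Serping1 at 2 W of crush 9.14e-06 without the female 2 W crush MON pool, and that of Fbln5 0.169 without the female naïve MON pool and 0.229 without the male naïve MON pool. The change between 3 D and 2 W was not tested.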

MON had a more consistently higher expression of some A2 astrocyte markers (e.g., *Ptgs2*, *Slc10a6*, *B3gnt5*) in the early crush and glaucoma time points that shifted to an upregulation of A1-specific (detrimental) markers (e.g., *Serping1*, *C3*, *Fbln5*) after two weeks; however, neither an A1 nor A2 phenotype dominated in our time course of ON injury samples (Figure 5D).

## 3. Discussion

There have been several previous studies on gene expression in the ON of mice or rats. In some cases, the UON segment was specifically dissected from the MON [13,14]. In most studies, there was the inclusion of MON, preONH tissue, or retina [15,16,17,18]. In the present study, we compared the gene expression in the retina, UON, and MON by microdissection, demonstrating that these areas have dramatically different expression patterns that indicate regional phenotypes in both the naïve and diseased states. In part, this would be expected from the morphological differences in the astrocytes of the two regions [25]. A recent report by Mazumder et al. also investigated regional astrocyte gene expression in the naïve mouse unmyelinated ONH (equivalent to UON in our studies) using the ribotag approach, which captures translated mRNAs [11]. While this and the present study had certain overlapping or complementary findings, there were also significant differences. For example, in naïve UON alone, *Cartpt* was prominently expressed in both datasets and in our disease models, *Cartpt* was significantly downregulated (Figure 2D). On the other hand, some of the enriched pathways differed between the two datasets. 

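Cartpt (ENSMUSG00000021647, chromosome 13 from 99898489 to 99901091) had 3790 ± 917 FPKM in naïve UON, 7.74 ± 2.38 in naïve MON and 224 ± 11.6 in naïve retina (SD, n = 2), and its log2 fold change from UON over MON was 8.81 (standard error 0.41, edgeR adjusted p = 0.00139). In UON after crush its log2 fold changes were -1.88 (standard error 0.33, edgeR adjusted p = 0.398) at 3 D and -0.42 (standard error 0.32, edgeR adjusted p = 0.709) at 2 W. In UON after bead injection they were -1.66 (edgeR adjusted p = 1) at 3 D, -0.47 (edgeR adjusted p = 1) at 2 W and 0.17 (edgeR adjusted p = 1) at 6 W. DESeq2 gave adjusted p values of 3.53e-05 and 0.659 in crush, and 0.04, 1 and 1 in glaucoma.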

Notably, in our study, only the cell-extracellular matrix interaction pathways were so prominently enriched in the UON region. Further, Mazumder et al.’s report found that many genes typical of photoreceptors were expressed within the UON ribosomal mRNA, which we did not find [11]. 

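The 18 photoreceptor genes summed to 112 CPM in the female and 80.8 in the male naïve UON pool, and to 84470 and 83900 in the naïve retina pools. The male 2 W glaucoma UON pool had 482 CPM, the highest among UON libraries, and the list's median log2 ratio to the mean of the naïve UON pools was 1.83 in this pool and 0.23 in its female counterpart. Photoreceptor genes above 1 CPM numbered 11 and 8 in the naïve UON pools.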

Potential methodological differences may explain these disparities, such as contamination of non-astrocyte cell types, which could skew enrichment analysis. In our study, we additionally compared the micro-dissected UON and MON regions to the retinal tissue to distinguish between retinal and ON-specific transcriptomic profiles. Astrocytes of the retina and ON are derived from different embryologic origins; retinal astrocytes arise from an optic disc progenitor zone driven by the transcription factor *Pax2*, while ON astrocytes are derived from progenitors in the optic stalk [26]. Among the many differences between the two types, retinal astrocytes are uniformly spaced (tiled), while UON astrocytes have overlapping processes that bridge from one side of the ONH to the other [5]. Thus, it is not surprising but still intriguing that the expression patterns of the adjacent UON and MON are so different. Our study additionally provides detailed gene expression analyses comparing both glaucoma and crush models, studies that have not previously been conducted, to our knowledge, in the same region-specific manner within the ON.

The major pathways identified in naïve UON, a tissue in which the vast majority of cells are astrocytes, matched the known features of the normal anatomy/function of the UON, whose role in adherence to surrounding connective tissue vitally resists the biomechanical stress generated by IOP. It is noteworthy that the UON tissue exhibited higher expression of genes related to interactions between cells and the extracellular matrix, focal and intercellular adhesion, and four other signaling pathways: Hippo, Wnt, PI3K-Akt, and TGFβ. In contrast, the enriched MON genes represented important pathways for insulin, Ras, sphingolipid, and ErbB signaling. An important pathway common between UON and MON in our analysis was axon guidance. In the mouse UON, the vast majority of cells locally generating RNA are astrocytes [24]. The major cellular content difference between UON and MON is the presence of oligodendrocytes in the latter region. Thus, the observed DEG differences are understandable but indicate that cell-to-matrix adhesion is not as prominent in the MON. While the MON must withstand some motion in the orbit, it is not subjected to the stress generated by IOP. We have recently demonstrated that mouse UON astrocytes and astrocytes of all mammalian ONH lack aquaporin expression [27], and differential *Aqp4* expression was also observed in the current study. It is now widely recognized that astrocyte gene expression varies substantially in the many regions of the central nervous system [28,29]. 

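Aqp4 (ENSMUSG00000024411, chromosome 18 from 15389496 to 15410982) had 67.7 ± 4.42 FPKM in naïve UON, 136 ± 32.7 in naïve MON and 29.9 ± 4.8 in naïve retina (SD, n = 2). The log2 fold change from UON over MON was -0.88 (standard error 0.27, edgeR adjusted p = 0.0969), with a DESeq2 adjusted p of 0.0307, within the limit of 1 on the log2 scale. After crush its log2 fold change was -0.53 (edgeR adjusted p = 1) at 3 D and 0.25 (edgeR adjusted p = 0.883) at 2 W in UON, and -1.85 (edgeR adjusted p = 0.109) and 1.25 (edgeR adjusted p = 0.306) in MON; the MON value at 3 D had an adjusted p of 0.00689 without the female 3 D crush MON pool.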

The regional phenotype of UON astrocytes is clearly focused on the interactions between these cells and their extracellular environment, a process that mediates mechanosensation and mechanotranslation. Recent studies of regional gene expression by brain astrocytes found that none of the highly expressed pathways involved transmembrane signaling to the extracellular matrix described here, illustrating the uniqueness of astrocytes in the UON [30].

One pathway identified as upregulated in both UON and MON in early glaucoma and crush time points was the p53 pathway. Actions attributed to this widely studied pathway include controlling the cell division and activation of caspase-mediated apoptosis [31,32,33]. 

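At 3 D after crush Cdk1 had log2 fold changes of 4.55 (standard error 0.73, edgeR adjusted p = 0.302) in UON and 6.01 (standard error 0.52, edgeR adjusted p = 0.00663) in MON. Those of Ccnb1 were 5.52 (edgeR adjusted p = 0.421) and 5.07 (edgeR adjusted p = 0.00533), those of Ccnb2 6.88 (edgeR adjusted p = 0.0986) and 6.53 (edgeR adjusted p = 0.016), and those of Top2a 5.13 (edgeR adjusted p = 0.142) and 5.68 (edgeR adjusted p = 0.00533). In crush UON the adjusted p of Ccnb2 was 0.0321 without the female naïve UON pool and 0.0209 without the female 3 D crush UON pool. In crush MON that of Ccnb1 was 0.0526 without the female naïve MON pool, and that of Top2a 0.0526 without the female naïve MON pool. At 3 D of glaucoma the UON values were 4.43 for Ccnb1, 5.62 for Ccnb2 and 4.24 (edgeR adjusted p = 0.194) for Top2a, and the MON values 2.90, 4.32 and 2.79, with edgeR adjusted p values of 0.701, 1, 0.536, 0.389 and 0.5. In glaucoma UON the adjusted p of Top2a was 0.0188 without the female 3 D glaucoma UON pool. DESeq2 called all 4 genes in UON and 4 in MON after crush, and 3 and 4 after bead injection. In the male MON pool at 3 D of glaucoma Top2a had a log2 ratio to the male naïve pool of 0.99, and in the female pool of 4.90.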

Interestingly, cell cycle genes that were upregulated in both UON and MON were *Cdk1*, *Ccnb1*, *Ccnb2*, and *Top2a*, suggesting increased cell division. At the same time, inhibitors of p53 activity were also upregulated (e.g., *Cdkn3* and *Gtse*). 

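Cdkn3 (ENSMUSG00000037628, chromosome 14 from 46760541 to 46771669) had log2 fold changes at 3 D of 4.98 (standard error 1.48, edgeR adjusted p = 1) in UON and 5.23 (standard error 0.76, edgeR adjusted p = 0.016) in MON after crush, and 3.39 (edgeR adjusted p = 0.885) and 2.83 (edgeR adjusted p = 0.709) after bead injection. Gtse1 (ENSMUSG00000022385, chromosome 15 from 85859745 to 85876573), taken here as the Gtse of the text, had 3.70 (edgeR adjusted p = 0.894) in UON and 4.46 (edgeR adjusted p = 0.0133) in MON after crush, and 2.81 (edgeR adjusted p = 1) and 2.70 (edgeR adjusted p = 0.507) after bead injection. Leaving out a library, the adjusted p in MON after crush was 0.0745 without the female naïve MON pool and 0.068 without the male naïve MON pool for Cdkn3, and 0.0767 without the female naïve MON pool for Gtse1. By DESeq2 the adjusted p for Gtse1 was 4.05e-04 in crush UON, 0.0386 in glaucoma UON and 0.0345 in glaucoma MON, and for Cdkn3 0.563, 0.00199 and 0.352.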

In MON, but not UON, further downstream partners of p53 that were upregulated included Serpine1 and Thbs1, suggesting an effect of inhibiting angiogenesis. 

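Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) went from 1.85 ± 0.794 to 620.4 ± 502 CPM in MON and from 18 ± 8.92 to 59.9 ± 57.1 in UON at 3 D after crush (SD, n = 2), log2 fold changes of 8.32 (standard error 0.87, edgeR adjusted p = 0.0077) and 1.36 (standard error 0.42, edgeR adjusted p = 1). The MON minus UON difference for Thbs1 was 6.64 (standard error 1.01, edgeR adjusted p = 0.085), and its DESeq2 adjusted p was 1.28e-08. At 3 D of glaucoma Thbs1 had 4.96 (edgeR adjusted p = 0.466) in MON and 1.55 (edgeR adjusted p = 1) in UON, a difference of 3.84 (standard error 1.80, edgeR adjusted p = 0.791). Leaving out a library, the adjusted p of Thbs1 was 0.0758 without the female naïve MON pool in MON after crush, and in glaucoma MON 0.013 without the male 3 D glaucoma MON pool.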

One genome-wide association study found a relation between a p53 polymorphism and one human glaucoma phenotype [34], while another found KEGG pathways associated with human open-angle glaucoma were focal adhesion, and Wnt and TGFβ signaling, which are strikingly similar to the naïve UON pathways active in our study [35].

The gene expression changes in the UON with glaucoma differ from those of the MON in glaucoma, with greater numbers of genes differentially expressed in MON. The MON had more increases in cell cycle genes. Both astrocytes and microglia proliferate in the mouse glaucoma model [24]. In both mouse and rat ocular hypertension models, there was a loss of oligodendrocytes in the MON, and oligodendrocyte precursor cells proliferated, while activation of microglia was detected only in advanced damaged nerves [36]. 

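In UON at 3 D after bead injection Cenpa (ENSMUSG00000029177, chromosome 5 from 30666777 to 30674830) went from 0.97 ± 0.485 to 24.2 ± 0.523 CPM (SD, n = 2), a log2 fold change of 4.70 (standard error 0.50, edgeR adjusted p = 0.194), with a DESeq2 adjusted p of 1.30e-16. Dlgap4 (ENSMUSG00000061689, chromosome 2 from 156613705 to 156764363) went from 52.1 ± 0.815 to 47.5 ± 16.3 CPM, a log2 fold change of -0.18 (standard error 0.26, edgeR adjusted p = 1), with a DESeq2 adjusted p of 1. Aurka and Aurkb, the Aurora kinase genes, had log2 fold changes of 2.95 (edgeR adjusted p = 0.885) and 2.78 (edgeR adjusted p = 1).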

We found that upstream stimulators of Aurora proliferative signaling had increased expression in UON after three days in the glaucoma model (e.g., *Cenpa*, *Arhgef*, *Dlgap4*). However, molecules involved in cell cycling can be inhibitory (e.g., p53 or *Tp53*), as well as stimulating, to proliferation. We found that *Cdk1* (cyclin-dependent kinase 1) was increased in UON and MON ON crush and glaucoma tissues at three days, though cyclin D1 (*Ccnd1*), its downstream target was not. On the other hand, *Cdkn2c* (cyclin-dependent kinase inhibitor 2c) was upregulated in the UON at the three day crush time point, and *Cdkn3* (cyclin-dependent kinase inhibitor 3), which prevents the activation of *Cdk2*, was also increased in early glaucoma in this same region. These molecular changes would tend to inhibit proliferation. 

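For Cdk1 (ENSMUSG00000019942, chromosome 10 from 69335146 to 69352938) the log2 fold change at 3 D after bead injection was 3.75 (standard error 0.55, edgeR adjusted p = 0.407) in UON and 3.58 (standard error 0.60, edgeR adjusted p = 0.339) in MON, with DESeq2 adjusted p values of 7.35e-09 and 1.96e-06. Ccnd1 (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) had 0.00 (edgeR adjusted p = 1) in UON and 1.78 (edgeR adjusted p = 0.025) in MON after crush, and 0.06 (edgeR adjusted p = 1) and 1.09 (edgeR adjusted p = 0.375) after bead injection. In MON Ccnd1 went from 152 ± 23.4 CPM to 523 ± 26.4 at 3 D of crush (SD, n = 2), and its adjusted p was 0.161 without the female naïve MON pool and 0.107 without the male naïve MON pool. The MON minus UON difference for Ccnd1 at 3 D was 1.73 (standard error 0.44, edgeR adjusted p = 0.341) in crush and 1.12 (standard error 0.35, edgeR adjusted p = 0.791) in glaucoma.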

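Cdkn2c (ENSMUSG00000028551, chromosome 4 from 109660876 to 109667189) went from 6.29 ± 1.35 to 37.6 ± 13.8 CPM in UON at 3 D after crush (SD, n = 2), a log2 fold change of 2.60 (standard error 0.47, edgeR adjusted p = 0.421) with a DESeq2 adjusted p of 5.89e-05. In glaucoma UON at 3 D it had 1.91 (edgeR adjusted p = 0.89). Cdkn3 went from 0.872 ± 0.682 to 7.02 ± 1.12 CPM in UON at 3 D of glaucoma, and Cdk2 from 9.06 ± 0.971 to 13.7 ± 0.713 CPM, a log2 fold change of 0.61 (edgeR adjusted p = 1).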

Interestingly, genome-wide association studies have identified *CDKN2b* polymorphisms as associated with either increased or decreased risk of open-angle glaucoma [18]. The *Lockd* gene increased in the UON at both three days and two weeks after glaucoma and three days after crush. 

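Lockd (ENSMUSG00000098318, chromosome 6 from 134929092 to 134956798) stood at 1.13 ± 0.519 CPM in naïve UON, 23.4 ± 3.3 at 3 D and 4.38 ± 0.837 at 2 W of glaucoma, and 51.6 ± 29 at 3 D of crush (SD, n = 2). Its log2 fold changes were 4.41 (standard error 0.49, edgeR adjusted p = 0.194) and 1.98 (standard error 0.45, edgeR adjusted p = 1) in glaucoma and 5.56 (standard error 0.70, edgeR adjusted p = 0.14) in crush, where the adjusted p was 0.0404 without the male 3 D crush UON pool. DESeq2 adjusted p values were 1.39e-16, 0.0193 and 3.20e-17.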

Its action enhances *Cdkn1b* transcription, potentially acting as another cell cycle-inhibiting factor [37].

There are some similarities between our findings and those of Morrison et al., who analyzed whole ON in rats subjected to IOP elevation and found increased extracellular matrix and TGFβ1 gene expression, as well as upregulation of cell cycle genes [14,15]. These studies included both UON and MON together in the analysis, as did DEG studies in mice after nerve crush by Qu and Jakobs [13]. Howell et al. studied DBA/2 J glaucoma mouse gene expression in specimens that included some retinal tissue, choroid and sclera, and an unknown amount of MON [38]. Upregulated pathways included the immune response, chemotaxis, and cell–matrix interaction, including tenascin C, integrins, fibronectin, Timp 1 and 2, and several collagens. Several of these individual genes were significantly upregulated in our two disease models. Our demonstration that there are substantial differences in gene expression between the retina and MON compared to UON suggests selective dissection of these tissues is important in future studies.

There were both shared and unique gene expression differences between the glaucoma and nerve crush models. The number of genes that significantly increased was greater in the MON compared to the UON in both injury models, despite the fact that the axon injury is known to be initiated in the UON in glaucoma, whereas the crush injury is applied directly to the MON [3]. This observation makes it more likely that greater differential gene expression in MON is not simply related to the addition of oligodendrocytes in that tissue, but some inherent tendency toward more stable gene expression in the UON after injury. Qu and Jakobs found that UON astrocyte genes and proteins generally were downregulated, while microglial markers were upregulated after ON crush [13]. 

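In UON Gfap had log2 fold changes of -0.19 (edgeR adjusted p = 1) at 3 D and -0.14 (edgeR adjusted p = 0.933) at 2 W after crush, and -0.14 (edgeR adjusted p = 1), -0.31 (edgeR adjusted p = 1) and 0.16 (edgeR adjusted p = 1) at 3 D, 2 W and 6 W after bead injection. In MON the crush values were -0.20 (edgeR adjusted p = 0.867) and 0.43 (edgeR adjusted p = 0.788), and the glaucoma values 0.25 (edgeR adjusted p = 0.875), 0.26 (edgeR adjusted p = 0.848) and 0.37 (edgeR adjusted p = 0.851). In retina after crush they were 1.02 (standard error 0.23, edgeR adjusted p = 0.435) at 3 D and 1.12 (standard error 0.23, edgeR adjusted p = 0.165) at 2 W, with DESeq2 adjusted p values of 0.00559 and 5.18e-04, and at 3 D of glaucoma the DESeq2 adjusted p was 4.32e-06. The retina minus UON difference at 2 W of crush was 1.25 (standard error 0.43, edgeR adjusted p = 0.527), and the retina minus MON difference 0.78 (standard error 0.52, edgeR adjusted p = 0.614).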

Interestingly, the expression of *Gfap* did not increase after crush in their study, nor in the present study in any region or model. Increased GFAP protein is often regarded as a key sign of “reactivity” in the brain, where it normally is expressed at low levels, only increasing after pathological insults. In contrast, *Gfap* is expressed at a high level in naïve UON and does not further increase after crush or in rodent glaucoma models [14,15,38].

While prior research assumed that astrocyte “reactivity” was detrimental to neuronal survival, the reactions of astrocytes to injury can be both beneficial and harmful [39,40,41,42]. A proposed paradigm suggesting that there is an A1/A2 astrocyte dichotomy is now considered simplistic, and the features of each are found within the same cells. Astrocytes exhibit important local and age-related heterogeneity in gene expression, structure, and function [43,44,45,46,47]. 

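The MON minus UON difference of the A1 list had a median of -0.05 (camera adjusted p = 0.98, fry adjusted p = 0.978) at 3 D and 0.80 (camera adjusted p = 0.0904, fry adjusted p = 0.195) at 2 W of crush, and 0.41 (camera adjusted p = 0.588, fry adjusted p = 0.768) at 3 D and 1.06 (camera adjusted p = 0.0119, fry adjusted p = 0.111) at 2 W of glaucoma. For the A2 list it was 1.34 at 3 D of crush, where it passed an adjusted p of 0.05 by both camera and fry. At 2 W of crush it was 0.59 (camera adjusted p = 0.25, fry adjusted p = 0.194). In glaucoma it was 0.91 (camera adjusted p = 0.0101, fry adjusted p = 0.308) at 3 D and 1.04 (camera adjusted p = 0.0352, fry adjusted p = 0.361) at 2 W. Adjusted over the list alone, edgeR counted 9 A2 genes past the limits in MON and 0 in UON at 3 D of crush, and 3 and 0 at 3 D of glaucoma. For A1 at 2 W the counts were 7 in MON and 0 in UON after crush, and 5 and 0 after bead injection. In UON the A2 list had 0 genes at an unadjusted p under 0.05 at 3 D of crush and 0 at 3 D of glaucoma, where DESeq2 called 0 and 0, and the A1 list 3 at 2 W of crush and 4 at 2 W of glaucoma, where DESeq2 called 1 and 0. A difference between crush UON and glaucoma UON was not tested.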

Our data show that the genes reported to be active in detrimental (A1) and beneficial (A2) astrocyte responses in other models [48] are more prominently expressed in the MON after crush and glaucoma, as well as in the crush model UON than they are in UON glaucoma. However, there was no clear pattern for differential upregulation of groups of genes reported to be typical for A1 or A2 “phenotypes”. Astrocytes have protective functions, and reviews of astrocytic responses in the retina suggests inhibiting some astrocyte responses could be neuroprotective [39,49,50,51,52]. Furthermore, beneficial astrocytic behavior is driven by the Stat3 pathway, which can worsen mouse glaucoma damage when genetically removed [39]. Experimental inflammation leads to changes in single-cell gene expression that produce many subtype-specific patterns in astrocytes in particular brain regions [53].

Many genes known to be related to microglia changed in both the MON and UON in the glaucoma model. 

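A list of 16 microglia genes had a median log2 fold change in UON of 0.68 at 3 D (camera adjusted p = 4.18e-05, fry adjusted p = 0.338), 0.49 at 2 W (camera adjusted p = 0.00418, fry adjusted p = 0.525) and 0.32 at 6 W (camera adjusted p = 0.00415, fry adjusted p = 0.688) of glaucoma. edgeR called none of them over all genes tested, 6, 3 and 2 had an unadjusted p under 0.05, DESeq2 called 3, 1 and 0, and adjusted over the list alone edgeR called 3, 1 and 0. In MON edgeR also called none, with 9, 12 and 2 at an unadjusted p under 0.05, DESeq2 4, 6 and 1, and edgeR adjusted over the list alone 3, 7 and 1. The MON minus UON difference of the list was 0.06 (camera adjusted p = 0.798, fry adjusted p = 0.959) at 3 D and 0.54 (camera adjusted p = 0.0414, fry adjusted p = 0.617) at 2 W. The camera adjusted p in UON was 0.0896 without the male naïve UON pool and 0.0647 without the female 3 D glaucoma UON pool at 3 D, 0.46 without the male naïve UON pool and 0.135 without the male 2 W glaucoma UON pool at 2 W and 0.69 without the male naïve UON pool and 0.884 without the male 6 W glaucoma UON pool at 6 W.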

There are microglia in the ONH, which have been shown to increase in number in the rat glaucoma models [54,55]. Interestingly, mice lacking microglia still undergo neurodegeneration after ON crush [56]. Microglia in the ON interact with astrocytes via complement 1 q, tumor necrosis factor α, and interleukin 1, activating some detrimental astrocytic behavior. Microglial knockout mice do not develop detrimental astrocytic actions in the brain. Microglia have been characterized into reactive forms that are both pro-inflammatory (M1) and immunoregulatory (M2), though these may not be mutually exclusive [47] and dichotomizing microglial responses may be oversimplistic as discussed in the context of astrocytes. The activation of NF-kB in microglia is particularly associated with detrimental effects in brain and glaucoma models of disease and microglial adenosine receptor activation, resulting from ATP release from stressed astrocytes, may reduce microglial activation [57,58].

Cellular pathways selectively active in UON included Wnt, Hippo, PI3K-Akt, and TGFβ signaling. Their interactions are complex but are highly related to mechanosensation via transcellular membrane mechanisms. Wnt signaling via cell membrane receptors activates both the Rho and Rac1 pathways, affecting the actin cytoskeleton [59]. In astrocytes, RhoA limits astrogliosis and anti-regenerative action by suppressing Yes-activated protein signaling (the Hippo pathway) via actin-mediated compaction, but independent of microtubules [60]. RhoA also affects the actin cytoskeleton by activating Rho-kinase, inactivating cofilin, and activating the actin motor myosin II [61]. Wnt signaling also activates *Rac1*, *Racgap1*, *Iqgap3*, and *Dock2* genes in this pathway that were upregulated in three day glaucoma. 

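At 3 D after bead injection Rac1 had log2 fold changes of -0.28 (edgeR adjusted p = 1) in UON and 0.97 (edgeR adjusted p = 0.829) in MON, with 0.87 in the female and -2.24 in the male UON pools. Racgap1 (ENSMUSG00000023015, chromosome 15 from 99620496 to 99651656) had 2.33 (standard error 0.48, edgeR adjusted p = 0.87) in UON and 1.81 (standard error 0.53, edgeR adjusted p = 0.466) in MON. Iqgap3 had 3.98 (edgeR adjusted p = 1) in UON and 1.64 (edgeR adjusted p = 0.688) in MON, and Dock2 1.85 (edgeR adjusted p = 0.687) and 1.14 (edgeR adjusted p = 0.45). By DESeq2 the adjusted p values in UON were 1 for Rac1, 0.00104 for Racgap1, 0.0017 for Iqgap3 and 1.34e-04 for Dock2, and in MON 0.813, 0.0296, 0.321 and 0.0512.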

Other genes that act via cell membrane receptors that were upregulated in our glaucoma samples included thrombospondin, which is part of the TGFβ signaling system. The relationship of membrane signaling through junctional complexes in astrocytes warrants additional focus.

Our study has several limitations of note. To study gene expression of cells in their native state or resident within tissue under experimental conditions, we analyzed whole tissues and not cell type-specific or single cells. Thus, we cannot distinguish that the significantly changed genes found in these studies are exclusively produced by astrocytes or other cell types. In comparing the effects of glaucoma and ON crush, we are aware that there was somewhat greater RGC damage in ON crush that could have an unknown effect on our analysis when comparing the two models. In mammalian eyes with connective tissues in the ONH, there are fibroblasts present in the extensive extracellular matrix. Gene expression profiling has been performed on cultured lamina cribrosa fibroblasts, whose behavior may lead to different reactions in larger mammalian eyes than in mice that largely lack these cells [23].

## 4. Materials and Methods

### 4.1. Animals

Twenty-four two- to four-month-old C57BL/6 (B6, Cat # 0664, Jackson Laboratories, Bar Harbor, ME, USA) mice were used for RNA-seq experiments (Table S2). An equal number of male and female animals were included in all sample groups. For additional quantitative polymerase chain reaction (qPCR) studies, tissue was obtained from three two- to six-month-old bilateral naïve, wild-type, (non-fluorescent) FVB/N-Tg (GFAP-GFP)14Mes female littermate mice (WT GFAP-GFP, Jackson Laboratories #003257, Bar Harbor, ME, USA), as described in a previous publication [8] (Table S2).

### 4.2. Anesthesia

For surgical procedures and euthanasia, animals were anesthetized with an intraperitoneal injection of 50 mg/kg ketamine (Fort Dodge Animal Health, Fort Dodge, IA, USA), 10 mg/kg xylazine (VedCo Inc., Saint Joseph, MO, USA), and 2 mg/kg acepromazine (Phoenix Pharmaceuticals, Burlingame, CA, USA), and received topical ocular anesthesia of 0.5% proparacaine hydrochloride (Akorn Inc., Buffalo Grove, IL, USA). For IOP measurements, independent of additional procedures, animals were anesthetized using a Rodent Circuit Controller (VetEquip, Inc., Pleasanton, CA, USA) delivering 2.5% isoflurane in oxygen at 500 cc/min.

### 4.3. IOP Measurements

IOP measurements were obtained using a TonoLab tonometer (TioLat, Inc., Helsinki, Finland), recording the mean of six readings with optimal quality grading. IOP was first measured prior to the procedure, and at one day, three days, one week, two weeks, and six weeks post-procedure until the animal was sacrificed.

### 4.4. Microbead Injections (Ocular Hypertension/Glaucoma Model)

IOP elevation by microbead injection was performed in twelve B6 mice using a previously established protocol [23]. IOP elevation was produced by unilateral anterior chamber microbead injection. Erythromycin ophthalmic ointment USP, 0.5% (Baush + Lomb, Laval, QC, Canada) was given bilaterally to prevent infection and lubricate the eye during recovery. The naïve eyes of treated animals and both eyes of bilaterally naïve mice were used as controls in IOP analysis. Animals were sacrificed at the following time points after injection for analysis: three days, two weeks, and six weeks. A total of two males and two females were included for each time point.

### 4.5. ON Crush

Eight animals were subjected to unilateral ON crush. Topical proparacaine was used to numb the eyes and 5% betadine was applied to disinfect prior to surgery. The conjunctiva was incised, and the orbital venous sinus was carefully dissected away to reveal the ON. The nerve was crushed for three seconds using self-closing forceps (Dumoxel, World Precision Instruments, Sarasota, FL, USA). Erythromycin ophthalmic ointment USP, 0.5% (Baush + Lomb, Laval, QC, Canada) was given bilaterally to prevent infection and lubricate the eye during recovery. Animals were sacrificed at either three days or two weeks post-crush for analysis (*n* = 2 males and 2 females per time point).

### 4.6. Tissue Collection

Three different tissue regions were dissected from each animal: UON, MON, and retina. Tissue was collected from bilateral naïve animals for naïve control studies, as well as time points following glaucoma/bead injection and ON crush, on the same collection days. Animals were euthanized with general intraperitoneal anesthesia, as described above. The eyes were first enucleated and rinsed in cold PBS, and the ON was cut flush to the globe. The dissected UON portions were ~200 μm in length (calculated using digital calipers, and prior to the delineated opaque myelin transition zone), consistent with a prior study [62]. The next 200–300 μm portion of nerve containing the myelin transition zone was discarded. The MON collected was the first myelinated section posterior to the myelin transition zone, 200–300 μm in length. Next, the anterior chamber was excised, and the retina was removed with little to no retinal pigment epithelium/choroid attached. Dissected tissue was immediately placed into individual, pre-chilled 1.5 mL Eppendorf tubes and flash-frozen in liquid nitrogen before long-term storage at −80 °C. Tissue taken from naïve WT GFAP-GFP animals was immediately placed into a lysis reagent and processed using the manufacturer’s protocol, as previously reported [24]. For qPCR, both right and left eyes from three animals were collected for each tissue region for a total of six replicates.

### 4.7. Total RNA Extraction

Replicate tissues from each experimental group were individually processed for total RNA extraction. TRIzol^®^ Reagent (Thermo Fisher, Waltham, MA, USA) was added to each Eppendorf tube of frozen tissue immediately following removal from storage. Volumes were adjusted for each tissue region based on approximate size/weight. Tissue was homogenized at room temperature using a battery-operated, motorized pestle, and total RNA was extracted according to the manufacturer’s protocol.

### 4.8. RNA-Seq Library Preparation and Sequencing

For the three tissue regions, male and female replicate RNA samples (*n* = 4 replicates per tissue per treatment/time point) were pooled in equal amounts by sex (*n* = 2 replicates of each sex per tissue per treatment/time point) for a total of 36 individual samples processed for RNA-seq. Pooled RNA was submitted to Genewiz (from Azenta Life Sciences, Burlington, MA, USA) for library preparation and sequencing. Sample quality control was performed prior to generating the libraries. Libraries were prepared using an ultra-low input kit for paired-end sequencing (2 × 150 bp) using an Illumina HiSeq instrument (Illumina, Inc., San Diego, CA, USA). 

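The gene counts summed to a mean of 41.5 M per library (SD 15.9, n = 36), with a median of 43.4 M and a range of 16.2 to 78.1 M. By tissue the mean was 42.7 M in UON, 44.6 M in MON and 37.1 M in retina (n = 12 each). For genes with 1 transcript, the deposited coverage and length gave between 74.8 and 74.9 bases per count in a library (median), while the reads were 150 bases long and paired. Counts of 40 or fewer were multiples of 4 in 26.1 to 33.3% of genes, where chance gives 25%. At 150 bases a read adds about 2 counts and a pair about 4, and the mean divided by 4 is 10.4 M. The labelled sex matched Xist and Y chromosome genes in 36 of 36 libraries.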

On average, 40 M reads were generated per sample (Figure S8).

### 4.9. RNA-Seq Analysis

Paired-end reads were aligned to the mouse reference genome (GRCm38) using HISAT2 (v2.2.1) with default parameters [63]. FastQC was performed to assess overall sequence quality [64]. Next, mapped reads were assembled into transcripts through StringTie (v1.3.0) [65]. Gene annotation GRCm38 Release M25 from Gencode (https://www.gencodegenes.org/mouse/release_M25.html, URL accessed on 21 December 2021) was used. Expression from both reference and de novo transcripts was reported.

To conduct differential gene expression analysis, a raw gene count table was prepared using the ‘prepDE.py’ script provided by StringTie (v1.3.0) [65]. For each treatment and tissue, a DESeq2 model was fit to compare each treatment time point replicate to the control replicates (*n* = 2 pooled replicates per group) while accounting for sex (Figure S5).

Expression = β_1TREATMENT_TIME_POINT + β_2SEX

where TREATMENT_TIME_POINT = 0, 3 days, 2 weeks, and 6 weeks; and SEX = FEMALE, MALE.

Differential genes comparing each treatment time point to control were reported separately. Specifically, genes with a false discovery rate (FDR) < 0.05 and an absolute log2 fold change > 1 were considered significantly differential genes.

To conduct principal component analysis (PCA), raw gene counts were first normalized into FPKM (Fragments Per Kilobase of transcript per Million mapped reads) by adjusting for gene lengths. Genes with FPKM < 1 in all samples were filtered out. Then, highly variable genes were selected. To select highly variable genes, a mean-adjusted variance is computed for each gene. The mean and variance of gene FPKM across all samples were first log10 transformed. Lowess regression was fit between transformed variance and mean. Mean-adjusted variance for each gene was calculated by dividing its variance by its predicted variance from the Lowess fit. 

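With the selection run on the deposited FPKM of all 36 libraries, 23207 genes reached an FPKM of 1 in at least 1 library, and 7255 of them had a ratio of variance to the Lowess fit above 1.5. Taken as a ratio of log variances, the same limit left 4261 genes.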

By this procedure, 2633 genes with mean-adjusted variance larger than 1.5 were selected. Finally, to conduct PCA, FPKM for each gene was standardized, and ‘prcomp’ was applied to compute the top two principal components. KEGG pathway analysis for significantly changed genes was completed using g:Profiler GOst (Version: 0.1.7) [66] with the multiple testing correction method applying a significance threshold of 0.05. Sample distances were measured by log2 transformation of the normalized count data and calculation of the Euclidean distance between samples.

### 4.10. Quantitative Polymerase Chain Reaction (qPCR)

cDNA was synthesized from purified RNA using the High-Capacity Reverse Transcription Kit (Thermo Fisher, Waltham, MA, USA) per the manufacturer’s instructions. SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) was used for qPCR with exon junction-spanning primers (Table S3). Primer efficiencies were checked and melt curve analyses were performed prior to the experimental use of all primer pairs included in this study. Data were analyzed using the Delta Ct method (plotted as the relative expression), where the triplicate raw cycle threshold (Ct) values were first averaged, and then normalized to the geometric mean of three housekeeping genes (Table S3). The mean of the six samples from three biological replicates was plotted for each tissue analyzed.

## 5. Conclusions

Mouse UON tissue expresses genes that are distinct from immediately adjacent areas of the retina and MON, as well as being nearly unique in the central nervous system. The major DEGs in UON tissue were those likely to arise from the dominant astrocytes of this region and their extracellular matrix and signaling via membrane receptors, along with pathways affecting cell response to mechanostimulation. The responses to two different types of injury were more diverse in the MON than in the UON but included both stimulation and inhibition of cell proliferation in both regions. There was no consistent gene expression pattern regarding typical astrocyte responses considered to be beneficial or detrimental. Further analysis stemming from these data will include a detailed dissection of the cell—matrix interaction responses to experimental glaucoma.

## Figures and Tables

**Figure 1:**
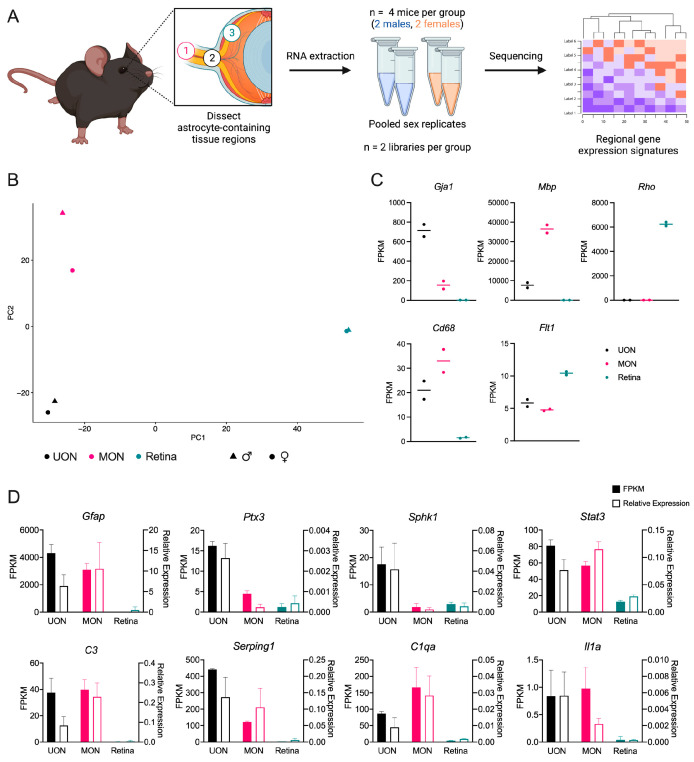
Transcriptomic analysis of astrocyte-containing tissues in bilaterally naïve mice. (**A**) Experimental design of the study. Three tissue regions of bilaterally naïve mice were micro-dissected for comparison: (1) myelinated optic nerve (MON), (2) unmyelinated optic nerve (UON), and (3) retina. Tissue from four mice was collected and the sex replicates for each tissue group were pooled after RNA extraction for library preparation and 150 bp paired-end Illumina sequencing. (**B**) Principal component analysis (PCA) of bilaterally naïve tissue regions. Each symbol represents a single sample, where symbol colors denote the tissue region and symbol shapes signify sex. (**C**) FPKM (fragments per kilobase of transcript per million mapped reads) expression of cell type markers characteristic of each tissue region: glial (*Gja1*, encodes for Connexin-43), oligodendrocyte (*Mbp*, encodes for myelin basic protein), retinal (*Rho*, encodes for Rhodopsin), microglial (*Cd68*, encodes for cluster of differentiation 68), and capillary/endothelial (*Flt1*, encodes for VEGFR1). Dots represent a single sample and lines represent the median FPKM of the replicate samples. (**D**) Expression of astrocyte genes in three naïve tissue regions: UON, MON, and retina. Left *y*-axis and filled bars represent FPKM (from RNA-seq data), while right *y*-axis and empty bars indicate relative expression via qPCR of independent tissue samples. Error bars indicate standard deviation. For RNA-seq, *n* = 2 (pooled) samples per tissue type. For qPCR, *n* = 6 samples from 3 mice per tissue group.

**Figure 2:**
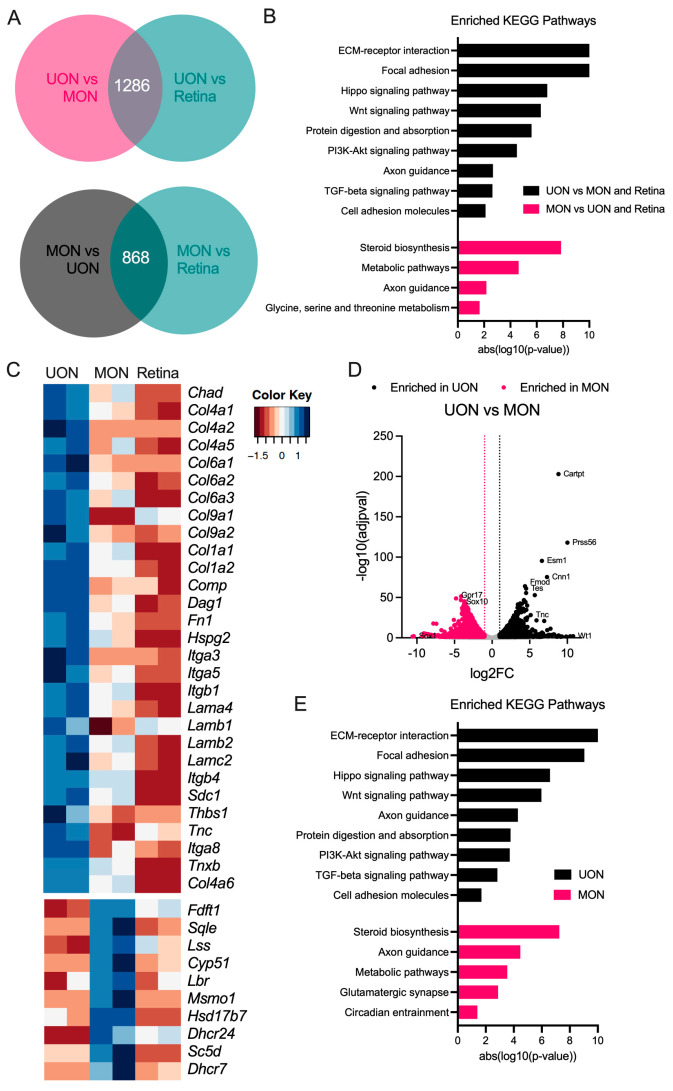
Region-specific gene signatures in the naïve ON. (**A**) Venn diagrams showing the number of significantly enriched genes in naïve UON in pairwise comparisons to MON and retina (top) and MON in pairwise comparisons to UON and retina (bottom). (**B**) KEGG analysis of enriched UON (top) and MON (bottom) genes compared to all other tissue regions. (**C**) Clustered heatmaps of significantly upregulated UON genes within the extracellular matrix (ECM)–receptor interactions (top) and MON-enriched genes in the steroid biosynthesis (bottom) KEGG pathways. (**D**) Volcano plot showing differential expression analysis comparing naïve UON and MON. Dotted lines indicate threshold cut-off for a significantly changed gene (log2FC ± 1, in addition to adjusted *p* < 0.05). Genes with log2FC > 1 were considered enriched in UON, and genes with log2FC < −1 signified MON-enriched genes. (**E**) KEGG pathways enriched in UON and MON genes.

**Figure 3:**
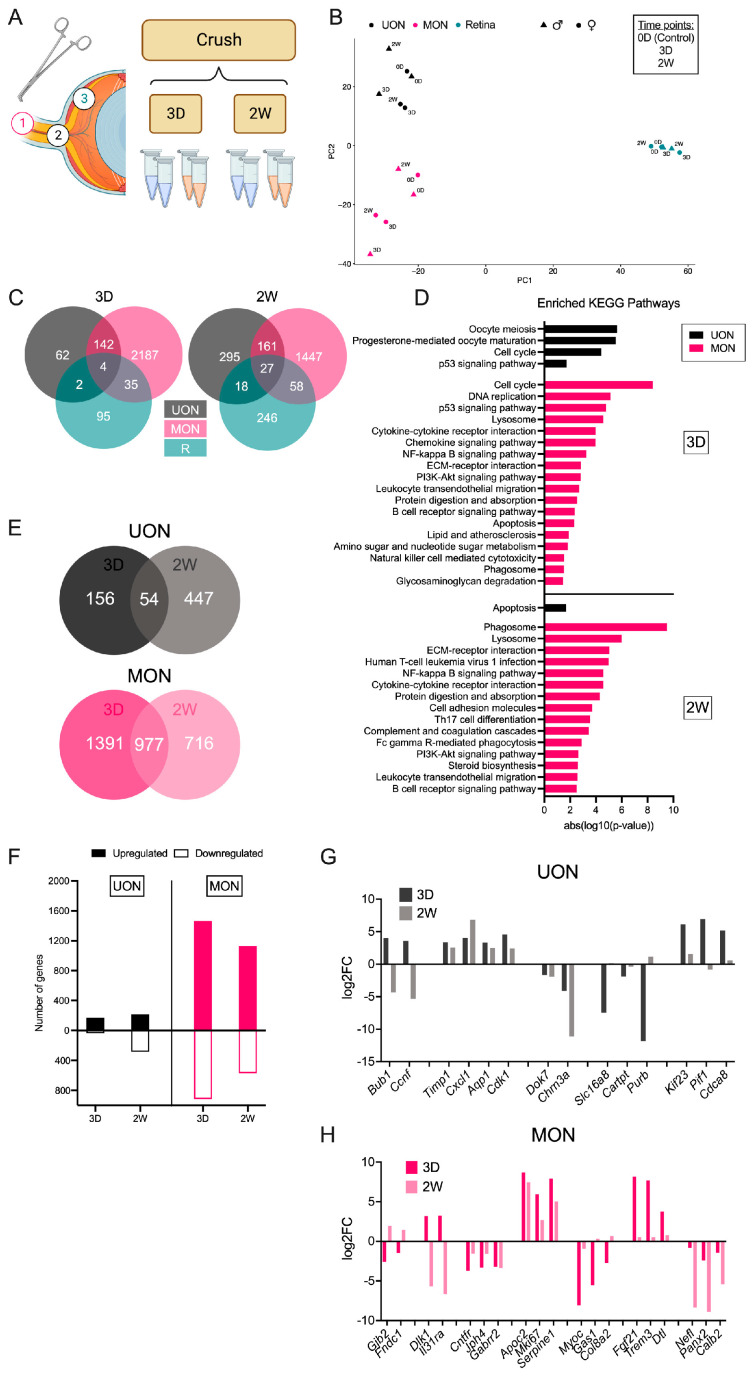
Differential responses to ON crush. (**A**) Experimental design for studying gene expression responses following ON crush in UON, MON, and retinal tissue. (**B**) PCA of tissue during the ON crush time course. (**C**) Venn diagrams showing relationships of differentially expressed genes (DEGs) between UON, MON, and retina three days (left, 3 D) and two weeks (right, 2 W) after crush. (**D**) KEGG pathway analysis of UON and MON DEGs at early (top) and late (bottom) crush time points. (**E**) Venn diagrams showing relationships of UON (top) and MON (bottom) responses to ON crush. (**F**) Number of upregulated and downregulated genes in UON and MON at each crush time point. (**G**,**H**) Gene expression changes in UON (**G**) and MON (**H**) during the ON crush time course.

**Figure 4:**
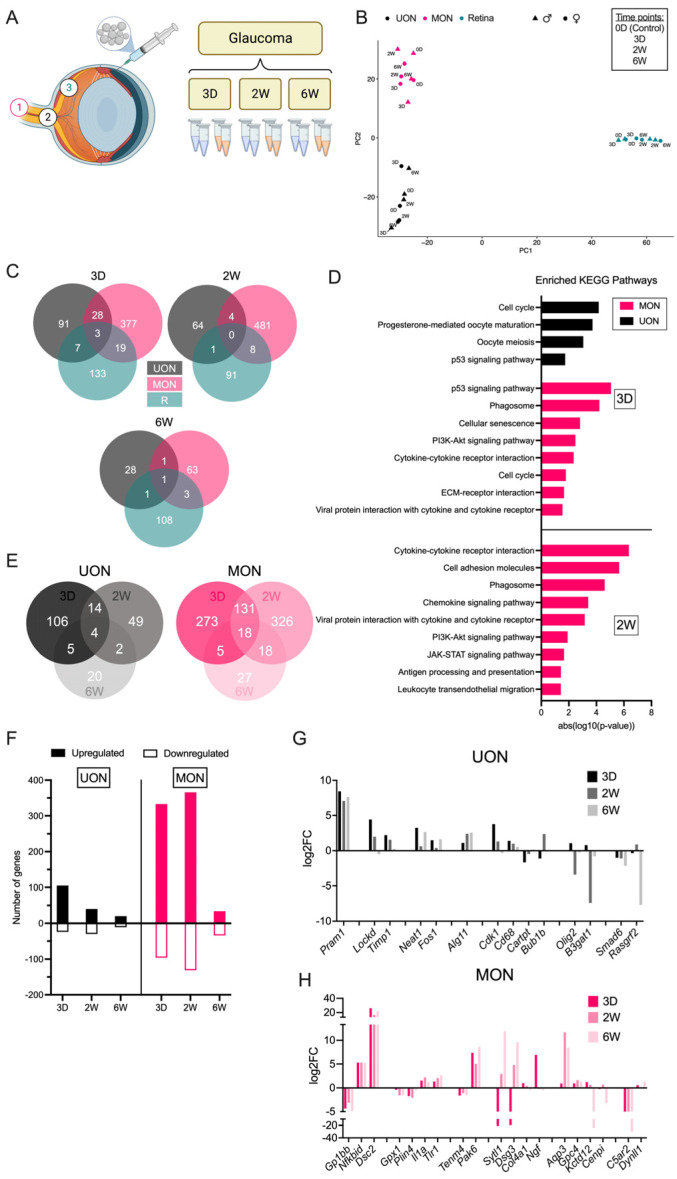
Differential responses to glaucoma. (**A**) Experimental design for RNA-seq experiments in the bead-induced glaucoma model. (**B**) PCA of control and experimental glaucoma tissue time points. (**C**) Venn diagrams showing relationships of DEGs between UON, MON, and retina three days, two weeks, and six weeks after IOP elevation. (**D**) KEGG pathway analysis of UON and MON DEGs at different time points following IOP elevation. (**E**) Venn diagrams showing relationships of UON (left) and MON (right) responses to bead-induced glaucoma. (**F**) Number of up/down genes in UON and MON at each glaucoma time point. (**G**,**H**) Gene expression changes in UON (**G**) and MON (**H**) during the glaucoma time course.

**Figure 5:**
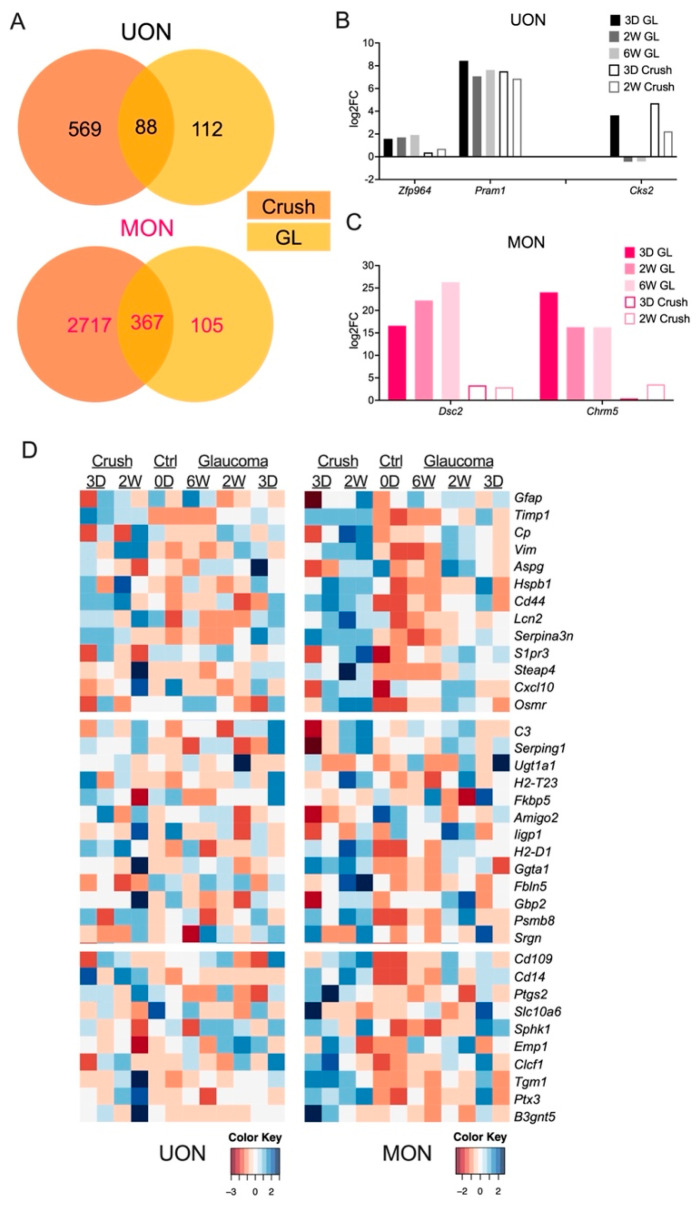
Shared responses to ON injury. (**A**) Venn diagrams comparing DEGs in ON crush and glaucoma injuries in UON (top) and MON (bottom) tissue regions. DEGs are both upregulated and downregulated in at least one time point. (**B**,**C**) Gene expression of select UON (**B**) and MON (**C**) DEGs in ON crush and glaucoma injury. (**D**) Heatmap showing PAN-reactive, A1-specific, and A2-specific astrocyte markers in naïve and injured UON and MON regions. UON tissue did not express a dominant A1 or A2 characteristic phenotype in crush or glaucoma, while MON exhibited slightly more consistent A1/A2-specific gene expression compared to UON tissue.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE241782 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241782), (accessed on 8 November 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241813719/s1.

# Supplementary material for: Regional Gene Expression in the Retina, Optic Nerve Head, and Optic Nerve of Mice with Optic Nerve Crush and Experimental Glaucoma
**Source:** Int J Mol Sci. 2023 Sep 6;24(18):13719. doi: 10.3390/ijms241813719
**Supplement:** Supplementary file 1

## **Supplementary Files**

Figures S1-8

Tables S1-3

*Spreadsheets S1-5 (as excel files)*

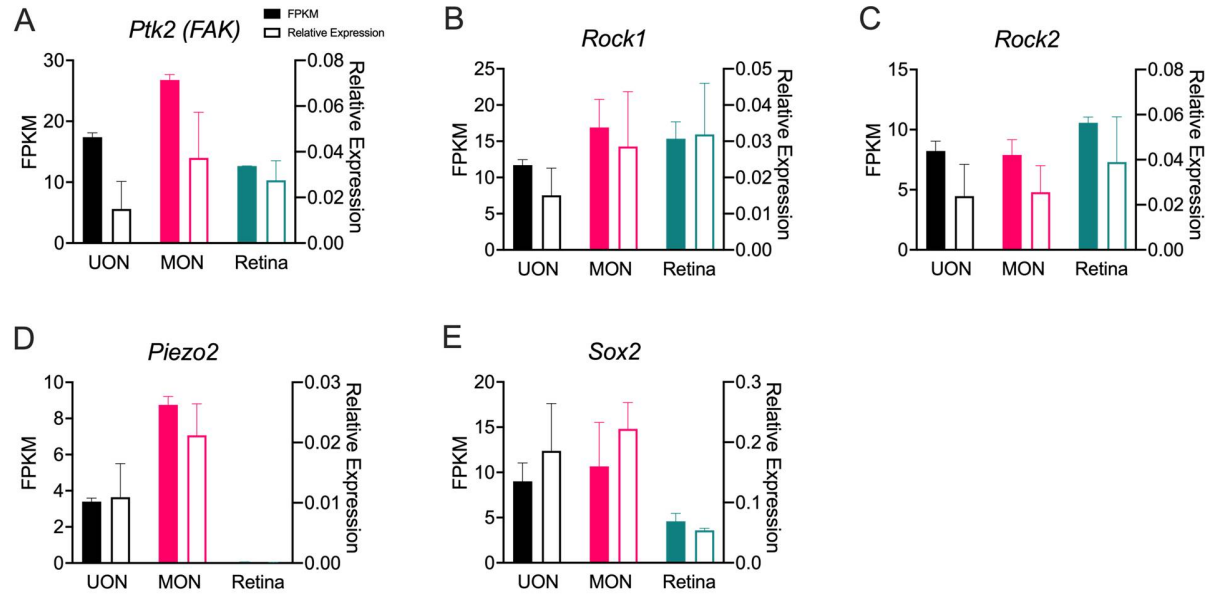

**Figure S1.** qPCR validation of naïve RNA-seq data. (A-E) Expression of *Ptk2* (A), *Rock1* (B), *Rock2* (C), *Piezo2* (D), and *Sox2* (E) in three naïve tissue regions: UON, MON, and retina. Left y-axis and filled bars represent FPKM (RNA-seq), while right y-axis and empty bars indicate relative expression via qPCR of independent tissue samples. Error bars indicate standard deviation. For RNA-seq, n = 2 (pooled) samples per tissue type. For qPCR, n = 6 individual samples per tissue group.

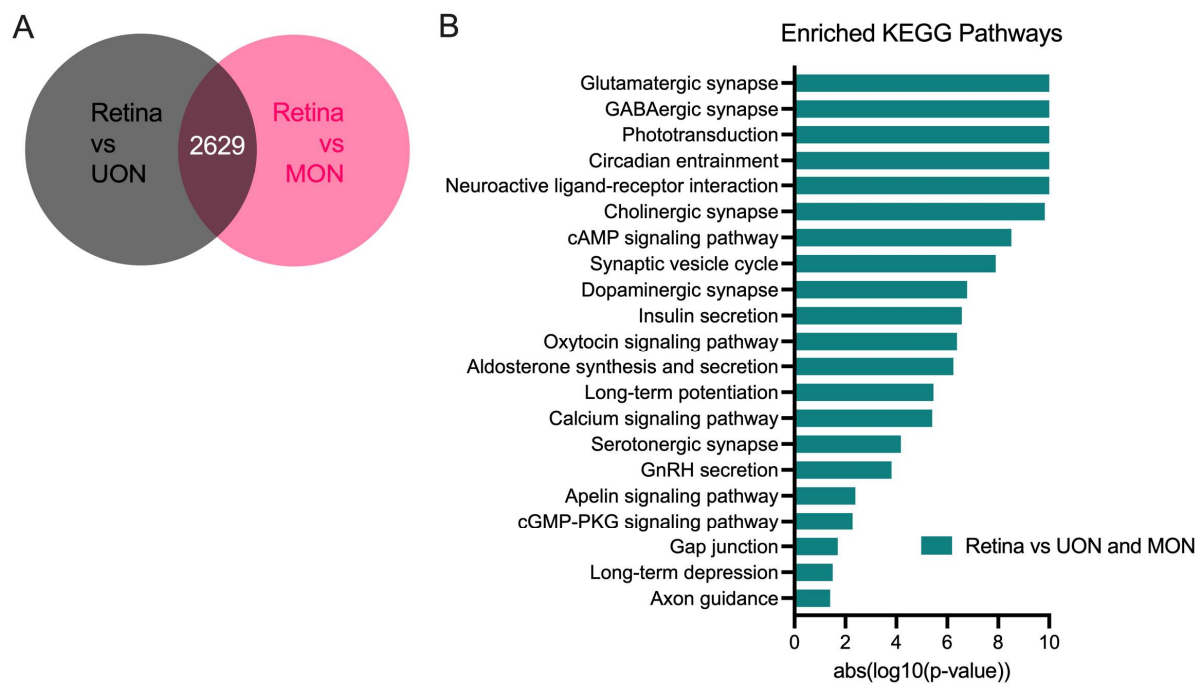

**Figure S2.** Gene signature of the naïve mouse retina. **(A)** Venn diagram showing the number of significantly enriched genes in naïve retinal tissue compared to UON and MON. **(B)** KEGG analysis of enriched retina genes compared to all other tissue regions.

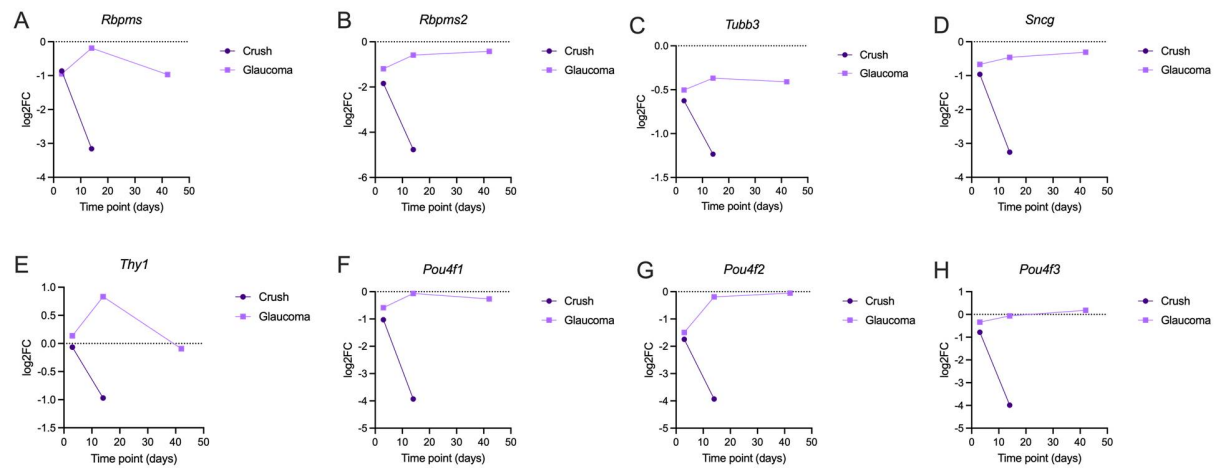

**Figure S3.** Expression of RGC marker genes in retinal tissue following ON injury. (A-H) Expression of RGC markers *Rbpms* (A), *Rbpms2* (B), *Tubb3* (C), *Sncg* (D), *Thy1* (E), *Pou4f1* (F), *Pou4f2* (G), and *Pou4f3* (H) at time points after ON crush or bead-induced glaucoma. Log2FC was calculated from differential expression analysis of each injury time point compared to the naïve 0D control retina samples.

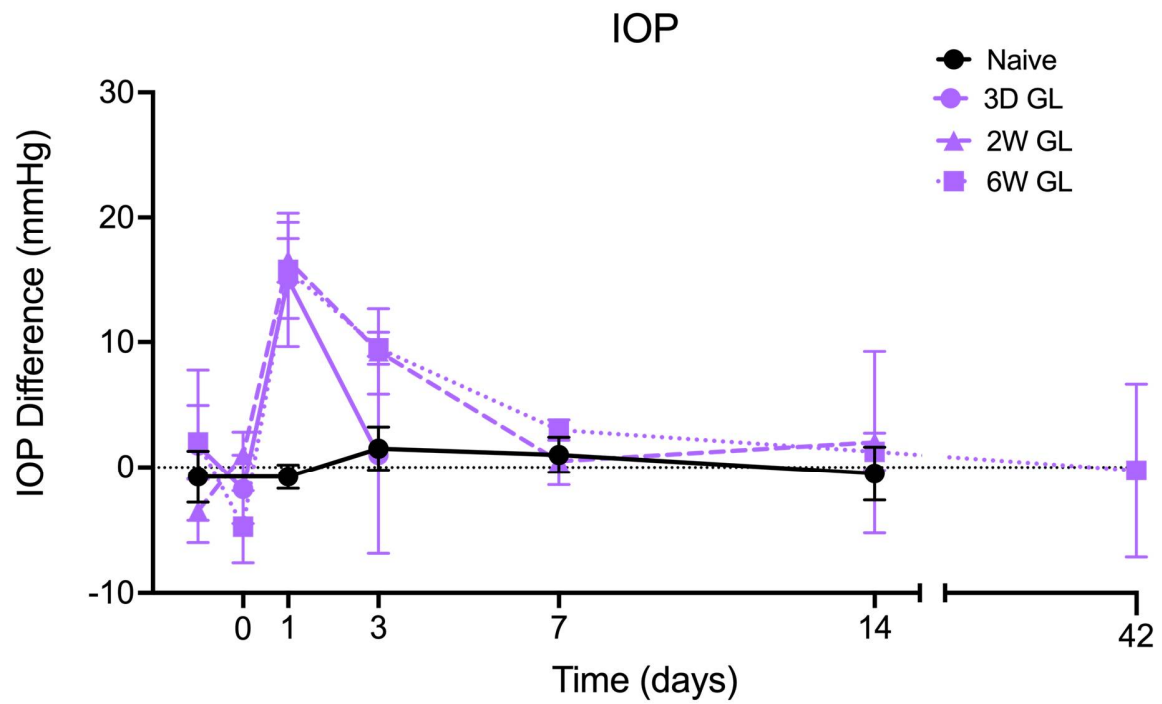

**Figure S4.** IOP measurements over time in the microbead-induced glaucoma model. Difference in IOP (in mmHg) between microbead-injected and contralateral control eyes over time in mice used in the glaucoma model RNA-seq study. Each line represents IOP measurements from the group of animals used for each collection time point, and error bars indicate standard deviation.

**Table S1.** IOP difference measurements (mmHg) over time in microbead-induced glaucoma animals.

|                                                          |           | <u>Mean IOP difference (in mmHg) (left) and Stdev (right)</u> |      |              |      |              |      |              |      |
|----------------------------------------------------------|-----------|---------------------------------------------------------------|------|--------------|------|--------------|------|--------------|------|
|                                                          |           | <u>Naïve (0D)</u>                                             |      | <u>3D GL</u> |      | <u>2W GL</u> |      | <u>6W GL</u> |      |
| <b>IOP Time point (pre/post-bead and days following)</b> | Pre-bead  | -0.75                                                         | 2.06 | 1.75         | 6.02 | -3.5         | 2.52 | 2            | 2.94 |
|                                                          | Post-bead |                                                               |      | -1.75        | 2.75 | 1            | 1.83 | -4.75        | 2.87 |
|                                                          | 1         | -0.75                                                         | 0.96 | 15           | 5.35 | 16.5         | 1.73 | 15.75        | 3.86 |
|                                                          | 3         | 1.5                                                           | 1.73 | 1            | 7.87 | 9.25         | 3.4  | 9.5          | 1.29 |
|                                                          | 7         | 1                                                             | 1.41 |              |      | 0.5          | 1.91 | 3            | 0.82 |
|                                                          | 14        | -0.5                                                          | 2.12 |              |      | 2            | 7.26 | 1.25         | 1.5  |
|                                                          | 30        |                                                               |      |              |      |              |      | -0.25        | 6.9  |

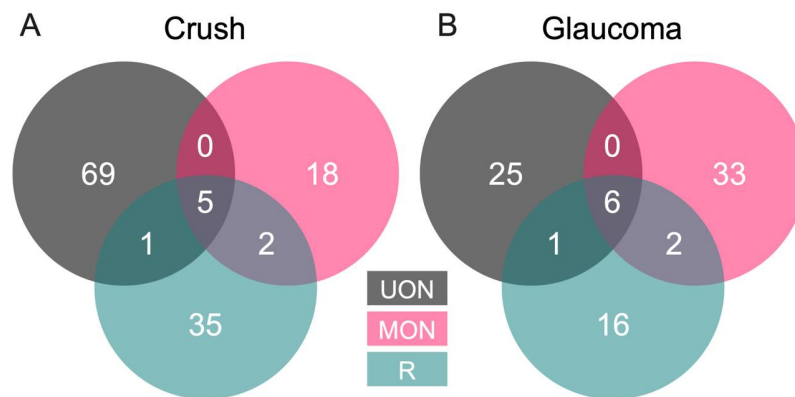

**Figure S5.** Sex-specific gene expression differences in disease models. **(A-B)** Venn diagrams showing the numbers of DEGs in differential expression analysis comparing male and female replicates for each tissue region in crush **(A)** and glaucoma **(B)** samples. Male and female replicates in all time points for each model were analyzed collectively.

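Male and female pools were compared with group as a term in each fit of naïve and injured libraries. In the crush fits edgeR called 4 genes in UON, 11 in MON and 8 in retina, and in the glaucoma fits 4, 8 and 8. Unadjusted, p was under 0.05 for 805, 335, 727, 558, 567 and 721 genes in the same order, where chance would give 1068, 999, 1134, 1122, 1148 and 1165, and DESeq2 gave 77, 26, 42, 34, 46 and 26 DEGs. In all, 16 genes were called by edgeR in at least 1 fit and 8 in at least 2 of them; Ddx3y, Eif2s3y and Xist were called in all 6. The UON crush count was 14 without the female naïve UON pool, 13 without the male naïve UON pool, 13 without the female 3 D crush UON pool, 11 without the male 3 D crush UON pool, 0 without the female 2 W crush UON pool and 10 without the male 2 W crush UON pool. The MON crush count was 84 without the female 3 D crush MON pool, 50 without the male 3 D crush MON pool, 260 without the female 2 W crush MON pool and 114 without the male 2 W crush MON pool. The retina crush count was 37 without the female naïve retina pool, 46 without the male naïve retina pool, 23 without the female 3 D crush retina pool, 27 without the male 3 D crush retina pool, 23 without the female 2 W crush retina pool and 29 without the male 2 W crush retina pool. The UON glaucoma count was 10 without the female naïve UON pool, 10 without the male naïve UON pool, 2 without the male 3 D glaucoma UON pool, 7 without the female 6 W glaucoma UON pool and 7 without the male 6 W glaucoma UON pool. The MON glaucoma count was 14 without the female 3 D glaucoma MON pool, 14 without the male 3 D glaucoma MON pool, 30 without the female 2 W glaucoma MON pool, 22 without the male 2 W glaucoma MON pool, 29 without the female 6 W glaucoma MON pool and 24 without the male 6 W glaucoma MON pool. The retina glaucoma count was 13 without the female naïve retina pool, 13 without the male naïve retina pool, 15 without the female 3 D glaucoma retina pool, 14 without the male 3 D glaucoma retina pool, 18 without the female 6 W glaucoma retina pool and 18 without the male 6 W glaucoma retina pool.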

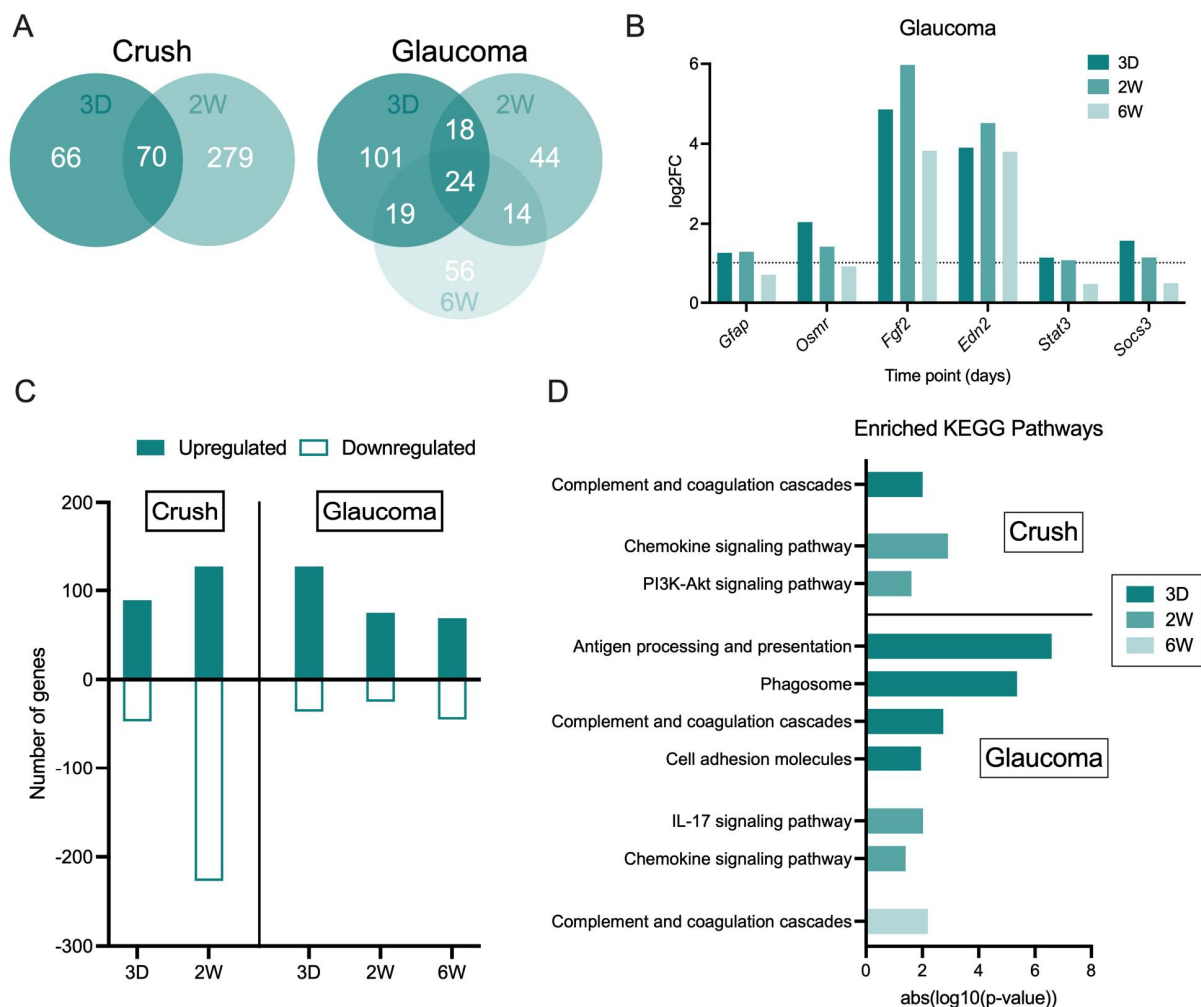

**Figure S6.** Differential responses to crush and glaucoma in the retina. **(A)** Venn diagrams showing relationships of retinal tissue gene responses to ON crush (left) and bead-induced glaucoma (right). **(B)** Upregulation of stress response genes in the retina at early time points of the glaucoma model. Dotted line indicates significance threshold of  $\log_2FC > 1$ . **(C)** Number of up/down genes in retinal tissue at each crush and glaucoma time point. **(D)** KEGG pathway analysis of UON and MON DEGs at different time points following ON crush and IOP elevation.

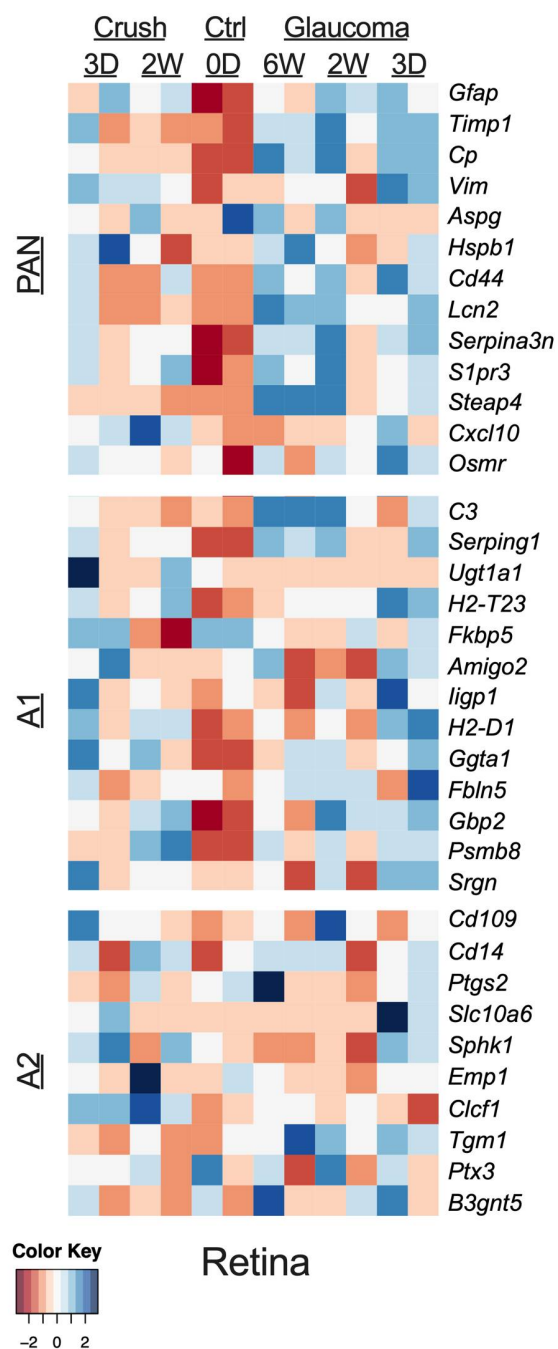

**Figure S7.** A1/A2-specific gene signatures in the retina. Heatmap showing PAN-reactive, A1-specific, and A2-specific astrocyte markers in naïve and injured retinal tissue.

**Table S2:** Animals used in this study.

| <u>Strain</u>                                                                           | <u>Treatment(s)</u> | <u>Time Point(s)</u> | <u>N Animals (+ Sex)</u> | <u>Eye (OS/OD)</u> |
|-----------------------------------------------------------------------------------------|---------------------|----------------------|--------------------------|--------------------|
| C57BL/6 (B6)                                                                            | Naïve               | 0D                   | 4 (2M, 2F)               | OS                 |
|                                                                                         | ON Crush            | 3D                   | 4 (2M, 2F)               | OS                 |
|                                                                                         |                     | 2W                   | 4 (2M, 2F)               | OS                 |
|                                                                                         | Glaucoma            | 3D                   | 4 (2M, 2F)               | OS                 |
|                                                                                         |                     | 2W                   | 4 (2M, 2F)               | OS                 |
|                                                                                         |                     | 6W                   | 4 (2M, 2F)               | OS                 |
| Wild-type (non-fluorescent)<br>FVB/N-Tg(GFAP-GFP)14Mes<br>littermate mice (WT GFAP-GFP) | Naïve               | 0D                   | 3F                       | OS and OD          |

**Table S3.** qPCR primers used in this study.

| <u>Gene</u>       | <u>Forward Sequence (5' - 3')</u> | <u>Reverse Sequence (5' - 3')</u> |
|-------------------|-----------------------------------|-----------------------------------|
| <i>Actb</i>       | ACCTTCTACAATGAGCTGCG              | CTGGATGGCTACGTACATGG              |
| <i>Gapdh</i>      | CCAATGTGTCCGTCGTGGATC             | GCTTCACCACCTTCTTGATGTC            |
| <i>Rpl19</i>      | TCACAGCCTGTACCTGAA                | TCGTGCTTCCTTGGTCTTAG              |
| <i>Gfap</i>       | CAGAGGAGTGGTATCGGTCTAA            | GATAGTCGTTAGCTTCGTGCTT            |
| <i>Ptx3</i>       | GACTTCATCCACCGAGGAC               | CATGCCCTCCCGCATCT                 |
| <i>Sphk1</i>      | GGAGACTGCCATCCAGAAAC              | GGTCTTCATTAGTCACCTGCTC            |
| <i>Stat3</i>      | TGCTGCCCCGTACCTGAAGA              | GGACATCGGCAGGTCAATGGTATTG         |
| <i>C3</i>         | TGGAGAAAGCAGTGATGGTAAG            | GTCCACAGTGAAGATCCGATATAA          |
| <i>Serping1</i>   | ACAGCCCCCTCTGAATTCTT              | GGATGCTCTCCAAGTTGCTC              |
| <i>C1qa</i>       | TGGAGCATCCAGTTTGATCG              | TGTCCATACTAGGGTCATGGT             |
| <i>Il1a</i>       | GCTTGAGTCGGCAAAGAAATC             | GAGAGATGGTCAATGGCAGAA             |
| <i>Ptk2 (FAK)</i> | CGATGAGGAAGACACATACACC            | TCCAAACTGACCTTCTCCAATAC           |
| <i>Rock1</i>      | CAGACCTCACAGCTTGCTAAT             | GCTCATCTCTGTGTGACTCTTC            |
| <i>Rock2</i>      | GAGATGAGTGCAGCAGCTATTA            | TCATGATCTCCGCCAACTTATT            |
| <i>Piezo2</i>     | GGGCACCTGATTGGACTTTA              | GTCTGTCTGGATAACGGACTTG            |
| <i>Sox2</i>       | AACGGCAGCTACAGCATGATGC            | CGAGCTGGTCATGGAGTTGTAC            |

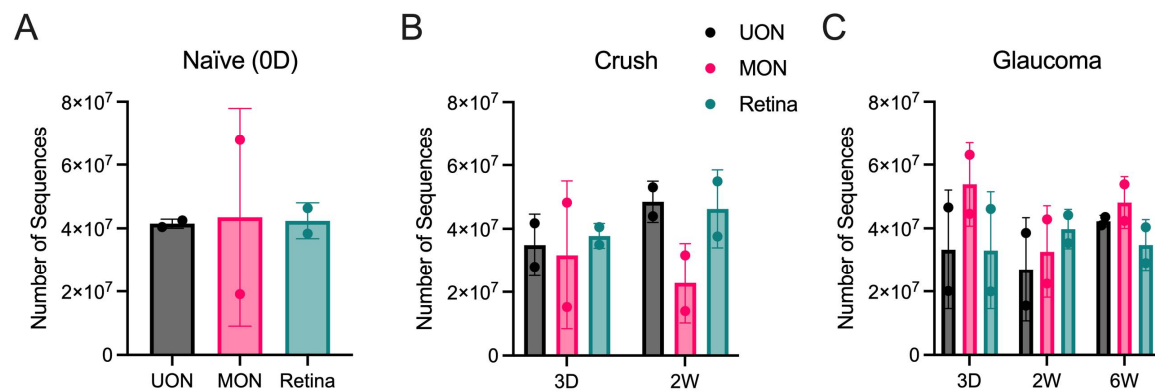

**Figure S8.** Total number of sequences. (A-C) Number of sequences for each naïve (A), ON crush (B), and glaucoma model (C) RNA-seq samples included in the study. Dots represent number of sequences for a single, pooled, replicate and error bars indicate standard deviation. 3D, three days; 2W, two weeks; 6W, six weeks.

How the deposited data were processed for this re-analysis (not part of the article)

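Bulk RNA-seq was measured in 36 libraries from UON, MON and retina of C57BL/6 mice, 12 for each tissue. The groups were naïve mice, mice at 3 D and 2 W after optic nerve crush, and mice at 3 D, 2 W and 6 W after microbead injection. Each group of each tissue was 1 library from 2 female mice and 1 from 2 male mice, so n = 2 pools throughout, and a pool stands for both its mice and its sex. Library labels were read from the sample titles, which give tissue, treatment, time and sex for all 36. Xist and the Y chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y matched the labelled sex in 36 of 36.

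The authors aligned pairs of 150 base reads to GRCm38 with HISAT2 v2.2.1 and assembled them with StringTie v1.3.0 on Gencode M25. The authors made the deposited estimated counts per gene and per transcript with the count script that StringTie provides, from the coverage and length of each transcript, rounded up and without normalization. The deposited FPKM per gene are the authors' StringTie values, fragments per kilobase of transcript scaled to the mapped fragments of the library. The deposited TPM per gene are also StringTie values by the authors, scaled so that each library has one total. A few FPKM and TPM of some libraries lay just below 0 and were set to 0. Strand and the read length given to that script are not named in the paper's text. Genes with 1 transcript gave 74.8 to 74.9 bases per count (medians of libraries), so a read of 150 bases adds about 2 counts and a pair of reads about 4.

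The gene count table holds 55487 genes. The main analysis used edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1, the limits of the paper. The 6 naïve libraries were fitted together with tissue and sex as terms for 3 regional comparisons. For each tissue and model the naïve libraries and all times of that model were fitted together with group and sex, 6 libraries for crush and 8 for glaucoma, for 15 comparisons with naïve and 6 comparisons of the sexes. For 15 differences in response between 2 tissues, the interaction of tissue and time was tested on the libraries of both tissues. Regional enrichment followed the paper: a gene called higher in 1 tissue than in each of the other 2.

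Gene lists were tested with limma 3.58.1, by camera on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, and by the rotation test fry beside it. Both were adjusted by Benjamini-Hochberg over 756 tests, and tests of list differences between tissues over 645. Lists with fewer than 3 tested genes were left out. From the paper came the lists of RGC markers, retinal stress genes, PAN-reactive, A1 and A2 astrocyte genes and ECM attachment genes. Lists written for this work were among others cell cycle, TGF-beta genes, cholesterol synthesis, immediate early genes, housekeeping genes and markers of microglia, photoreceptors, other retinal neurons, oligodendrocytes and myelin, astrocytes, endothelium, fibroblasts of sclera and meninges, melanocytes and pigment epithelium, blood, skeletal muscle, and neutrophils and monocytes. All of these lists, the main tests and the alternatives below except where marked were fixed before the data were examined. A list of surface epithelium genes was added after those genes had been seen. Integrin subunits, laminin chains and collagen chains were taken by their symbols, for the paper's sentences on them. Reactome sets shipped with fgsea 1.28.0 were matched by Entrez number (84.1 to 100% of genes), among them Cell Cycle, Extracellular matrix organization, Integrin cell surface interactions, Laminin interactions, Cholesterol biosynthesis, Axon guidance, Signaling by TGF-beta Receptor Complex, Visual phototransduction, Neuronal System, Cytokine Signaling in Immune system, Complement cascade, Apoptosis, Innate Immune System, Interferon Signaling and Translation. The KEGG terms of the paper were not tested, since that annotation was not among the references used here.

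Genes were named by the following rule: every gene that the paper's text, legends or lists name as expressed or changed (175), and for each regional, UON and MON comparison the 1 gene with an official symbol with the largest log2 fold change in each direction among those called and changed the same way in both sexes. Values in the paper's tables had then been seen. Genes outside the rule are marked where they are named. Coordinates are those of the authors' StringTie tables on GRCm38.

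CPM given as means ± SD, and limits of 10 CPM, use the TMM factors of the fit concerned, and other CPM and the figures use factors over all 36 libraries. Naïve marker levels are means and SDs of the deposited FPKM over 2 pools, with log2 differences at a pseudocount of 1. Principal components used the limits of the paper, with genes selected anew for each set of libraries where the paper selected them once over all its samples: genes with an FPKM of at least 1 in some library, a variance over 1.5 times its Lowess prediction, and standardized values. Overlaps of called genes share their naïve libraries, so 10 simulations of unchanged groups with fitted means and dispersions gave the overlap, the number of calls and the Pearson r that arise without any change. The means and dispersions were those of the glaucoma fit of each tissue, also for crush. Biological coefficients of variation were 0.561, 0.545 and 0.363 in those fits and 0.654, 0.464 and 0.342 in the crush fits of UON, MON and retina. There DESeq2 was given only genes past the filter on low counts, unlike on the data.

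Library totals ran from 16.2 to 78.1 M counts (median 43.4 M). Fits had 2 residual degrees of freedom for the naïve and crush libraries and 3 for the glaucoma libraries, and biological coefficients of variation from 0.342 to 0.654. Tested on simulated data with 200 genes at a log2 fold change of 3, edgeR called 85 to 144 of them, having tested 184 to 197, and DESeq2 1.42.0 with the model of the paper called 120 to 149 of the 200.

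The alternatives were DESeq2 with the model of the paper, DESeq-type size factors in edgeR (RLE), no filter on low counts, a fit without sex, all libraries in one fit, counts thinned to the smallest library of the fit, leaving out each library in turn, fry in place of camera, and for differences between tissues a block for each pool across its tissues. For FPKM they were TPM, TMM-normalized CPM, a pseudocount of 0.1, values of at least 1 only, and for principal components log2 values, all genes and no filter. The total of the transcript table was set against that of the gene table. Counts divided by 4 were added after the data had been seen. The paper has all 3 tissues dissected from each animal, and residuals of such libraries were compared over 30083 genes. Their mean Pearson r was 0.0354 for UON and MON against -7.01e-04 for other pairs, -0.00238 against 0.00419 for UON and retina, and -0.00482 against 0.00935 for MON and retina; genes are not independent replicates. The paper's qPCR, IOP and imaging data were not analysed here, nor were reads, since only tables were used.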

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

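The tests of counting noise and of scaling for Kif22, Cenpa and Knstrn and the tests on surface epithelium were chosen only after the results were seen, while the tests of depth were planned.

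Genes whose response to crush differed between tissues were counted from the interaction of tissue and time. For MON minus UON edgeR gave 3 genes at 3 D, for retina minus UON 3 at 3 D and 18 at 2 W, and for retina minus MON 224 and 158. DESeq2 gave 300, 140, 423, 1508 and 1107 in the same order. The 3 MON minus UON genes, named after their values were seen, had differences of Esm1 4.37 (standard error 0.49, edgeR adjusted p = 0.0253), Gm3226 -7.44 (standard error 0.86, edgeR adjusted p = 0.0253) and Igf2 -6.39 (standard error 0.74, edgeR adjusted p = 0.0253). The 3 retina minus UON genes at 3 D, also named after their values were seen, were Kif22 -5.40 (standard error 0.52, edgeR adjusted p = 0.043), Cenpa -5.73 (standard error 0.58, edgeR adjusted p = 0.043) and Knstrn -6.10 (standard error 0.66, edgeR adjusted p = 0.0465). With each pool as a block across tissues, the edgeR adjusted p of each of these 3 genes was 0.12, so their calls were lost. The small counts moved when single libraries were left out. The MON minus UON count was 5 without the female naïve UON pool, 5 without the male naïve UON pool, 5 without the female 3 D crush UON pool, 12 without the male 3 D crush UON pool, 11 without the female naïve MON pool, 5 without the male naïve MON pool, 17 without the female 3 D crush MON pool and 0 without the male 3 D crush MON pool. For retina minus UON it was 0 without the female naïve UON pool, 0 without the male naïve UON pool, 0 without the male 3 D crush UON pool, 0 without the female naïve retina pool, 1 without the male naïve retina pool, 0 without the female 3 D crush retina pool and 0 without the male 3 D crush retina pool at 3 D, and 11 without the male naïve UON pool, 1225 without the female 2 W crush UON pool, 35 without the male 2 W crush UON pool, 3 without the female naïve retina pool, 5 without the male naïve retina pool, 4 without the female 2 W crush retina pool and 5 without the male 2 W crush retina pool at 2 W.

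For retina minus MON at 3 D the count was 140 without the male naïve MON pool, 856 without the female 3 D crush MON pool, 57 without the male 3 D crush MON pool, 84 without the female naïve retina pool, 86 without the male naïve retina pool, 37 without the female 3 D crush retina pool and 68 without the male 3 D crush retina pool. At 2 W it was 67 without the female 2 W crush MON pool, 251 without the male 2 W crush MON pool, 61 without the female naïve retina pool, 56 without the male naïve retina pool, 26 without the female 2 W crush retina pool and 35 without the male 2 W crush retina pool. With every library thinned to the depth of the smallest, the counts were 3 for MON minus UON at 3 D, 3 and 14 for retina minus UON at 3 D and 2 W, and 266 and 179 for retina minus MON, which argues against a difference in depth between libraries as their source. For Kif22, Cenpa and Knstrn the lowest count in a UON or retina library was 19, about 4 counts making a read pair, and Poisson noise on the counts divided by 4 gives their differences an SD of at most 0.40, far under their size, which argues against counting noise at a low level. With RLE in place of TMM the retina minus UON count at 3 D was 1, since their adjusted p values lie near 0.05, but the 3 differences moved by at most 0.06, to -5.34, -5.68 and -6.04. The median over all genes moved by 0.05, so RLE and TMM are nearly alike here. This covers the choice between them and does not test scaling as the source. Each tissue holds other cell types, and whether the same cells respond differently or other cells respond was not tested; a difference between the tissues themselves stays open for all 5 counts.

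Of 645 differences of gene lists between tissues, 188 passed an adjusted p of 0.05 by camera and 27 by both camera and fry. They are given as median log2 differences, with the camera and the fry adjusted p in parentheses. For MON minus UON, the A2 astrocyte list had 1.34 (2.77e-05 and 0.0276) at 3 D of crush. At 2 W of crush the ECM attachment genes had 1.72 (3.32e-06 and 0.0323), the Reactome sets Extracellular matrix organization 1.06 (3.53e-10 and 0.0166), Integrin cell surface interactions 1.40 (9.07e-09 and 0.0166) and Laminin interactions 1.46 (6.64e-07 and 0.0204), integrin subunits 0.81 (0.0153 and 0.0166) and collagen chains 1.37 (4.51e-06 and 0.0193). At 2 W of glaucoma the sets Cytokine Signaling in Immune system and Interferon Signaling had 0.63 (2.44e-07 and 0.0455) and 0.89 (3.37e-10 and 0.0226). For retina minus UON, cell cycle genes had -4.21 (3.53e-34 and 0.0166) at 3 D of crush and -3.28 (2.36e-23 and 0.0455) at 3 D of glaucoma, the set Cell Cycle -0.30 (2.58e-07 and 0.0166) at 3 D of crush, and the retinal stress genes 1.70 (1.64e-08 and 0.0455) at 2 W of glaucoma. For retina minus MON at 3 D of crush, cell cycle genes had -4.47 (9.60e-32 and 0.0166), ECM attachment genes -0.99 (1.86e-04 and 0.0323) and Integrin cell surface interactions -0.71 (1.55e-04 and 0.0489).

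At 2 W of crush the retina minus MON values were 1.85 (1.55e-12 and 0.0455) for cholesterol synthesis, 1.68 (1.48e-11 and 0.0455) for the set Cholesterol biosynthesis, -1.31 (7.85e-09 and 0.0166) for ECM attachment genes, -0.59 (0.00866 and 0.0489) for TGF-beta genes, -0.89 (2.15e-12 and 0.0166) for Extracellular matrix organization, -1.19 (2.81e-10 and 0.0231) for Integrin cell surface interactions, -0.24 (0.00725 and 0.0489) for Axon guidance and -1.02 (8.47e-06 and 0.0323) for collagen chains. In glaucoma they were 1.01 (1.77e-04 and 0.0455) at 3 D and 0.92 (0.0011 and 0.0455) at 2 W for the retinal stress genes, and -2.06 (2.11e-04 and 0.0455) at 2 W for melanocytes and pigment epithelium. The ECM attachment and retinal stress lists are genes that the paper names as changed in these samples, so their differences are not independent evidence. The medians of the wider sets Cell Cycle and Axon guidance are small beside those of the shorter lists. These list differences were computed at one setting and with all libraries, so what single libraries add to them was not tested, and technical explanations for them were tested only as far as the gene counts above.

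Genes of surface epithelium (keratins and others, a list written after some of them had been seen) were far above the naïve level in single pools, in data the paper does not discuss. In MON at 2 W of glaucoma their median log2 ratio to the naïve pool of the same sex was 6.71 in the male pool and 0.08 in the female pool. At 6 W it was 8.69 in the female and 0.19 in the male pool, and in retina at 2 W of crush 3.67 in the male and -0.50 in the female pool. The list summed to 3508 CPM in the male 2 W and 4352 in the female 6 W MON pool, against 19 and 27.4 in the other pool of each group, and to 39.5 CPM in the retina pool. The other pool of each group did not share the rise. The genes were noticed in single pools, so these values restate that and do not test the injury as their source. In the male 2 W MON pool Krt15 had 1567 CPM and Krt4 342, and in the female 6 W pool 902 and 768. Of the 20 genes 3 and 10 exceeded 1 CPM in the naïve MON pools. Cells of a surface epithelium carried into the MON pools during dissection are a candidate explanation that fits these values, on the same pools in which the genes had been noticed. For the retina pool the summed level is low, and the same explanation rests on few counts per gene. In UON the list lay below the naïve pools after crush, with medians of -1.21 and -2.37 in the female and male pools at 3 D and -0.89 and -2.86 at 2 W. In glaucoma UON they were -0.29 and -1.91 at 3 D, -0.57 and 0.43 at 2 W, and 0.28 and -3.94 at 6 W. Whether the naïve UON pools held such cells was not tested. Nor was it tested whether the eye surface of these mice differed.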

How the results depend on the processing

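Counts divided by 4 were chosen only after the results were seen; the other settings were planned. In this part 'against' gives the value with TMM, the filter on low counts and edgeR, and a call is an adjusted p under 0.05 with a log2 fold change beyond 1. A count is taken as kept where it stayed within 1.5 times.

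The naïve comparisons were kept under most settings. UON against retina gave 7505 genes and MON against retina 6532, and both were kept with DESeq2, RLE, no filter, equal depth, no replicate block, counts divided by 4 and all 36 libraries in one fit. UON against MON was kept under these except with DESeq2, 3693 (against 2281). With each naïve library left out the 3 counts ran from 1786 to 2777 for UON against MON, 6339 to 7703 for UON against retina and 5574 to 6136 for MON against retina. The genes enriched in UON (872), MON (639) and retina (1979) were kept in number under the same settings, with 629 to 1072, 513 to 599 and 1498 to 1831 with a library left out. The RGC markers called at 2 W of crush (5) were kept in number under these settings (5 to 7 with a library left out). None of the 8 markers was called in glaucoma at any time under any setting, and at 3 D of crush DESeq2 called 1 and leaving out a library gave 0 to 1. The median library total was the same in the gene and the transcript table.

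DESeq2 with the model of the paper moved each injury count by the most genes, although as a ratio the MON crush counts moved further when the female naïve MON pool was left out. DESeq2 called 210 and 519 at 3 D and 2 W of crush in UON (against 0 and 6), 126, 75 and 33 at 3 D, 2 W and 6 W of glaucoma in UON (against 0, 0 and 0), 2368 and 1729 at 3 D and 2 W of crush in MON (against 852 and 544), 445, 513 and 68 at 3 D, 2 W and 6 W of glaucoma in MON (against 0, 0 and 0), 136 and 346 at 3 D and 2 W of crush in retina (against 5 and 71) and 161, 101 and 114 at 3 D, 2 W and 6 W of glaucoma in retina (against 1, 0 and 2). In simulated unchanged groups DESeq2 called a mean of 46.9 genes per comparison in UON, 43.7 in MON and 27.3 in retina, and edgeR 2.1, 2.5 and 2.4, so part of the gap may come from calls that unchanged groups give. For crush these numbers are less apt, as the simulated groups had the spread of the glaucoma fits.

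For differences between tissues DESeq2 gave 300 and 617 at 3 D and 2 W of crush for MON minus UON (against 3 and 0), 62, 119 and 31 at 3 D, 2 W and 6 W of glaucoma for MON minus UON (against 0, 0 and 0), 140 and 423 at 3 D and 2 W of crush for retina minus UON (against 3 and 18), 109, 61 and 56 at 3 D, 2 W and 6 W of glaucoma for retina minus UON (against 0, 0 and 0), 1508 and 1107 at 3 D and 2 W of crush for retina minus MON (against 224 and 158) and 116, 175 and 244 at 3 D, 2 W and 6 W of glaucoma for retina minus MON (against 0, 0 and 0). Comparing the sexes it gave 77 in UON crush (against 4), 26 in MON crush (against 11), 42 in retina crush (against 8), 34 in UON glaucoma (against 4), 46 in MON glaucoma (against 8) and 26 in retina glaucoma (against 8).

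Counts of shared genes with DESeq2, each against 0 unless given, were 146 for UON and MON at 3 D of crush, 32 for UON and MON at 3 D of glaucoma, 5 for UON and MON at 2 W of glaucoma, 4 for all 3 tissues at 3 D of crush, 27 for all 3 tissues at 2 W of crush, 4 for all 3 tissues at 3 D of glaucoma, 28 for UON and MON but not retina at 3 D of glaucoma, 54 for 3 D and 2 W of crush in UON, 19 for 3 D and 2 W of glaucoma in UON, 5 for all 3 times of glaucoma in UON, 14 for 3 D and 2 W but not 6 W of glaucoma in UON, 90 for crush and glaucoma at any time in UON, 160 for 3 D and 2 W of glaucoma in MON, 21 for all 3 times of glaucoma in MON, 139 for 3 D and 2 W but not 6 W of glaucoma in MON, 603 for crush and glaucoma at any time in MON, 191 for UON and MON at 2 W of crush (against 6) and 988 for 3 D and 2 W of crush in MON (against 317). Genes changed with DESeq2, against 0, were 203 for glaucoma at any time in UON, 113 for glaucoma and not crush at any time in UON, 826 for glaucoma at any time in MON and 223 for glaucoma and not crush at any time in MON. The cause of the differences between the tools beyond the simulated calls was not tested.

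Without the filter on low counts, edgeR called 35 and 55 at 3 D and 2 W of crush in UON (against 0 and 6), 27 and 2 at 3 D and 6 W of glaucoma in UON (against 0 and 0), 2110 and 1481 at 3 D and 2 W of crush in MON (against 852 and 544), 58, 64 and 8 at 3 D, 2 W and 6 W of glaucoma in MON (against 0, 0 and 0), 53 and 174 at 3 D and 2 W of crush in retina (against 5 and 71) and 15, 17 and 21 at 3 D, 2 W and 6 W of glaucoma in retina (against 1, 0 and 2). For differences between tissues it gave 375 and 615 at 3 D and 2 W of crush for MON minus UON (against 3 and 0), 5 and 1 at 3 D and 6 W of glaucoma for MON minus UON (against 0 and 0), 5 and 42 at 3 D and 2 W of crush for retina minus UON (against 3 and 18), 2 at 2 W of glaucoma for retina minus UON (against 0), 944 and 648 at 3 D and 2 W of crush for retina minus MON (against 224 and 158) and 3, 3 and 8 at 3 D, 2 W and 6 W of glaucoma for retina minus MON (against 0, 0 and 0). Comparing the sexes it gave 8 in UON crush (against 4), 72 in MON crush (against 11), 18 in retina crush (against 8), 12 in UON glaucoma (against 4), 23 in MON glaucoma (against 8) and 18 in retina glaucoma (against 8). The cause was not tested.

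Shared genes without the filter, each against 0 unless given, were 30 for UON and MON at 3 D of crush, 2 for UON and MON at 3 D of glaucoma, 4 for all 3 tissues at 2 W of crush, 2 for UON and MON but not retina at 3 D of glaucoma, 4 for 3 D and 2 W of crush in UON, 16 for crush and glaucoma at any time in UON, 26 for 3 D and 2 W of glaucoma in MON, 3 for all 3 times of glaucoma in MON, 23 for 3 D and 2 W but not 6 W of glaucoma in MON, 90 for crush and glaucoma at any time in MON, 36 for UON and MON at 2 W of crush (against 6) and 926 for 3 D and 2 W of crush in MON (against 317). Genes changed, against 0, were 28 for glaucoma at any time in UON, 12 for glaucoma and not crush at any time in UON, 97 for glaucoma at any time in MON and 7 for glaucoma and not crush at any time in MON. For these the cause was not tested either.

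With all 12 libraries of a tissue in one fit, which shares one spread between the models and raises the residual degrees of freedom, the counts were 5 and 28 at 3 D and 2 W of crush in UON (against 0 and 6), 1 at 3 D of glaucoma in UON (against 0), 1480 and 1050 at 3 D and 2 W of crush in MON (against 852 and 544), 5, 7 and 2 at 3 D, 2 W and 6 W of glaucoma in MON (against 0, 0 and 0), 0 at 3 D of crush in retina (against 5) and 2 at 3 D of glaucoma in retina (against 1). Shared genes, each against 0 unless given, were 5 for UON and MON at 3 D of crush, 3 for all 3 tissues at 2 W of crush, 1 for 3 D and 2 W of crush in UON, 1 for crush and glaucoma at any time in UON, 5 for 3 D and 2 W of glaucoma in MON, 2 for all 3 times of glaucoma in MON, 3 for 3 D and 2 W but not 6 W of glaucoma in MON, 6 for crush and glaucoma at any time in MON, 23 for UON and MON at 2 W of crush (against 6) and 566 for 3 D and 2 W of crush in MON (against 317), and genes changed, against 0, 1 for glaucoma at any time in UON, 7 for glaucoma at any time in MON and 1 for glaucoma and not crush at any time in MON.

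The pools are paired by sex across groups and by mice across tissues. Without the sex term the counts were 1352 and 951 at 3 D and 2 W of crush in MON (against 852 and 544), 12 at 3 D of crush in retina (against 5) and 2 and 1 at 3 D and 2 W of glaucoma in retina (against 1 and 0), and 558 for 3 D and 2 W of crush in MON (against 317). With each pool as a block across its tissues, the differences were 10 and 23 at 3 D and 2 W of crush for MON minus UON (against 3 and 0), 1 at 2 W of glaucoma for MON minus UON (against 0) and 0 and 11 at 3 D and 2 W of crush for retina minus UON (against 3 and 18). Blocked values changed no other count by over 1.5 times. The cause was not tested.

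With every library thinned to the depth of the smallest in the fit, the injury counts that left the range were 2 at 3 D of crush in UON (against 0) and 0 at 6 W of glaucoma in retina (against 2). Differences between tissues were 1 at 3 D of glaucoma for retina minus UON (against 0) and 3 at 6 W of glaucoma for retina minus MON (against 0), sex counts 2 in UON glaucoma (against 4) and 5 in MON glaucoma (against 8), and shared genes, against 0, 1 for UON and MON at 3 D of crush and 1 for all 3 tissues at 2 W of crush. With RLE the differences were 1 at 3 D of crush for retina minus UON (against 3) and 1 at 6 W of glaucoma for retina minus MON (against 0), and every other count was kept. With counts divided by 4, close to read pairs, the injury counts were 2 at 3 D of crush in UON (against 0) and 12 at 3 D of crush in retina (against 5). Differences were 0 at 3 D of crush for MON minus UON (against 3), 418 and 262 at 3 D and 2 W of crush for retina minus MON (against 224 and 158) and 3 at 6 W of glaucoma for retina minus MON (against 0), sex counts 1 in UON crush (against 4) and 5 in MON glaucoma (against 8), and shared genes, against 0, 1 for UON and MON at 3 D of crush. Fewer counts leave fewer genes past the filter, and no other cause was tested.

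With 1 library of the groups compared left out, an arm of 1 pool remains, and it is assumed to vary like the other groups. The injury counts then ranged from 4 to 22 and 16 to 42 for UON at 3 D and 2 W of crush and 0 to 5, 1 to 3 and 0 to 2 for UON at 3 D, 2 W and 6 W of glaucoma; 19 to 2048 and 17 to 1549 for MON at 3 D and 2 W of crush and 0 to 23, 0 to 82 and 0 to 39 for MON at 3 D, 2 W and 6 W of glaucoma; 29 to 84 and 94 to 186 for retina at 3 D and 2 W of crush and 3 to 13, 0 to 13 and 0 to 25 for retina at 3 D, 2 W and 6 W of glaucoma. For MON at 3 D of crush the lowest was without the female naïve MON pool and the highest without the female 3 D crush MON pool, and at 2 W the lowest was without the female naïve MON pool and the highest without the male 2 W crush MON pool. Sex counts ranged from 0 to 14 in UON crush, 11 to 260 in MON crush, 23 to 46 in retina crush, 2 to 10 in UON glaucoma, 7 to 30 in MON glaucoma and 8 to 18 in retina glaucoma.

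Differences between tissues, with a library left out, ranged from 0 to 17 and 0 to 1287 for MON minus UON at 3 D and 2 W of crush and 0 to 47, 0 to 2 and 0 to 3 for MON minus UON at 3 D, 2 W and 6 W of glaucoma; 0 to 2 and 3 to 1225 for retina minus UON at 3 D and 2 W of crush and 0 to 11, 0 to 3 and 0 to 2 for retina minus UON at 3 D, 2 W and 6 W of glaucoma; 37 to 856 and 26 to 251 for retina minus MON at 3 D and 2 W of crush and 0 to 24, 0 to 29 and 0 to 54 for retina minus MON at 3 D, 2 W and 6 W of glaucoma. Shared genes ranged from 0 to 11 for UON and MON at 3 D of crush, 3 to 16 for UON and MON at 2 W of crush, 0 to 0 for UON and MON at 3 D of glaucoma, 0 to 0 for UON and MON at 2 W of glaucoma, 0 to 0 for all 3 tissues at 3 D of crush, 0 to 2 for all 3 tissues at 2 W of crush, 0 to 0 for all 3 tissues at 3 D of glaucoma, 0 to 0 for UON and MON but not retina at 3 D of glaucoma, 0 to 6 for 3 D and 2 W of crush in UON, 0 to 1 for 3 D and 2 W of glaucoma in UON, 0 to 1 for all 3 times of glaucoma in UON, 0 to 0 for 3 D and 2 W but not 6 W of glaucoma in UON, 0 to 2 for crush and glaucoma at any time in UON, 6 to 551 for 3 D and 2 W of crush in MON, 0 to 1 for 3 D and 2 W of glaucoma in MON, 0 to 1 for all 3 times of glaucoma in MON, 0 to 0 for 3 D and 2 W but not 6 W of glaucoma in MON and 0 to 21 for crush and glaucoma at any time in MON. Genes changed ranged from 0 to 5 for glaucoma at any time in UON, 0 to 5 for glaucoma and not crush at any time in UON, 0 to 82 for glaucoma at any time in MON and 0 to 66 for glaucoma and not crush at any time in MON. Why single pools move these counts was not tested.

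Log2 differences of naïve marker FPKM over retina were, for Gja1, 7.96 in UON and 5.73 in MON, for Mbp in MON 10.61, for Cd68 3.09 and 3.72, and for Flt1 -0.75 and -0.99. Those that moved by more than the SD between pools were, as TPM, 8.34 for Gja1 in UON, 10.62 for Mbp in MON and 3.47 for Cd68 in UON; as TMM-normalized CPM, 8.76 for Gja1 in UON, 6.56 for Gja1 in MON, 10.57 for Mbp in MON, 3.46 for Cd68 in UON, -0.44 for Flt1 in UON and -0.63 for Flt1 in MON; and with a pseudocount of 0.1, 8.50 for Gja1 in UON, 6.27 for Gja1 in MON, 10.67 for Mbp in MON, 3.66 for Cd68 in UON, 4.32 for Cd68 in MON and -1.11 for Flt1 in MON. None changed sign. With a library left out they ranged from 1.85 to 2.61 for Gja1 in UON minus MON, 7.83 to 8.08 for Gja1 in UON minus retina, 5.35 to 6.11 for Gja1 in MON minus retina, -2.52 to -2.02 for Mbp in UON minus MON, 8.09 to 8.59 for Mbp in UON minus retina, 10.5 to 10.7 for Mbp in MON minus retina, -0.88 to -0.39 for Cd68 in UON minus MON, 2.84 to 3.34 for Cd68 in UON minus retina, 3.52 to 3.92 for Cd68 in MON minus retina, 0.12 to 0.35 for Flt1 in UON minus MON, -0.87 to -0.63 for Flt1 in UON minus retina and -1.02 to -0.95 for Flt1 in MON minus retina, and none of these crossed 0. The nearest library in the principal components was of the same tissue for 100 to 100% of libraries with crush and 100 to 100% with glaucoma, and for 80 to 80% among the naïve libraries, where the lone pool of a tissue has no partner.

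Of the gene list tests, 283 passed by camera, 86 by fry, and 255 to 291 with a library left out. Fry assumes no correlation in advance, and with 2 pools per group it has few degrees of freedom. Over lists and comparisons, fry left 253 unchanged in direction and call, 131 lost a call of 384; RLE 383 unchanged in direction and call, 1 lost a call of 384; no replicate block 378 unchanged in direction and call, 2 gained a call, 4 lost a call of 384; all libraries in one fit 370 unchanged in direction and call, 9 gained a call, 5 lost a call of 384; equal depth 369 unchanged in direction and call, 9 gained a call, 6 lost a call of 384; counts divided by 4 352 unchanged in direction and call, 23 gained a call, 9 lost a call of 384; no filter 354 unchanged in direction and call, 15 gained a call, 15 lost a call of 384; and a library left out 1314 unchanged in direction and call, 61 gained a call, 151 lost a call, 10 changed sign of 1536.

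Medians of lists that changed sign with a library left out were all in glaucoma comparisons, and are given as their range over the libraries left out. The female 3 D glaucoma UON pool turned those of oligodendrocytes and myelin (-0.58 to 1.57), cholesterol synthesis (-0.28 to 0.39), ECM attachment genes (-0.69 to 0.43) and Extracellular matrix organization (-0.33 to 0.36) at 3 D in UON. The male 2 W glaucoma UON pool turned those of cell cycle (-0.52 to 0.37) and photoreceptors (-0.41 to 3.81) at 2 W in UON, and the male 6 W pool those of microglia (-0.11 to 0.86) and collagen chains (-0.62 to 0.07) at 6 W. In MON the female naïve pool turned that of cell cycle at 6 W (-0.31 to 1.11), and the male 3 D glaucoma pool that of photoreceptors at 3 D (-2.32 to 0.38). The cause was not tested for these lists.

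Named genes whose log2 fold change changed sign are given in the same way. Without the female naïve UON pool it turned for Purb from naïve UON over MON (-3.60 to 15.61), for Purb over retina (-6.35 to 12.85) and for Kctd12 over retina (-10.28 to 14.61). In MON crush it turned without the female naïve MON pool for mt-Atp8 at 3 D (-1.88 to 15.36) and mt-Nd1 at 2 W (-11.28 to 1.64). For mt-Co1 at 2 W (-21.89 to 20.44) it turned without the male naïve pool, 20.44, and without the male 2 W crush pool, 16.91. Counts of these genes alternate between libraries. Over named genes and comparisons, DESeq2 left 799 unchanged in direction and call, 651 gained a call, 15 lost a call of 1465; no filter 1189 unchanged in direction and call, 274 gained a call, 2 lost a call of 1465; RLE 1438 unchanged in direction and call, 11 gained a call, 16 lost a call of 1465; equal depth 1413 unchanged in direction and call, 19 gained a call, 24 lost a call of 1456; counts divided by 4 1356 unchanged in direction and call, 72 gained a call, 8 lost a call of 1436; no replicate block 1364 unchanged in direction and call, 82 gained a call, 19 lost a call of 1465; all 12 libraries of the tissue in one fit 654 unchanged in direction and call, 71 gained a call, 29 lost a call of 754; all 36 in one fit 611 unchanged in direction and call, 18 gained a call, 82 lost a call of 711; and a library left out 5012 unchanged in direction and call, 266 gained a call, 572 lost a call, 7 changed sign of 5857.

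Depth limits the pools at the low end, with 16.2 M counts in the male 2 W glaucoma UON pool, 16.3 M in the female 2 W crush MON pool and 17.8 M in the male naïve MON pool, each about 4 times its number of read pairs. Thinning to the smallest library of each fit left most counts within range, as given above. Which genes depth limits was not tested. Principal component distances moved under every setting, also where the genes used stayed the same.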

Differences from the paper's values

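Counts divided by 4 and the reading of the limit on variable genes as a ratio of log variances were chosen only after the results were seen; the other tests of this part were planned. Of 32 counts that the paper states and edgeR also gave here, 27 differed by over 1.5 times, and with DESeq2 and the model of the paper 3 of 31 did. For named genes that the paper called, 177 log2 fold changes were read from its spreadsheets. Of these, 0 differed from the values here in sign or beyond a limit set somewhat wider than the standard error. Both sets of values come from the same deposited counts, so close values were likely beforehand. In what follows an alternative is one set before the data were examined, and it reaches the paper's value where it lies within 1.5 times of it.

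For retina at 3 D and 2 W of crush the paper's counts are 136 and 349, and edgeR gave 5 and 71 (1437 and 2037 at an unadjusted p under 0.05, 1134 by chance). DESeq2 (136 and 346) reached the paper's values, while no filter (53 and 174), RLE (5 and 71), equal depth (5 and 77), no replicate block (12 and 103) and all 12 libraries in one fit (0 and 61) did not. No fit with a library left out reached them: 55 without the female naïve retina pool, 84 without the male naïve retina pool, 29 without the female 3 D crush retina pool and 54 without the male 3 D crush retina pool at 3 D, and 120 without the female naïve retina pool, 186 without the male naïve retina pool and 170 without the male 2 W crush retina pool at 2 W. For MON at 3 D and 2 W of crush the paper's counts are 2368 and 1693, and edgeR gave 852 and 544 (4195 and 3204 at an unadjusted p under 0.05, 999 by chance). DESeq2 (2368 and 1729) and no filter (2110 and 1481) reached the paper's values, while RLE (832 and 519), equal depth (762 and 470), no replicate block (1352 and 951) and all 12 libraries in one fit (1480 and 1050) did not. Of the fits with a library left out, 2048 without the female 3 D crush MON pool and 1549 without the male 2 W crush MON pool reached it and the others did not: 19 without the female naïve MON pool and 174 without the male naïve MON pool at 3 D, and 17 without the female naïve MON pool, 55 without the male naïve MON pool and 1106 without the female 2 W crush MON pool at 2 W. For UON at 3 D and 2 W of crush the paper's counts are 210 and 501, and edgeR gave 0 and 6 (657 and 1980 at an unadjusted p under 0.05, 1068 by chance). DESeq2 (210 and 519) reached the paper's values, while no filter (35 and 55), RLE (0 and 6), equal depth (2 and 7), no replicate block (0 and 6) and all 12 libraries in one fit (5 and 28) did not. No fit with a library left out reached them: 10 without the female naïve UON pool, 13 without the male naïve UON pool, 22 without the female 3 D crush UON pool and 4 without the male 3 D crush UON pool at 3 D, and 16 without the female naïve UON pool, 19 without the male naïve UON pool, 42 without the female 2 W crush UON pool and 29 without the male 2 W crush UON pool at 2 W.

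For MON at 3 D and 2 W of glaucoma the paper's counts are 427 and 493, and edgeR gave 0 and 0 (1854 and 2017 at an unadjusted p under 0.05, 1148 by chance). DESeq2 (445 and 513) reached the paper's values, while no filter (58 and 64), RLE (0 and 0), equal depth (0 and 0), no replicate block (0 and 0) and all 12 libraries in one fit (5 and 7) did not. No fit with a library left out reached them: 1 without the female naïve MON pool, 3 without the male naïve MON pool and 23 without the male 3 D glaucoma MON pool at 3 D, and 1 without the female naïve MON pool, 82 without the female 2 W glaucoma MON pool and 5 without the male 2 W glaucoma MON pool at 2 W. For UON at 3 D and 2 W of glaucoma the paper's counts are 129 and 69, and edgeR gave 0 and 0 (868 and 801 at an unadjusted p under 0.05, 1122 by chance). DESeq2 (126 and 75) reached the paper's values, while no filter (27 and 0), RLE (0 and 0), equal depth (0 and 0), no replicate block (0 and 0) and all 12 libraries in one fit (1 and 0) did not. No fit with a library left out reached them: 1 without the female naïve UON pool, 5 without the female 3 D glaucoma UON pool and 4 without the male 3 D glaucoma UON pool at 3 D, and 1 without the female naïve UON pool, 3 without the male naïve UON pool, 1 without the female 2 W glaucoma UON pool and 1 without the male 2 W glaucoma UON pool at 2 W.

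For genes shared between tissues after crush the paper gives 146 for UON and MON at 3 D, 188 for UON and MON at 2 W and 27 for all 3 tissues at 2 W. edgeR gave 0, 6 and 0 in that order. DESeq2 (146, 191 and 27) reached the paper's values, while no filter (30, 36 and 4), RLE (0, 6 and 0), equal depth (1, 7 and 1), no replicate block (0, 6 and 0) and all 12 libraries of a tissue in one fit (5, 23 and 3) did not, and no fit with a library left out did (0 to 11 for the first, 3 to 16 for the second and 0 to 2 for the third). By library these were 4 without the female naïve UON pool, 3 without the male naïve UON pool, 11 without the female 3 D crush UON pool and 1 without the male 3 D crush UON pool for UON and MON at 3 D, 13 without the female naïve UON pool, 13 without the male naïve UON pool, 14 without the female 2 W crush UON pool, 16 without the male 2 W crush UON pool and 3 without the female naïve MON pool for UON and MON at 2 W, and 2 without the female naïve UON pool, 2 without the male naïve UON pool, 2 without the female 2 W crush UON pool, 1 without the male 2 W crush UON pool, 1 without the male naïve retina pool and 1 without the female 2 W crush retina pool for all 3 tissues at 2 W. For genes changed in MON at 3 D and 2 W of crush the paper gives 977, and edgeR gave 317. DESeq2 (988) and no filter (926) reached it, while RLE (296), equal depth (263), no replicate block (558) and all 12 libraries in one fit (566) did not, and neither did a fit with a library left out, with 6 without the female naïve MON pool, 33 without the male naïve MON pool and 551 without the male 2 W crush MON pool among them.

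For shared genes in glaucoma the paper gives 3 for all 3 tissues at 3 D and 28 for UON and MON but not retina. It gives 14 for UON and 131 for MON at 3 D and 2 W, and 4 for UON and 18 for MON at all 3 times. The 14 and 131 were read here as genes not called at 6 W, which the paper's text does not state. Whatever the call at 6 W, DESeq2 gave 19 in UON and 160 in MON. edgeR gave 0, 0, 0, 0, 0 and 0 in that order. The comparisons behind these had 868, 801 and 451 genes in UON at an unadjusted p under 0.05, 1854, 2017 and 1127 in MON and 1418 in retina at 3 D, where chance would give 1122, 1148 and 1165 per comparison. DESeq2 (4, 28, 14, 139, 5 and 21) reached the paper's values, while no filter (0, 2, 0, 23, 0 and 3), RLE (0, 0, 0, 0, 0 and 0), equal depth (0, 0, 0, 0, 0 and 0), no replicate block (0, 0, 0, 0, 0 and 0) and all 12 libraries of a tissue in one fit (0, 0, 0, 3, 0 and 2) did not. Leaving out single libraries, the counts stayed at 0, except 1 without the female naïve UON pool for UON at all 3 times and 1 without the female naïve MON pool for MON at all 3 times.

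Across the times of UON the paper counts 200 for glaucoma at any time, 112 for glaucoma and not crush and 88 for both models. edgeR gave 0, 0 and 0 in that order. Unadjusted counts per comparison are those given above. DESeq2 (203, 113 and 90) reached the paper's values, while no filter (28, 12 and 16), RLE (0, 0 and 0), equal depth (0, 0 and 0), no replicate block (0, 0 and 0) and all 12 libraries of a tissue in one fit (1, 0 and 1) did not. Neither did a fit with a library left out, where the counts ran to at most 5 for glaucoma at any time, 5 for glaucoma and not crush and 2 for both models. By library these were 1 without the female naïve UON pool, 3 without the male naïve UON pool, 5 without the female 3 D glaucoma UON pool, 4 without the male 3 D glaucoma UON pool, 1 without the female 2 W glaucoma UON pool and 1 without the male 2 W glaucoma UON pool for glaucoma at any time, 1 without the male naïve UON pool, 5 without the female 3 D glaucoma UON pool, 4 without the male 3 D glaucoma UON pool, 1 without the female 2 W glaucoma UON pool and 1 without the male 2 W glaucoma UON pool for glaucoma and not crush, and 1 without the female naïve UON pool and 2 without the male naïve UON pool for both models.

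Across the times of MON the paper counts 472 for glaucoma at any time, 105 for glaucoma and not crush and 367 for both models. edgeR gave 0, 0 and 0 in that order. Unadjusted counts per comparison are those given above. No alternative reached the paper's values: DESeq2 (826, 223 and 603), no filter (97, 7 and 90), RLE (0, 0 and 0), equal depth (0, 0 and 0), no replicate block (0, 0 and 0) and all 12 libraries of a tissue in one fit (7, 1 and 6). Neither did a fit with a library left out, where the counts ran to at most 82 for glaucoma at any time, 66 for glaucoma and not crush and 21 for both models. By library these were 1 without the female naïve MON pool, 3 without the male naïve MON pool, 23 without the male 3 D glaucoma MON pool, 82 without the female 2 W glaucoma MON pool, 5 without the male 2 W glaucoma MON pool, 10 without the female 6 W glaucoma MON pool and 39 without the male 6 W glaucoma MON pool for glaucoma at any time, 1 without the male naïve MON pool, 2 without the male 3 D glaucoma MON pool, 66 without the female 2 W glaucoma MON pool, 2 without the male 2 W glaucoma MON pool, 7 without the female 6 W glaucoma MON pool and 34 without the male 6 W glaucoma MON pool for glaucoma and not crush, and 1 without the female naïve MON pool, 2 without the male naïve MON pool, 21 without the male 3 D glaucoma MON pool, 16 without the female 2 W glaucoma MON pool, 3 without the male 2 W glaucoma MON pool, 3 without the female 6 W glaucoma MON pool and 5 without the male 6 W glaucoma MON pool for both models. The paper's 472 MON genes for glaucoma at any time are fewer than the 493 it gives for 2 W alone.

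For the genes used in the principal components of all libraries the paper gives 2633, and 7255 passed the same limit here on the deposited FPKM. The paper made the FPKM of this step from gene counts and gene lengths, so the input differs as well. Taking the limit as a ratio of log variances, a reading tried after the values were seen, 4261 passed, which is also over 1.5 times the paper's number. No alternative was set for this count before the data were examined.

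In the paper's spreadsheet of MON values the heading for the adjusted p of 2 W after crush stands over 2 columns. The first of them equals, for 1830 of 1830 genes, the adjusted p of 3 D in another of its spreadsheets, and it was read as 3 D here.

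Many genes that the paper names as changed were not called by edgeR, with the same direction as the paper's in what follows unless said. DESeq2 with the model of the paper called Rbpms2, Egr1, Ccn1, Serpina3n and Knstrn in retina at 3 D of crush, Lamb1 in naïve UON over MON, Egr1, Ccn1, Serpina3n, Knstrn, Neat1, Ccnf, Bub1, Cks2, Cartpt, Cdk1, Ccnb1, Ccnb2, Top2a, Gtse1, Cdkn2c and Lockd in UON at 3 D of crush, Serpina3n, Neat1, Dlk1, Il31ra and Ptgs2 in MON at 3 D of crush, A2m, Col2a1, Trim56, Cnn1, Gp1bb, Bub1, Slc39a14, Oas3, Nhlrc3 and Ccnf in UON at 2 W of crush, and Col2a1, Trim56, Cnn1, Gp1bb, Bub1, Oas3, Nhlrc3, Dlk1, Gpd1, Il31ra and Serping1 in MON at 2 W of crush.

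In glaucoma DESeq2 called Gfap, Osmr, Fgf2, Edn2, Stat3, Socs3, Timp1, Fcgr3 and Cd68 in retina at 3 D of glaucoma, Gfap, Osmr, Fgf2, Edn2 and Stat3 in retina at 2 W of glaucoma, Timp1, Fcgr3, Cd68, Cks2, Cartpt, Cdk1, Ccnb1, Top2a, Gtse1, Cdkn3, Cenpa, Lockd, Racgap1, Iqgap3 and Dock2 in UON at 3 D of glaucoma, Timp1, Fcgr3, Cd68, Cdk1, Ccnb1, Ccnb2, Top2a, Gtse1 and Thbs1 in MON at 3 D of glaucoma, Fcrls, Pla2g3, Olig2, Tsc22d3 and Lockd in UON at 2 W of glaucoma, and Fcrls, Pla2g3, Olig2, Tsc22d3 and C3 in MON at 2 W of glaucoma.

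Other planned settings also called some of these. Without the filter, edgeR called Lamb1 in naïve UON over MON, Egr1 and Serpina3n in retina at 3 D of crush, Knstrn, Cks2, Cdk1, Ccnb1, Ccnb2, Top2a and Lockd in UON at 3 D of crush, Neat1, Il31ra and Ptgs2 in MON at 3 D of crush, Col2a1, Trim56, Cnn1, Gp1bb, Bub1, Dlk1, Il31ra and Serping1 in MON at 2 W of crush, Gfap and Edn2 in retina at 3 D of glaucoma, Gfap, Fgf2 and Edn2 in retina at 2 W of glaucoma, Timp1, Cdk1, Ccnb1, Top2a, Cenpa and Lockd in UON at 3 D of glaucoma, and Cd68 and Cdk1 in MON at 3 D of glaucoma. The fit without sex called Egr1 in retina at 3 D of crush, Serpina3n, Il31ra and Ptgs2 in MON at 3 D of crush, and Col2a1, Gp1bb and Il31ra in MON at 2 W of crush, and all 12 libraries in one fit called Serpina3n and Neat1 in MON at 3 D of crush, Nhlrc3 in MON at 2 W of crush, Top2a and Lockd in UON at 3 D of crush, and Cenpa in UON at 3 D of glaucoma. All 36 libraries in one fit called Lamb1 in naïve UON over MON. Leaving out single libraries, edgeR called Lamb1 in naïve UON over MON, and Ccnb2 in UON at 3 D of crush without the female naïve UON pool, Lamb1 without the female naïve MON pool, Serpina3n without the male naïve retina pool, Serpina3n without the male 3 D crush retina pool, Neat1 and Ptgs2 without the male 3 D crush MON pool, Col2a1, Cnn1, Gp1bb, Bub1 and Il31ra without the male 2 W crush MON pool, Trim56, Il31ra and Serping1 without the female 2 W crush MON pool, Il31ra without the female 3 D crush MON pool, Ccnb2 without the female 3 D crush UON pool, Top2a without the female 3 D glaucoma UON pool, Thbs1 without the male 3 D glaucoma MON pool, and Lockd without the male 3 D crush UON pool. Counts divided by 4, a setting chosen after seeing the values, called Lamb1 in naïve UON over MON, and Col2a1 and Gp1bb in MON at 2 W of crush and lost 8 calls of named genes. Neither tool called Sncg and Rbpms in retina at 3 D of crush, Socs3 in retina at 2 W of glaucoma, Ptgs2, Slc10a6, B3gnt5 and Cdkn3 in MON at 3 D of glaucoma, Slc10a6 and B3gnt5 in MON at 3 D of crush, Serping1 and Fbln5 in MON at 2 W of glaucoma, C3 in MON at 2 W of crush, Ccnb2 in UON at 3 D of glaucoma, and Cdkn3 in UON at 3 D of crush.

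Some statements of the paper differ from the values in direction or extent. A call needs a log2 fold change beyond 1, which some RGC markers did not reach by edgeR with all libraries. These were Rbpms and Tubb3 in glaucoma retina and Rbpms and Sncg at 3 D of crush, which no p could have called there. The paper has several RGC genes lower in retina from 3 D of glaucoma on, while none of the 8 markers was called at 3 D, 2 W or 6 W by edgeR or DESeq2 (4, 0 and 1 at an unadjusted p under 0.05 by edgeR); the medians were -0.63, -0.18 and -0.29, all lower. At 3 D of crush the paper has many of these markers reduced; edgeR called 0 of 8 and DESeq2 called Rbpms2, although 6 of the 8 had an unadjusted p under 0.05 and 8 were lower; without the male naïve retina pool edgeR called 1, Sncg. The paper states that Gfap rose in no region or model, and elsewhere that it rose in glaucoma retina. In retina its log2 fold change was 1.02 and 1.12 at 3 D and 2 W of crush and 1.26 at 3 D of glaucoma, which edgeR did not call and DESeq2 called. The paper has the retinal stress genes back at the baseline by the last time of glaucoma. Their median at 6 W was 0.80 (camera adjusted p = 3.01e-05, fry adjusted p = 0.025), although edgeR called 0 of the 6 and DESeq2 1.

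For cyclin D1 the paper reports no increase with Cdk1. Ccnd1 had a log2 fold change of 1.78 in MON at 3 D of crush (edgeR adjusted p = 0.025, but 0.161 without the female naïve MON pool and 0.107 without the male naïve MON pool), 1.09 at 3 D of glaucoma, and 0.00 and 0.06 in UON. Dlgap4, given as increased in UON at 3 D of glaucoma, had -0.18 with an SE of 0.26, and Rac1, given as increased at that time, -0.28 in UON and 0.97 in MON; neither tool called either of them. Cartpt, given as lower in UON in the models, was lower at 3 D (-1.88 in crush and -1.66 in glaucoma), and its change was -0.42, -0.47 and 0.17 at 2 W of crush and 2 W and 6 W of glaucoma, called by neither tool.

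Many microglia genes change in UON and MON glaucoma by the paper; of 16 listed here edgeR called 0 in each region at each time, and DESeq2 called 3, 1 and 0 in UON and 4, 6 and 1 in MON, while 6, 3 and 2 and 9, 12 and 2 had an unadjusted p under 0.05 by edgeR. Aqp4, which the paper has as different between UON and MON, had a log2 fold change of -0.88 that neither tool called. It lies within 1, and for edgeR the adjusted p was above 0.05 as well. The ranking of regions in glaucoma, most genes in MON and fewest in UON at 3 D and 2 W, holds for the DESeq2 counts; edgeR gave 0 in each of these UON and MON comparisons and 1 and 0 in retina. For genes that change in opposite directions in UON and MON after crush, the paper names Neat1 at 3 D, and at 2 W A2m and 8 others. DESeq2 gave these and also mt-Nd5, whose counts alternate, at both times, and Sdc3 and Gm10143 at 2 W, both named after their values were seen; edgeR gave 0 at either time.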

Other observations

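The tests of sequence, depth and injury for alternating genes, of retina RNA, of axon loss, of the male MON pool, of the spread between pools, of the counting unit, of simulated calls and of the sex chromosomes were chosen only after the results were seen. Tests of scaling, equal depth and other splits of the libraries were planned.

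Some genes alternated between libraries: 46 genes exceeded 100 CPM in some library of a tissue and were listed at 0 in another (20 in UON, 36 in MON and 7 in retina; 10 of the mitochondrial genome, and some of them surface epithelium genes). Of Gm29216 and Gm28661 exactly 1 had counts in 32 of 36 libraries. These genes make up 84 of 6944 injury calls by DESeq2 and 17 of 1481 by edgeR. Tests used 16 of them, those with a median of at least 50 CPM where present in a tissue and a sequence in the reference, without Xist and Ddx3y, whose level follows the sex of the pool. Of these 11 (68.8%) had at least 50% of their 31-base words in other genes, against 23 of 423 abundant genes held by every library (5.44%); the medians were 95.7 and 4.68%. Depth is argued against as the source, since 100 CPM would give 1616 counts in the smallest library. The injury is argued against as well, since 10 of the 16 were at 0 in one pool and at 50 CPM or more in the other pool of the same group. Reads shared between genes of near-identical sequence are a candidate explanation for these 11. For the other 5 (Purb, mt-Atp8, mt-Nd1, mt-Nd5 and mt-Rnr1) the highest share was 16.8%, which argues against it, and what stays open for them, such as how transcripts were merged in assembly, was not tested. A pair of further genes, H2ac18 and Septin2, had no sequence in the reference under that symbol.

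Photoreceptor genes stood out in 1 nerve library. In the male 2 W glaucoma UON pool their median log2 ratio to the naïve pool of the same sex was 3.66, and in the female pool -0.08. The female pool did not share the rise. The genes were noticed in the male pool alone, so this does not test the injury as their source. Their sum in the male pool, 482 CPM, was 0.573% of that in naïve retina, the highest share among the 24 nerve libraries. Retina RNA in that pool is a candidate explanation that these values fit, on the same pool in which they were noticed. Whether it came with the dissection or from the mice was not tested, and no other retinal genes were used for the test.

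The 6 genes lower in UON at 2 W after crush, Kif5a among them, could come from retina RNA in the naïve nerve samples. Their photoreceptor share was at most 0.271%, which accounts for at most 0.382 CPM of Kif5a where the lowest naïve nerve pool had 6636 and naïve retina 141, so the values argue against it. With RLE 6 genes were again lower, but RLE moved the median over all genes by only 0.03, so it does not test scaling as the source. Loss of RNA that RGC axons carry is a candidate explanation: Nefl fell by 4.55 in UON and 8.29 in MON on the log2 scale, and Calb2 by 4.25 and 5.35, so the smallest of these 4 falls was a log2 fold change of -4.25. A fall of the same RNA made by other cells of the nerve was not tested.

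Cell cycle genes at 3 D of glaucoma were high in the female MON pool and little raised in the male one, with medians of 3.58 and 0.79 over the naïve pool of the same sex. The male UON pool, which the paper has from the same mice, had 3.92, which argues against mice without the injury. A swap with the male naïve MON library is argued against by that library's median of -0.20 over the naïve mean, and low depth by the 76.7 M counts of the male 3 D glaucoma MON library. A difference between the mice or the sexes at this time stays open, and 1 pool per sex gives no test of it.

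More genes were called in MON than in UON at 3 D of crush. A larger spread between the UON pools as the whole cause is argued against by the part of the log2 change that both pools share, whose SD across genes was 0.45 in UON and 0.94 in MON. Unequal depth is also argued against as the source of the count, as MON still had 762 genes past the limits with every library thinned to the smallest. Other technical explanations, such as differences in the mix of cells between samples, were not tested. A stronger response of MON stays open as a hypothesis, and the MON count moved far when single libraries were left out.

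One count in the deposited tables stands for less than a read. Over the libraries the median of bases per count for genes with 1 transcript was 74.8 at the lowest and 74.9 at the highest, while reads had 150 bases. A read length set shorter than the reads when the authors made the counts is a candidate explanation that this value fits. It changes all counts of all libraries alike, and counts divided by 4 are among the settings above. No biological explanation was tested.

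DESeq2 with the model of the paper called 33 genes in UON at 6 W of glaucoma. Simulated unchanged groups gave a mean of 46.9 per comparison, with 85 in the comparison that had the most, so calls that unchanged groups of 2 pools give are a candidate explanation for all 33. At 3 D it called 126, of which 25 lie in the cell cycle list of 37 genes, where 0.208 would by its share of the tested genes; this argues against such calls as the whole cause, and leaves open how many of the others are of that kind. The 2 W count was 75 genes. There, changed genes and calls of this kind cannot be told apart, because a simulated number does not say which genes are concerned and rests on the fitted dispersions.

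For the genes called between the sexes, the libraries were also split in other ways into groups of the same size. By these splits alone chance can be excluded as the source of the count in retina glaucoma and not in UON and MON glaucoma, over 32 splits that could be fitted of 35, and in crush 10 splits exist, too few to exclude it at a share under 0.05. Which genes were called decides more: 29 of 43 calls over the 6 fits (67.4%) were of the Y chromosome, Xist or Tsix, against 0.0615% of the genes, and Ddx3y, Eif2s3y and Xist were called in each fit. This argues against chance as the source of these calls. All other calls but Sumo3, named after its value was seen, were of alternating genes such as Purb and mt-Atp8.

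Further lists are given as median log2 fold changes without an explanation. Laminin chains (11 genes) had 0.89 (camera adjusted p = 4.01e-04, fry adjusted p = 0.0255) from naïve UON over MON and 3.51 (camera adjusted p = 1.04e-04, fry adjusted p = 0.0149) over retina. Blood genes had -0.49 (camera adjusted p = 0.426, fry adjusted p = 0.691) from naïve UON over MON, and in injury the largest values were 3.86 (camera adjusted p = 1.08e-06, fry adjusted p = 0.135) at 2 W of crush in UON and -2.53 (camera adjusted p = 5.98e-04, fry adjusted p = 0.28) at 2 W of glaucoma in MON. Endothelium genes had 0.24 (camera adjusted p = 0.163, fry adjusted p = 0.497) from naïve UON over MON and 0.44 (camera adjusted p = 0.005, fry adjusted p = 0.162) in retina at 3 D of glaucoma. Skeletal muscle genes had 0.15 (camera adjusted p = 0.97, fry adjusted p = 0.967) and, at 2 W of crush in UON, 1.03 (camera adjusted p = 0.0213, fry adjusted p = 0.26). The Reactome set Translation had -0.43 (camera adjusted p = 0.0555, fry adjusted p = 0.521) from naïve UON over MON, 0.84 (camera adjusted p = 1.84e-15, fry adjusted p = 0.244) in UON at 2 W of crush and -0.27 (camera adjusted p = 1.44e-08, fry adjusted p = 0.391) in retina at 2 W of glaucoma. Of these lists fry passed laminin chains only. Leaving out single libraries was not run for blood, endothelium, skeletal muscle and Translation. Astrocyte genes in MON at 3 D of crush had -0.96 (camera adjusted p = 0.0018, fry adjusted p = 0.391), with a camera adjusted p of 0.0789 without the male 3 D crush MON pool.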
